# Hepatic Gene Expression Profiling Reveals Key Pathways Involved in Leptin-Mediated Weight Loss in *ob/ob* Mice

**DOI:** 10.1371/journal.pone.0012147

**Published:** 2010-08-16

**Authors:** Ashok Sharma, Shoshana M. Bartell, Clifton A. Baile, Bo Chen, Robert H. Podolsky, Richard A. McIndoe, Jin-Xiong She

## Abstract

**Background:**

Leptin, a cytokine-like protein, plays an important role in the regulation of body weight through inhibition of food intake and stimulation of energy expenditure. Leptin circulates in blood and acts on the brain, which sends downstream signals to regulate body weight. Leptin therapy has been successful in treating leptin deficient obese patients. However, high levels of leptin have been observed in more common forms of obesity indicating a state of leptin resistance which limits the application of leptin in the treatment of obesity. If the central effect of leptin could be by-passed and genes which respond to leptin treatment could be regulated directly, new therapeutic targets for the treatment of obesity may be possible. The purpose of this study was to identify genes and subsequent pathways correlated with leptin-mediated weight loss.

**Methodology/Principal Findings:**

We utilized microarray technology to compare hepatic gene expression changes after two types of leptin administration: one involving a direct stimulatory effect when administered peripherally (subcutaneous: SQ) and another that is indirect, involving a hypothalamic relay that suppresses food intake when leptin is administered centrally (intracerebroventricular: ICV). We identified 214 genes that correlate with leptin mediated weight loss. Several biological processes such as mitochondrial metabolic pathways, lipid metabolic and catabolic processes, lipid biosynthetic processes, carboxylic acid metabolic processes, iron ion binding and glutathione S-transferases were downregulated after leptin administration. In contrast, genes involved in the immune system inflammatory response and lysosomal activity were found to be upregulated. Among the cellular compartments mitochondrion (32 genes), endoplasmic reticulum (22 genes) and vacuole (8 genes) were significantly over represented.

**Conclusions/Significance:**

In this study we have identified key molecular pathways and downstream genes which respond to leptin treatment and are involved in leptin-mediated weight loss. Many of these genes have previously been shown to be associated with obesity; however, we have also identified a number of other novel target genes. Further investigation will be required to assess the possible use of these genes and their associated protein products as therapeutic targets for the treatment of obesity.

## Introduction

Leptin, a cytokine-like protein containing 167 amino acids that is predominantly expressed in adipocytes, was discovered in 1994 by positional cloning of the obese (*ob*) gene [1]. Leptin plays a very important role in regulation of body weight and fat deposition through the inhibition of food intake and stimulation of energy expenditure [2]. Leptin-deficient (*ob/ob*) mice and leptin receptor-deficient (*db/db*) mice are severely obese, infertile and insulin resistant, have increased food intake, reduced body temperature and decreased energy expenditure, immune function and bone formation [3]–[5].

The liver has an integral role in lipid metabolism and also has significant energetic demands; therefore, studies have suggested that leptin's effect on metabolism may be mediated by the liver. Leptin-deficient mice have significant abnormalities in macronutrient metabolism, which can be corrected by leptin administration. A recent study has shown that acute leptin infusion rapidly reverses hepatic steatosis and plasma dyslipidemia induced by a high sucrose diet in rats [6], and the preservation of hepatic leptin action after a high sucrose diet is associated with the maintenance of low adiposity and plasma leptin concentrations.

Leptin therapy has been used to treat selected cases of both congenital and acquired leptin deficiencies in humans. Leptin usually works as a negative-feedback signal regulating the mass of the adipose tissue. However, high levels of leptin have been observed in obese humans and rodents, suggesting the development of leptin resistance in these cases [7]–[10]. An important component in leptin resistance appears to be the development of defective leptin uptake into the brain, downregulation of leptin receptors and decreased leptin sensitivity. The molecular mechanism by which leptin reduces body weight has been partially elucidated. There is a need to have a precise understanding of the metabolic pathways affected by leptin deficiency or leptin resistance. Therefore, understanding the mechanisms by which leptin and its targets influence energy balance could lead to new therapeutic targets for obesity.

The purpose of this study was to identify the genes which respond to leptin treatment and subsequent pathways correlated with leptin-mediated weight loss. We utilized microarray technology to compare two types of leptin administration: one involving a direct stimulatory effect when administered peripherally (subcutaneous: SQ) and another that is indirect, involving a hypothalamic relay that suppresses food intake when leptin is administered centrally (intracerebroventricular: ICV). We report here the impact of central and peripheral administration of leptin on food intake, body weight and body fat composition in *ob/ob* mice. We also report hepatic gene expression changes caused by central versus peripheral leptin administration.

## Materials and Methods

### Animals and design

Leptin deficient (*ob/ob*) female mice (11 wk old) on the C57BL6 background were obtained from Jackson Laboratory (Bar Harbor, ME). These mice were housed 2 per cage in shoebox cages with food and water available *ad libitum*. Their health, body weight and food intake were monitored and recorded weekly for 4 wk as they adapted to the pellet diet (LabDiet 5010, PMI Nutrition International). At 15 wk of age, the mice were divided into four treatment groups such that the mean body weight between treatments was not statistically different. Two groups of ten mice each were subjected to the subcutaneous (SQ) treatment (vehicle and leptin) and two groups of ten mice each were subjected to the intracerebroventricular (ICV) treatment (vehicle and leptin). Surprisingly, we observed negligible weight loss (ranging from −5.42% to 1.49%) in four animals of leptin-ICV treatment group, in which the cannula may not have been in place or treatment did not work. Therefore, these animals were removed from the analyses while evaluating effects of leptin administration on body weight, food intake and insulin levels. However, we thought that it would be interesting to determine if the gene expression profile of these animals were different from the animals showing weight loss. Therefore, for microarray analyses, we sub divided the LEP-ICV group into two groups: (a) LEP_ICV group: treatment worked (weight loss range: 25%–38%) and (b) LEP_ICV*: treatment did not work (weight loss −5.42% to 1.49%). This resulted in total five groups: VEH-SQ, LEP-SQ, VEH-ICV, LEP-ICV, and LEP-ICV*. To minimize the cost of the experiment, we randomly selected mice (n = 4) from these five groups for microarray profiling.

### Leptin Administration

Mice assigned to ICV treatments were surgically prepared with unilateral cannulas directed towards the right lateral cerebral ventricle as previously described [11]. Osmotic mini-pumps were surgically placed SQ to provide continuous infusion of control and test solutions for 12 days. For ICV treatments, polyethylene tubing filled with 6µl artificial cerebrospinal fluid (aCSF) was connected from the mini-pump to the ICV cannula. All mice were allowed to recover for 2 days after surgery; during this time 6µl of saline or 6µl of aCSF were infused prior to the treatment infusion. Leptin was continuously delivered subcutaneously (SQ; Control: 6 µl/d saline; Leptin group: 10.0 µg/d leptin) or into the lateral cerebral ventricle (ICV) (Control: 6 µl/d aCSF; Leptin group: 1.5 µg/d leptin) via osmotic pumps for 12 days. Body weight and food intakes were measured daily. Water was available *ad libitum*. The mice were sedated with CO_2_, sacrificed by guillotine prior to the collection of blood and tissues. Serum samples were stored at −80°C until assayed. Insulin, was determined using the Lumine×100™ instrumentation and a multiplex assay kit (Mouse Endocrine Immunoassay Panel catalog # MENDO-75K, protocol - http://www.lincoresearch.com/protocols/mendo-75k.html) manufactured by LINCO Research, Inc (St. Charles, MO). Brains of mice assigned to ICV treatments were sectioned to confirm proper cannula placement. All surgical and experimental procedures in this study were conducted in accordance with the NIH Guidelines and were approved by the Animal Care and Use Committee for The University of Georgia prior to initiating the studies under the Animal Use Proposal # A2007-10224-0.

### Microarray hybridization

Total RNA was isolated using TRI REAGENT (Sigma), according to the manufacturer's protocol. Purified RNA (200 ng) was further used for cRNA amplification and labeling with biotin using Target Amp cDNA synthesis kit (Epicenter catalog no. TAB1R6924). Approximately 750ng of labeled cRNA was hybridized to the MouseRef-8 v2.0 Expression BeadChips as per manufacturer's instructions. MouseRef-8 BeadChip targets 25,600 RefSeq transcripts and enables the interrogation of eight samples in parallel. After hybridization, arrays were washed, stained with Cy3-conjugated streptavidin, and scanned. Image data were analyzed with BeadStudio V2.0. Raw intensity data from BeadStudio were exported for further statistical analyses. The microarray data are MIAME compliant and have been deposited in NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE20878.

### Differential gene expression analysis

Microarray data were normalized using the *lumi* package in R, using the variance stabilizing transformation (VST) of the package and robust spline normalization (RSN). Differential expression analyses were conducted using the LIMMA (Linear Models for Microarray Analysis) package from the Bioconductor project [12]. LIMMA uses an empirical Bayes approach that uses the variability in all genes for testing for signficiant differences, with this approach resulting in more stable inferences for a relatively small number of arrays [12], [13]. We used LIMMA to test for a linear association between gene expression levels and amount of weight loss (grams), using the amount of weight loss in a linear model and testing for the significance of the regression coefficient for weight loss. We used the false discovery rate (FDR) adjust for multiple testing [14]. B-statistics (the log of the odds of a gene showing either any association with weight loss) were calculated for each gene. Duplicate genes, when present, were removed and their expression levels averaged across the duplicates. We used a combination of “B statistic” and absolute value of slope (logFC) for selecting the differentially expressed genes. B statistic is the log odds of a gene showing either positive or negative correlation with weight loss (also known as a lod score) and logFC determines the magnitude of change in expression with weight loss. We used a cut-off of B>0 and logFC>0.02 (which corresponds to ∼2-fold or greater change in expression from lowest weight loss to highest weight loss point in graph). A total of 221 probes representing 214 unique genes were found significantly correlated with weight loss.

### Cluster analysis

Cluster analysis was performed for grouping differentially expressed genes exhibiting similar expression patterns using the HPCluster program [15]. HPCluster is a two-stage algorithm: the first stage is based on BIRCH (Balanced Iterative Reducing and Clustering using Hierarchies), while the second stage is a conventional k-Means. With BIRCH, a tree of cluster features defining the partitioning of high dimensional space is generated, followed by a conventional k-Means clustering of each cluster feature obtained with BIRCH. Two hundred and fourteen genes could be grouped into four clusters based on the expression data.

### Gene ontology analysis

Associations of the 214 differentially expressed genes with biological processes, molecular functions and cellular compartments were annotated using the GOTree Machine [16]. The GOTree Machine uses the hypergeometric test to evaluate the significance of enrichment for each category by determining if the observed number of gene counts exceeded the expected counts. The “FDR” method was used for adjusting the p-values for multiple testing. The results were visualized as a directed acyclic graph (tree) in order to show the relationship among the enriched GO categories.

## Results

The present study was designed to identify hepatic genes and pathways correlated with leptin mediated weight loss. Leptin deficient *ob/ob* mice were continuously administered with leptin via ICV (1.5 µg/d) or SQ (10 µg/d) over the 12-day treatment period. 

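Liver RNA from 26 mice was profiled on Illumina MouseRef-8 v2.0 BeadChips, with 1 array per mouse. The ob/ob mouse makes no functional leptin, the adipocyte hormone that restrains food intake, and becomes obese with a fatty liver. The paper began with 10 female ob/ob mice per treatment and selected 4 per group for arrays. Arrayed were 4 mice given leptin (LEP-SQ, 10 µg/d) and 4 given vehicle (VEH-SQ) under the skin. Another 4 had received vehicle into the brain ventricle (VEH-ICV). Of the 8 arrayed mice assigned 1.5 µg/d leptin into the ventricle, 4 were taken from those that lost weight (LEP-ICV) and 4 had not lost weight (LEP-ICV*). The paper could not establish the placement of the cannula in 2 of the LEP-ICV* mice according to its text and in all 4 according to a legend, and does not name them, so which of them received leptin in the brain is not known. A further 6 C57BL6 (B6) mice, all labelled baseline, served for comparison. File S2 names 3 of them B6_aCSF, for artificial cerebrospinal fluid, and whether these were infused is not stated in the sources used here, nor are the sex and age of the B6 mice. Each array comes from a different animal. The authors read signals with BeadStudio 2.0 and deposited them without normalization, with a detection score per probe, beside variance-stabilized and spline-normalized log2 values. Here the unnormalized signals of 25697 probes were background-corrected and quantile-normalized with neqc. A probe was tested if its detection p was under 0.01 on at least 4 arrays, which left 11001 probes and 7969 named genes. A gene is represented by its tested probe with the highest mean, except in counts and medians by cluster, where some genes stand by another probe. All 26 arrays entered 1 limma model of 6 groups, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Values and changes are on the log2 scale, and SE is the standard error of a change. A gene detected on no array of a group has only a bound there, given as at least N-fold against the lowest signal of the probes detected on each of its arrays. The number of arrays, not a read depth, limits the precision. Detected probes ranged from 9201 to 10169 (median 9714) in B6, 6786 to 8516 (median 8437) in VEH-SQ, 9049 to 10332 (median 10088) in LEP-SQ, 7059 to 7992 (median 7714) in VEH-ICV, 7880 to 11117 (median 8898) in LEP-ICV and 7679 to 9901 (median 8943) in LEP-ICV*. The arrays fall into a pair of background classes. On 12 arrays the background signal was 106 to 122, and on 14 it was 161 to 198. All VEH-SQ and VEH-ICV arrays were in the low class and all LEP-SQ and B6 arrays in the high class, while LEP-ICV and LEP-ICV* had 2 arrays in each. No class therefore holds both groups of the LEP-SQ comparison or of ob/ob against B6. The class, defined after the data were seen, accounted for 0.805 of the variance of the first principal component (R2), and condition for 0.73. Values from a second model with this class as a block stand beside the results it changes. In that model the class effect is estimated from the LEP-ICV and LEP-ICV* mice, so the LEP-SQ and ob/ob values rest on those 8 arrays.

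**Figure D1:**
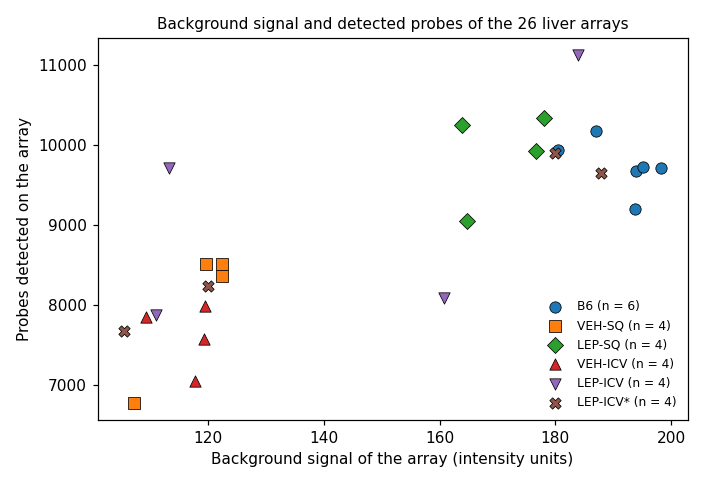
Background signal (x axis, intensity units) and number of detected probes (y axis) of the 26 liver arrays, with 1 symbol per array and a symbol shape per group. The 12 arrays with low background lie between 106 and 122, the 14 with high background between 161 and 198, and the LEP-ICV and LEP-ICV* groups have 2 arrays in each range.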

Liver RNA was extracted and cDNA microarray technology was used to explore the change in global gene expression profiles after two types of leptin administration. The four animals with negligible weight loss (ranging from −5.42% to 1.49%) after leptin-ICV treatment animals were removed from the analyses while evaluating effects of leptin administration on body weight, food intake and insulin levels. However we profiled these animals for gene expression, and the data were included for Identification of genes correlated with weight loss.

### Effects of central and peripheral leptin administration on body weight and food intake

Both central and peripheral leptin administrations caused a significant reduction in food intake (FI) in leptin treated *ob/ob* mice as compared to vehicle treated *ob/ob* mice (SQ: 3.66±0.49 g (leptin) *vs* 5.80±0.79 g (vehile); ICV: 2.45±0.65 g (leptin) *vs* 5.57±0.65 g (vehile); Figure 1A). Similarly, there was a significant reduction in body weight (BW) in both ICV & SQ leptin groups as compared to their respective controls. Interestingly, percent weight loss in the ICV leptin-treated group was significantly greater than the weight loss in SQ leptin-treated group (SQ: 14.89±1.15 g (leptin) vs −4.50±0.76 (vehile); ICV: 30.51±2.87 g (leptin) vs −4.23±0.78 g (vehile); Figure 1B). Values are mean ± SEM.

**Figure 1:**
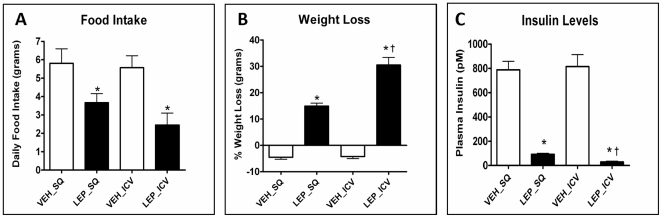
Effect of central (intracerebroventricular∶ICV) or peripheral (subcutaneous∶SQ) leptin treatment on food intake, weight loss, and serum insulin levels in ob/ob mice. Leptin deficient, *ob/ob* mice were continuously administered with leptin over 12-days using central or peripheral route of administration. Both types of leptin infusion significantly decrease food intake, weight, and serum insulin levels, as compared to their respective controls. The weight loss caused by central treatment is significantly greater than the peripheral treatment. Also, the decrease in the insulin level was more in the central group as compared to the peripheral group. VEH_SQ: vehicle subcutaneous treatment, LEP_SQ: leptin subcutaneous treatment, VEH_ICV: vehicle intracerebroventricular treatment, LEP_ICV: leptin intracerebroventricular treatment. Values are mean ± SEM; n = 9 Veh_SQ, n = 10 Lep_SQ, n = 9 Veh_ICV and n = 4 Lep_ICV; *P<0.05 leptin vs respective vehicle, † p<0.05 Lep_ICV vs Lep_SQ.

### Leptin administration decreases serum insulin levels

The 12 days of leptin infusion in *ob/ob* mice, resulted in a significant decrease in serum insulin levels in both central and peripheral leptin treatment groups, as compared to their respective controls (SQ: 91.79±8.91 (leptin) vs 787.7±70.74 pM (vehile); ICV: 29.25±6.44 (leptin) vs 815.2±98.15 pM (vehile), Figure 1C). There was also a significant difference between the leptin-treated groups; the decrease in the insulin levels being greater in the ICV group as compared to the SQ group (Figure 1C). Values are mean ± SEM.

### Identification of genes correlated with leptin-mediated weight loss

We adopted microarray technology to compare the global gene expression profiles after the central (ICV) and peripheral (SQ) leptin treatments in *ob/ob* mice. 

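In LEP-ICV against VEH-ICV the largest increases included Gpnmb, a glycoprotein of lipid-laden macrophages, with a log2 fold change of 4.89 (standard error 0.66, adjusted p = 2.1e-05), and Mmp12, the macrophage elastase, at 4.56 (SE 0.53, adjusted p = 4.5e-06). Asparagine synthetase (Asns), a target of the amino acid starvation response, rose by 4.12 (SE 0.47, adjusted p = 3.2e-06), and the fasting hormone Fgf21 by 3.15 (SE 0.57, adjusted p = 4.8e-04). The largest decreases included Lrtm1 at a log2 fold change of -5.89 (SE 0.60, adjusted p = 9.2e-07) and the lipogenic regulator Thrsp at -4.38 (SE 0.79, adjusted p = 5.3e-04). In LEP-SQ against VEH-SQ the largest decreases included the glutathione transferase Gstm3 (log2 fold change -5.48, adjusted p = 4.8e-05), the phospholipase Pla2g4f, at least 18.6-fold lower (adjusted p = 1.7e-11), and the acetylcholine receptor subunit Chrna4 (-4.34, adjusted p = 3.4e-05). The estrogen sulfotransferase Sult1e1 changed by -3.33 (adjusted p = 3.7e-05). The largest increases there included the drug-metabolizing cytochrome P450 gene Cyp3a11 (log2 fold change 4.60, adjusted p = 0.0057) and Car3, a carbonic anhydrase (4.34, adjusted p = 0.0037). In the model with array background as a block, the LEP-SQ values were 2.07 for Cyp3a11 (adjusted p = 0.78) and 2.20 for Car3 (adjusted p = 0.73). The calls of Gstm3, Pla2g4f, Chrna4 and Sult1e1 held in it. The size of a fold depends on the normalization. Over 204 genes of File S2 matched to 1 probe, the change was larger here than in the paper for 180 in LEP-SQ and 194 in LEP-ICV. The median size of the LEP-ICV change was 1.59 here and 1.25 with the authors' values. Of 7969 genes tested with limma, 1525 rose and 1677 fell in LEP-SQ, and 1083 rose and 928 fell in LEP-ICV. Both routes raised 505 genes and lowered 527, where independent lists would share 207 and 195. With the block they shared 1 and 12, and the correlation of the changes across genes, which are not independent replicates, was 0.38 instead of 0.66. The difference between the leptin effects of the routes passed for 73 genes with the higher value in LEP-ICV and 64 with the lower. With array background as a block, 8 genes rose and 14 fell in LEP-SQ, and 583 and 434 in LEP-ICV. Among low-background arrays alone, 2 LEP-ICV against 4 VEH-ICV mice gave 513 increases and 408 decreases. Under median scaling, where the median change of all genes was 0.56 in LEP-SQ and 0.47 in LEP-ICV, the split was 2507 up and 357 down in LEP-SQ and 1483 up and 282 down in LEP-ICV. Array weights gave 5623 LEP-SQ and 3337 LEP-ICV genes, and a model of only the groups compared gave 517 for LEP-ICV. Without mouse LEP_SQ_1041 the LEP-SQ count was 2120, and without mouse LEP_ICV_1017 the LEP-ICV count was 1220. The route difference moved between 49 genes without mouse LEP_ICV_1014 and 411 without mouse LEP_ICV_1017.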

C57BL6 mice were used for the baseline gene expression. 

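Higher in vehicle-treated ob/ob than in B6 livers (n = 8 against n = 6) were Gstm3, a glutathione transferase (log2 fold change 6.23, SE 0.52, adjusted p = 4.9e-09), the zinc transporter Slc39a5 (5.13, SE 0.32, adjusted p = 6.4e-11) and Pla2g4f (5.07, SE 0.21, adjusted p = 3.4e-14). Lower were Cyp3a11 (log2 fold change -5.35, SE 0.88, adjusted p = 1.7e-05), the sterol demethylase Cyp51 (-5.21, SE 0.65, adjusted p = 6.9e-07), Akr1c12, an aldo-keto reductase (-4.82, SE 0.82, adjusted p = 2.5e-05), and the peroxide-reducing enzyme Gpx1 (-4.34, SE 0.64, adjusted p = 4.7e-06), whose probe reached over 90% of the array's highest signal on 1 of 6 B6 arrays. Genes that PPARgamma induces in fatty liver or that coat lipid droplets were higher as a group. Of 11 tested genes of this kind, 7 were higher, 1 lower and 3 did not pass the test (7 and 1 when adjusted over the list alone). Camera gave a false discovery rate of 0.030, and adjusted p = 0.78 with an estimated correlation. When blocked on background, 4 were higher and 0 lower, with a camera false discovery rate of 2.3e-05, upward (adjusted p = 0.11 with an estimated correlation). The lipid droplet proteins Cidec (log2 fold change 4.44, adjusted p = 3.5e-10), Cidea (4.12, adjusted p = 2.9e-08) and Plin4 (2.97, adjusted p = 6.0e-06) were among the list's higher genes. Of 54 tested genes of cytosolic ribosomal proteins, 10 were higher, 29 lower and 15 did not pass the test (10 and 29 when adjusted over the list alone). Its false discovery rate in camera was 0.030, and adjusted p = 0.89 with an estimated correlation. On blocking background class, 0 were higher and 1 lower, with a camera false discovery rate of 2.5e-04, downward (adjusted p = 0.59 with an estimated correlation). Once array background entered as a block, the ob/ob over B6 values were -2.81 for Cyp3a11 (adjusted p = 0.19), -2.59 for Cyp51 (adjusted p = 0.062), -1.72 for Akr1c12 (adjusted p = 0.36), -1.82 for Gpx1 (adjusted p = 0.19) and 2.15 for Plin4 (adjusted p = 0.066). The calls of Gstm3, Slc39a5, Pla2g4f, Cidec and Cidea held in it. In all, 2823 genes were higher and 2542 lower in ob/ob at an adjusted p under 0.05 from limma. After blocking on array background, 408 were higher and 218 lower. No background class holds both groups, so the high-background LEP-ICV* pair stood in for ob/ob and gave 297 genes higher and 150 lower than B6, although these mice were assigned leptin, whose delivery is uncertain. Under median scaling, which set the median of all genes at -0.65, 1074 were higher and 4221 lower. Under it the PPARgamma list stood at 6 higher and 3 lower.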

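Expression in the 20 ob/ob mice was regressed on percent weight loss with limma, with each mouse at the mean the paper gives for its group and the LEP-ICV* mice at the middle of their stated range. The paper calls these means percent weight loss and draws its regressions in percent, but prints the means in grams, and they were taken as percent here. Scd1, which makes monounsaturated fatty acids, had a slope of -0.188 (SE 0.015, adjusted p = 1.7e-07) in log2 units per percent of weight lost. The slope of the hepcidin gene Hamp2 was -0.14 (SE 0.014, adjusted p = 2.0e-06), and that of Thrsp -0.129 (SE 0.018, adjusted p = 5.8e-05). Rising with weight loss were Igfbp2, which binds insulin-like growth factors, with a slope of 0.143 (SE 0.013, adjusted p = 5.4e-07), Acot1, a fatty acyl-CoA thioesterase, at 0.0673 (SE 0.012, adjusted p = 4.4e-04), and the macrophage gene Gpnmb at 0.11 (SE 0.019, adjusted p = 4.4e-04). In the blocked model these slopes were -0.169 for Scd1, -0.151 for Hamp2, 0.148 for Igfbp2 and 0.0498 for Acot1. At a B statistic over 0 and an absolute slope over 0.02, 578 probes of 473 genes passed, 249 genes rising and 224 falling with weight loss. The block gave 478 genes. The authors' log2 values gave 268 probes of 237 genes, 109 rising and 128 falling. Median scaling split the genes into 375 rising and 86 falling. Of the 214 genes listed in File S2, 204 have there the values of 1 probe, within a tolerance of 0.001, and 196 of these passed. All 204 had an adjusted p under 0.05 and the sign given in File S2, with and without the block. These genes were chosen by the study on the same arrays, so this is not independent evidence. Without mouse LEP_ICV_1003 the count was 715 genes, and without mouse LEP_ICV_1017 it was 315.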

Two hundred and twenty-one probes representing 214 unique genes were found to be significantly correlated with leptin mediated weight loss. We have listed the top 15 upregulated genes (with a two-fold or greater change in expression for each treatment) in Table 1 and 37 downregulated genes in Table 2. 

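Among the upregulated genes, the fatty acid beta-oxidation gene Hadhb rose in LEP-ICV with a log2 fold change of 1.73 (standard error 0.35, adjusted p = 0.0013) and the iron exporter Slc40a1 by 1.51 (SE 0.26, adjusted p = 3.0e-04). H2-Ab1, a class II antigen presentation gene, had a log2 fold change of 2.25 (SE 0.40, adjusted p = 4.1e-04) and the complement gene C1qb 2.14 (SE 0.40, adjusted p = 7.4e-04). Among the downregulated genes, the enzymes of methyl group metabolism Ahcy (log2 fold change -2.64, SE 0.38, adjusted p = 4.6e-05), Sardh (-3.05, SE 0.52, adjusted p = 3.0e-04) and Bhmt (-2.17, SE 0.39, adjusted p = 5.4e-04) fell in LEP-ICV. So did Selenbp2 (log2 fold change -1.89, adjusted p = 1.9e-04), a selenium-binding protein more abundant in male liver, the histidine catabolic enzyme Uroc1 (-1.95, adjusted p = 2.0e-04) and the amino acid transporter Slc38a4 (-1.77, adjusted p = 0.0036). In LEP-SQ the values were 1.06 (adjusted p = 0.020) for Hadhb, 1.12 (adjusted p = 0.0038) for Slc40a1, 1.51 (adjusted p = 0.0075) for C1qb, -2.14 (adjusted p = 0.0010) for Ahcy, -2.10 (adjusted p = 0.0054) for Sardh and -1.76 (adjusted p = 9.4e-04) for Selenbp2. When background class was a block, the LEP-SQ values were 0.61 for Hadhb (adjusted p = 0.80), 0.53 for Slc40a1 (adjusted p = 0.74), 0.43 for C1qb (adjusted p = 0.87), -1.38 for Ahcy (adjusted p = 0.38), -0.50 for Sardh (adjusted p = 0.87) and -1.37 for Selenbp2 (adjusted p = 0.28). A call was lost in LEP-ICV for Slc38a4 (with only the groups compared in the model, adjusted p = 0.061), and in LEP-SQ for Hadhb (without any 1 of LEP_SQ_1039 and LEP_SQ_1041, adjusted p = 0.051 to 0.056). The study chose these genes on the same arrays, so their directions are not independent evidence.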

The plots of the regression analyses (expression vs weigh loss graphs) of the top six upregulated and top six downregulated genes mentioned above are shown in Figure 2. The phenotype data and weight loss of four ICV leptin treated animals (represented by red crossed circle) were very similar to the vehicle treated animals. Sectioning of the brain could not confirm placement of the cannula in two of these animals. As seen in the heatmap and correlation plots, the expression of these animals is very similar to the vehicle treated animals. 

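In the 4 LEP-ICV* mice, Scd1 averaged 15.21 ± 0.62 (SD, n = 4) log2 units against 15.78 ± 0.08 (SD, n = 4) in VEH-ICV and 9.41 ± 1.10 (SD, n = 4) in LEP-ICV. Igfbp2 averaged 8.33 ± 1.36 (SD, n = 4) against 8.42 ± 0.93 (SD, n = 4) in VEH-ICV and 12.99 ± 0.47 (SD, n = 4) in LEP-ICV. Hamp2 stood at 14.86 ± 0.69 (SD, n = 4) in LEP-ICV*, 15.16 ± 0.25 (SD, n = 4) in VEH-ICV and 9.97 ± 1.62 (SD, n = 4) in LEP-ICV. Against LEP-ICV*, the LEP-ICV mice had a Scd1 change of -5.80 (SE 0.59, adjusted p = 1.5e-06) and an Igfbp2 change of 4.65 (SE 0.53, adjusted p = 7.9e-06). Of 7969 genes, 0 were called between LEP-ICV* and VEH-ICV by limma, with 2053 at an unadjusted p under 0.05. Of 38 gene lists, camera called 1 there, fatty acid oxidation and ketogenesis, higher in LEP-ICV* (false discovery rate 0.032, adjusted p = 0.82 with an estimated correlation). With the block it called 9 lists, among them fatty acid oxidation (0.0012) and class II antigen presentation (0.0093), and 0 with an estimated correlation (lowest adjusted p = 0.56). Between LEP-ICV and LEP-ICV*, 395 were higher and 258 lower in LEP-ICV, and with array background as a block 570 and 378. Cholesterol synthesis genes showed the difference as a group. Of 19 tested genes of cholesterol synthesis and uptake, 0 were higher, 16 lower and 3 did not pass the test (0 and 17 when adjusted over the list alone). By camera, the false discovery rate was 6.2e-23, and adjusted p = 0.011 with an estimated correlation. The LEP-ICV* arrays span both background classes, and within the low class 2 LEP-ICV* against 4 VEH-ICV mice also gave 0 called genes (152 at an unadjusted p under 0.05). Among the lists camera called there, fatty acid synthesis (false discovery rate 3.0e-05) and cholesterol synthesis (3.7e-05) were lower and fatty acid oxidation (3.0e-05) higher. These are the directions of LEP-ICV, which was measured against the same vehicle mice. No list passed with an estimated correlation (lowest adjusted p = 0.29). Leaving out mouse LEP_ICVN_1016 gave 1884 genes against VEH-ICV, leaving out mouse VEH_ICV_1002 gave 1, the authors' values gave 1 and array weights 5839. Without mouse LEP_ICV_1014 the LEP-ICV against LEP-ICV* count was 387.

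**Figure D2:**
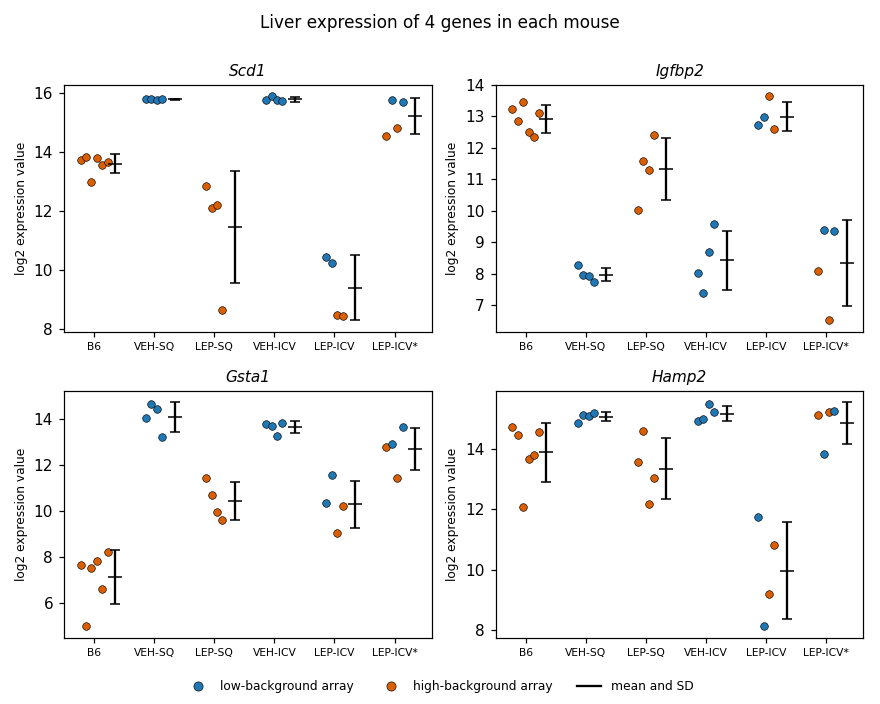
Log2 expression values (y axis) of Scd1, Igfbp2, Gsta1 and Hamp2 in each mouse of the 6 groups (x axis). Each point is a mouse, coloured by the background class of its array, and bars give the mean and SD of the group. LEP-ICV* mice average 15.21 ± 0.62 for Scd1 and LEP-ICV mice 9.41 ± 1.10.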

Correlation plots of all 214 differentially expressed genes are available in supplementary material (File S1: Top-214 Correlation plots.pdf).

**Figure 2:**
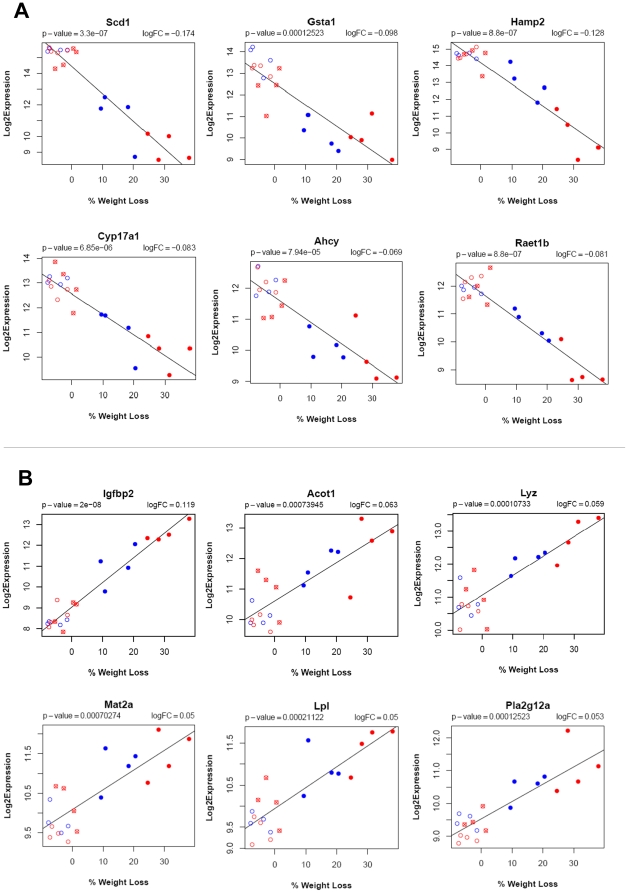
Regression plots of top six downregulated and top six upregulated genes. The regression analysis was performed using “*LIMMA*” to identify genes whose expression is significantly correlated with leptin mediated weight loss. Blue open circle is vehicle subcutaneous treatment; Blue filled circle is leptin subcutaneous treatment; Red open circle is vehicle intracerebroventricular treatment; Red filled circle is leptin intracerebroventricular treatment; Red crossed circle is leptin intracerebroventricular treatment but no weight loss.

**Table 1:** Top 15 upregulated genes involved in leptin mediated weight loss.

Symbol	FC**_**SQ^a^	FC**_**ICV^b^	FC**_**ob/B6^c^	adj.P.Val^d^	Definition
**Igfbp2**	6.54	16.10	0.06	2.10E-08	insulin-like growth factor binding protein 2
**Acot1**	3.12	5.60	0.65	0.000739	acyl-CoA thioesterase 1
**Lyz**	2.33	4.93	0.41	0.000107	Lysozyme
**Mat2a**	2.55	4.10	0.37	0.000703	methionine adenosyltransferase II, alpha
**Lpl**	2.32	4.03	0.86	0.000211	lipoprotein lipase (Lpl)
**Pla2g12a**	2.04	4.57	0.66	0.000125	phospholipase A2, group XIIA
**Wbp5**	3.01	3.44	0.35	0.000535	WW domain binding protein 5
**C1qb**	2.32	3.22	0.28	0.000584	complement component 1, q subcomponent, beta polypeptide
**H2-Ab1**	2.52	2.88	0.50	0.001534	histocompatibility 2, class II antigen A, beta 1
**Hadhb**	2.04	3.17	0.99	0.000344	hydroxyacyl-Coenzyme A dehydrogenase
**Egfr**	2.58	2.48	0.16	0.001144	epidermal growth factor receptor
**Slc25a33**	2.60	2.43	0.38	0.000271	solute carrier family 25, member 33
**Slc40a1**	2.24	2.77	0.68	0.001166	solute carrier family 40 (iron-regulated transporter), member 1
**LOC100046120**	2.30	2.65	0.33	0.001791	s musculus similar to clusterin
**Rps11**	2.12	2.52	0.38	0.001243	ribosomal protein S11

a FC_SQ: fold change in gene expression after peripheral (subcutaneous) leptin administration as compared to vehicle subcutaneous treatment.

b FC_ICV: fold change in gene expression after central (intracerebroventricular) leptin administration as compared to vehicle intracerebroventricular treatment.

c FC_ob/B6: fold change in gene expression in vehicle treated *ob/ob* mice as compared to the expression in B6 mice.

d adj.P.Val: adj. p-value of regression analysis performed to test for a linear association between gene expression levels and amount of weight loss.

**Table 2:** Top 37 downregulated genes involved in leptin mediated weight loss.

Symbol	FC**_**SQ^a^	FC**_**ICV^b^	FC**_**ob/B6^c^	adj.P.Val^d^	Definition
**Scd1**	0.05	0.01	4.60	3.33E-07	stearoyl-Coenzyme A desaturase 1
**Gsta1**	0.09	0.11	41.28	0.000125	glutathione S-transferase, alpha 1
**Hamp2**	0.32	0.03	2.16	8.76E-07	hepcidin antimicrobial peptide 2
**Cyp17a1**	0.24	0.17	2.59	6.85E-06	cytochrome P450, family 17, subfamily a, polypeptide 1
**Ahcy**	0.25	0.18	4.50	7.94E-05	S-adenosylhomocysteine hydrolase
**Raet1b**	0.41	0.12	7.26	8.76E-07	retinoic acid early transcript beta
**Sardh**	0.27	0.17	3.86	0.001766	sarcosine dehydrogenase
**Gsta2**	0.23	0.22	8.24	0.000131	glutathione S-transferase, alpha 2
**Rdh16**	0.29	0.20	5.93	5.65E-06	retinol dehydrogenase 16
**Aass**	0.29	0.22	4.63	0.000942	aminoadipate-semialdehyde synthase
**Pla2g4f**	0.23	0.28	4.14	0.000178	phospholipase A2, group IVF
**Lrtm1**	0.32	0.20	2.05	6.44E-05	leucine-rich repeats and transmembrane domains 1
**Gstt3**	0.41	0.12	2.67	2.13E-07	glutathione S-transferase, theta 3
**Thrsp**	0.35	0.21	0.90	0.000931	thyroid hormone responsive SPOT14 homolog
**Bhmt**	0.35	0.23	5.59	0.000696	betaine-homocysteine methyltransferase
**Selenbp2**	0.32	0.30	1.76	0.000285	selenium binding protein 2
**Rcan2**	0.30	0.33	3.01	8.09E-05	regulator of calcineurin 2
**Mmd2**	0.29	0.34	2.79	0.000309	monocyte to macrophage differentiation-associated 2
**Gamt**	0.36	0.29	1.85	0.000344	guanidinoacetate methyltransferase
**Dmgdh**	0.31	0.34	3.82	0.000703	dimethylglycine dehydrogenase precursor
**Olig1**	0.41	0.25	6.69	2.86E-06	oligodendrocyte transcription factor 1
**Tmie**	0.48	0.18	4.48	0.000109	transmembrane inner ear
**Snhg11**	0.35	0.31	3.98	0.000314	small nucleolar RNA host gene 11
**Kcnk5**	0.45	0.22	1.99	0.000682	potassium channel, subfamily K, member 5
**Aes**	0.36	0.31	2.66	0.000315	amino-terminal enhancer of split
**Nnmt**	0.48	0.21	1.29	0.002523	nicotinamide N-methyltransferase
**9130409I23Rik**	0.35	0.35	3.35	0.001156	RIKEN cDNA 9130409I23 gene
**Slc38a4**	0.40	0.32	5.60	0.002091	solute carrier family 38, member 4
**Slc25a1**	0.44	0.30	1.81	2.96E-05	solute carrier family 25 (mitochondrial carrier, citrate transporter), member 1
**Uroc1**	0.48	0.28	2.84	6.63E-05	urocanase domain containing 1
**Hsd17b10**	0.42	0.36	3.47	0.000125	hydroxysteroid (17-beta) dehydrogenase 10
**Pls3**	0.46	0.33	4.45	0.002206	plastin 3
**Fam158a**	0.44	0.39	2.84	0.00198	family with sequence similarity 158, member A
**C530044N13Rik**	0.47	0.39	3.14	0.002232	RIKEN cDNA C530044N13 gene
**Slc44a1**	0.48	0.40	2.09	5.28E-05	solute carrier family 44, member 1
**Oprs1**	0.47	0.43	2.03	0.001192	opioid receptor, sigma 1
**Mfsd2**	0.45	0.48	2.59	0.001226	major facilitator superfamily domain containing 2

a FC_SQ: fold change in gene expression after peripheral (subcutaneous) leptin administration as compared to vehicle subcutaneous treatment.

b FC_ICV: fold change in gene expression after central (intracerebroventricular) leptin administration as compared to vehicle intracerebroventricular treatment.

c FC_ob/B6: fold change in gene expression in vehicle treated *ob/ob* mice as compared to the expression in B6 mice.

d adj.P.Val: adj. p-value of regression analysis performed to test for a linear association between gene expression levels and amount of weight loss.

### Cluster analysis of correlated genes

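The 214 genes of File S2 fall into sets of 70, 46, 56 and 42, and all have a tested probe. In the counts and medians by cluster, a gene does not always stand by its brightest probe. By the brightest, 203 genes of File S2 were called in LEP-ICV by limma. As a median over genes of the group mean minus the B6 mean, cluster 1 stood at 1.47 in VEH-SQ, 1.52 in VEH-ICV, 0.45 in LEP-SQ and -0.13 in LEP-ICV. Cluster 2, in the same order, stood at -0.85, -1.05, -0.02 and 0.37. Cluster 3 stood at 0.25, 0.35, -0.49 and -1.54, and cluster 4 at -0.05, -0.22, 0.55 and 1.22. Medians over genes chosen on these arrays carry no test of their own. All B6 and LEP-SQ arrays have high background and all vehicle arrays low background.

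**Figure D3:**
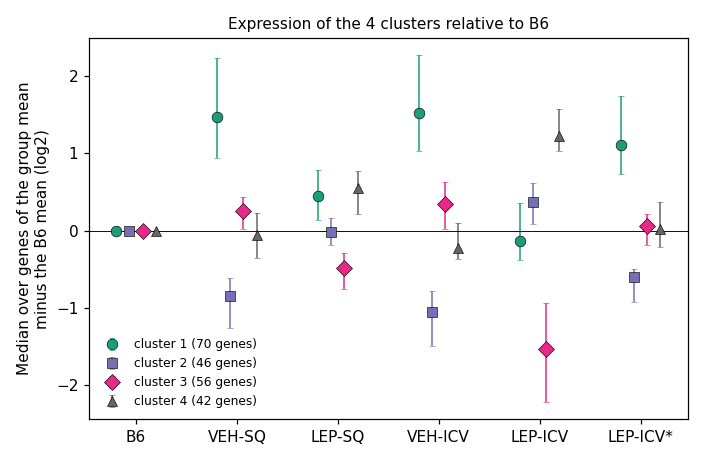
Median over the genes of each of the 4 clusters of the group mean minus the B6 mean (y axis, log2) in the 6 groups (x axis). Symbols are medians over genes, bars run from the lower to the upper quartile of the genes, and B6 is 0 by definition. Cluster 1 stands at 1.47 in VEH-SQ and -0.13 in LEP-ICV, and cluster 4 at -0.22 in VEH-ICV and 1.22 in LEP-ICV.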

Next, we performed cluster analyses on the 214 genes significantly correlated with leptin mediated weight loss and found 4 clusters, each of which defined a unique pattern of expression (Figure 3). The four animals in which the cannula may not have been in place or treatment did not work are represented on the heatmap as LEP-ICV*. The expression pattern of these animals is similar to the vehicle groups. 

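In LEP-ICV*, cluster 1 stood at 1.10 over B6 as a median over genes, cluster 2 at -0.60, cluster 3 at 0.06 and cluster 4 at 0.02. None of the 70, 46, 56 and 42 genes was called by limma between LEP-ICV* and VEH-ICV, with 17, 16, 4 and 5 at an unadjusted p under 0.05. Averaged over the 214 genes, each signed by its slope in File S2, expression in LEP-ICV* lay 0.37 log2 units above VEH-ICV and -1.48 from LEP-ICV. These genes were chosen on the same arrays by their slope on weight loss, which sets these groups apart, so no p is given for this score. The score of the 4 LEP-ICV* mice was 0.37 ± 0.26 (SD, n = 4) and that of LEP-ICV 1.84 ± 0.50 (SD, n = 4), both relative to VEH-ICV. A score over the 3202 genes called in LEP-SQ, which were chosen on other mice, gave other distances. There LEP-ICV* lay 0.697 above VEH-ICV (exact two-sided permutation test, p = 0.057) and -0.08 from LEP-ICV (exact p = 0.89). On these genes the LEP-ICV* arrays with high background averaged 1.29 and those with low background 0.11. The genes come from a comparison of high- with low-background arrays, and baseline B6 mice scored 1.50 on them, against 1.41 in LEP-SQ. The score does not separate leptin from background class, so its p-values do not test a leptin response alone. Without mouse LEP_ICVN_1016 the difference from VEH-ICV was 0.934 (exact p = 0.029).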

Seventy genes represented by cluster-1 are overexpressed in *ob/ob* mice as compared to B6 mice. 

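All 70 genes of cluster 1 were higher in vehicle-treated ob/ob than in B6 mice, with a median log2 fold change of 1.50 over genes (n = 8 against n = 6). Rdh16, a retinol dehydrogenase, was 6.79-fold higher (log2 fold change 2.76, SE 0.21, adjusted p = 1.5e-09), and the methyl-cycle enzyme Sardh 4.29-fold higher (2.10, SE 0.40, adjusted p = 7.7e-05). 9130409I23Rik, a gene of unknown function, had a log2 fold change of 3.24 (SE 0.27, adjusted p = 5.1e-09). Blocked on array background, the ob/ob over B6 value was 0.50 for Sardh (adjusted p = 0.59). The calls of Rdh16 and 9130409I23Rik held in it. The block left 39 of the 70 genes called. The study selected and grouped these genes on the same arrays, so the count is not independent evidence.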

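Kynureninase (Kynu), of tryptophan breakdown, had a log2 fold change of -1.10 (SE 0.21, adjusted p = 9.3e-04) in LEP-ICV and -0.69 (SE 0.21, adjusted p = 0.015) in LEP-SQ. The mitochondrial dehydrogenase Hsd17b10 had a log2 fold change of -1.53 (SE 0.24, adjusted p = 1.3e-04) and -1.34 (SE 0.24, adjusted p = 0.0011), and 9130409I23Rik -2.48 (SE 0.36, adjusted p = 4.7e-05) and -2.27 (SE 0.36, adjusted p = 4.8e-04), in the same order. Of the 70 genes of cluster 1, 54 fell and 16 did not pass the test in LEP-SQ, and 69 fell and 1 did not pass in LEP-ICV. The median change over genes was -1.14 in LEP-SQ and -1.74 in LEP-ICV. Compared with B6 after treatment, 14 genes of the cluster were still higher in LEP-SQ, while 5 were higher and 11 lower in LEP-ICV. With the background block, 1 gene fell in LEP-SQ and 66 in LEP-ICV, and within the low-background arrays 60 fell in LEP-ICV. With the class of background blocked, the LEP-SQ values were -0.60 for Kynu (adjusted p = 0.67), -0.63 for Hsd17b10 (adjusted p = 0.54) and -1.22 for 9130409I23Rik (adjusted p = 0.32). Other settings ended the call in LEP-ICV for Kynu (with only the groups compared in the model, adjusted p = 0.053), and in LEP-SQ for Kynu (under median scaling and without mouse LEP_SQ_1041, adjusted p = 0.051 to 0.55). Selection on these arrays means that the direction is not independent evidence.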

After leptin replacement, the expression of these genes is normalized towards B6 mice. Similarly, 46 genes in cluster-2 are underexpressed in *ob/ob* as compared to B6 and leptin treatment could correct the expression back to normal. 

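Egfr, the epidermal growth factor receptor, was lower in ob/ob than in B6 with a log2 fold change of -2.65 (SE 0.27, adjusted p = 7.0e-08). Of the 46 genes of cluster 2, 45 were lower in ob/ob and 1 did not pass. After leptin, 42 rose in LEP-SQ and 45 in LEP-ICV, with median changes over genes of 0.88 and 1.42. Against B6, 2 genes of the cluster were lower in LEP-SQ, and 11 were higher and 1 lower in LEP-ICV. The block left 12 of the ob/ob calls, 1 in LEP-SQ and 44 in LEP-ICV. Within the low-background arrays 43 rose in LEP-ICV. As with cluster 1, selection on the same arrays means that this is not independent evidence.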

56 genes of cluster-3 and 42 genes of cluster-4 have similar expression in B6 and *ob/ob* but these genes are downregulated (Cluster-3) or upregulated (Cluster-4) after leptin treatment. 

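Of 56 genes of cluster 3, 56 fell in LEP-ICV and 20 in LEP-SQ, with median changes of -1.79 and -0.71 over genes. Between ob/ob and B6, 16 of them were higher, 4 lower and 36 did not pass. Mvd, an enzyme of cholesterol synthesis, had a log2 fold change of -3.57 (SE 0.52, adjusted p = 4.9e-05) in LEP-ICV and -0.37 (adjusted p = 0.41) in ob/ob against B6. Of 42 genes of cluster 4, 41 rose in LEP-ICV and 13 in LEP-SQ, with medians of 1.55 and 0.49. Of these, 6 were higher, 7 lower and 29 not called in ob/ob against B6. Gpnmb there had a log2 fold change of 2.16 (adjusted p = 6.3e-04). After central leptin, 55 cluster 3 genes lay below B6 and 41 cluster 4 genes above it. When the block was added, cluster 3 had 55 decreases in LEP-ICV and 1 in LEP-SQ, and cluster 4 had 36 increases in LEP-ICV and 0 by limma in LEP-SQ (3 at an unadjusted p under 0.05). In the same model 2 genes of cluster 3 were higher in ob/ob. A p that misses the threshold does not show that ob/ob and B6 were alike, and the clusters were chosen on these arrays, which is not independent evidence. With array background as a block, the ob/ob over B6 value was 2.27 for Gpnmb (adjusted p = 0.097).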

The complete spreadsheet with gene symbols and cluster assignment is available as supplementary material (File S2: 214_Gene_matrix.xls).

**Figure 3:**
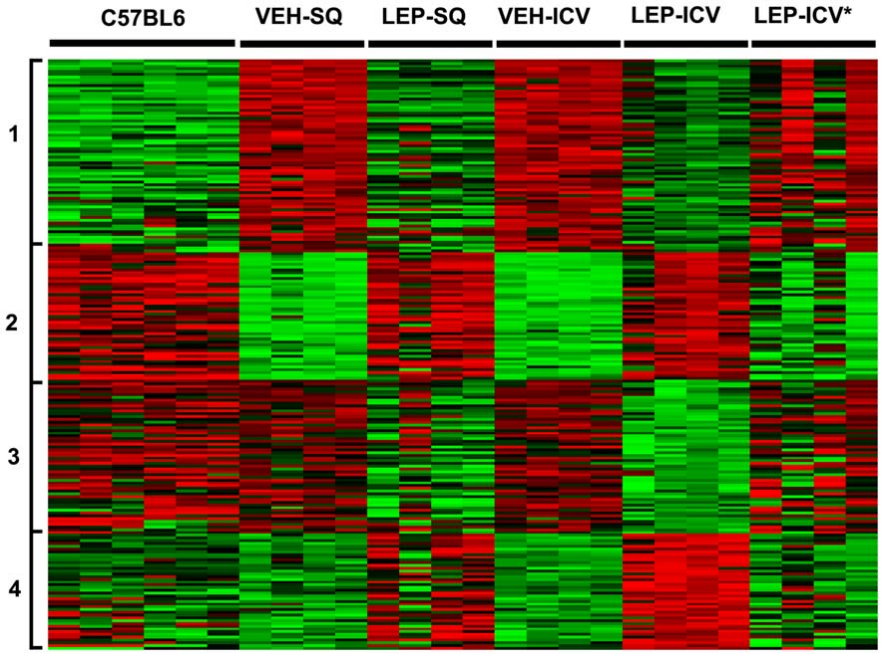
Heatmap of 214 differentially expressed genes showing gene expression levels across different samples. Each row represents one gene and each column represents one sample. Red indicates higher expression and green indicates lower expression. The global gene expression profiles were compared after the central and peripheral leptin treatments in *ob/ob* mice, while C57BL6 mice were used for the baseline gene expression. Cluster analysis on the gene expression data was performed to group the genes with similar expression patterns across experimental conditions. VEH-SQ: vehicle subcutaneous treatment, LEP-SQ: leptin subcutaneous treatment, VEH-ICV: vehicle intracerebroventricular treatment, LEP-ICV: leptin intracerebroventricular treatment, LEP-ICV*: represents four animals in which the cannula may not have been in place or treatment failed. While analyzing the phenotype data, we found that there was no weight loss in these four animals. Sectioning of the brain could not confirm placement of the cannula in these animals. The expression of these animals is very similar to the vehicle treated animals.

### Biological processes of genes regulated by leptin treatment

Using the GOTree Machine web application [16], the 214 differentially expressed genes were categorized as being associated with specific biological processes, molecular functions and cellular compartments. Statistically significant over represented biological processes were determined using the hypergeometric test. Among the cellular compartments, mitochondrion (32 genes), endoplasmic reticulum (22 genes) and vacuole (8 genes) were significantly over represented. To determine if there was a difference in enrichment of upregulated versus downregulated genes, the two groups (126 downregulated and 88 upregulated genes) were also mapped separately to GO categories. The results were visualized as a gene ontology tree in order to show the relationship among the enriched GO categories (Figure 4). Several biological processes such as cellular metabolic processes (101 genes), catabolic processes (36 genes), biosynthetic processes (28 genes), oxidation reduction (27 genes), response to chemical stimulus (35 genes), and inflammatory response (10 genes) were found to be significantly over represented. Among the molecular functions, oxidoreductase activity (26 genes), cofactor binding (14 genes), catalytic activity (89 genes), electron carrier activity (10 genes) and iron ion binding (12 genes) were significantly over represented. The complete gene ontology analyses results are available as supplementary material (File S3: Gene Ontology.pdf).

**Figure 4:**
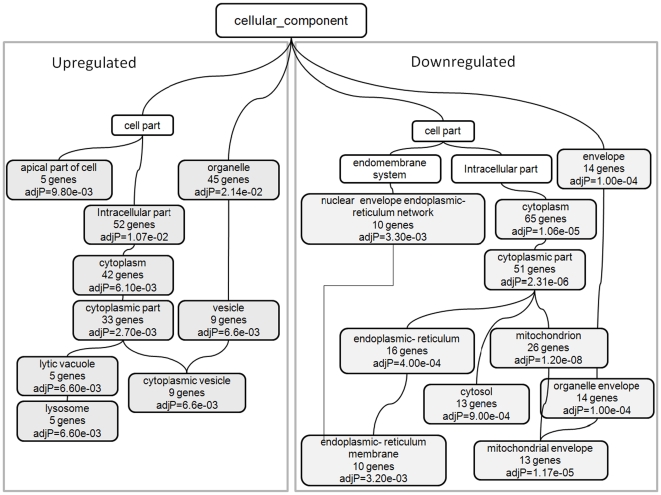
Gene Ontology tree representing the cellular compartments enriched by upregulated and downregulated set of genes. Gene ontology analysis was performed using the *GOTree Machine* software which performs the hypergeometric test to evaluate the significance of enrichment for each category by determining if the observed number of gene counts exceeded the expected counts. Among the cellular compartments mitochondrion and endoplasmic reticulum are enriched by downregulated genes and vacuole, vesicle, lysosome are significantly enriched by upregulated genes.

### Downregulated biological pathways after leptin administration in *ob/ob* mice

#### Mitochondrial metabolic pathways

The gene ontology analyses revealed that most significantly enriched cellular compartments among downregulated genes are mitochondrion and endoplasmic reticulum. Thirty-two genes could be mapped to mitochondrion, 26 genes were downregulated and 6 genes were upregulated after leptin treatment (Table 3). 

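Dmgdh, of choline breakdown, had a log2 fold change of -1.67 (standard error 0.33, adjusted p = 0.0010) in LEP-ICV, Gcdh, of lysine breakdown, -0.98 (SE 0.22, adjusted p = 0.0031), and the citrate carrier Slc25a1 -1.80 (SE 0.25, adjusted p = 3.4e-05). The electron transport subunit Uqcrc1 had a log2 fold change of -0.66 (SE 0.16, adjusted p = 0.0050) and Ndufa3 -0.73 (SE 0.20, adjusted p = 0.013). Rising were Ung, which removes uracil from DNA, at a log2 fold change of 2.00 (SE 0.27, adjusted p = 2.2e-05) and the carrier Slc25a33 at 2.78 (SE 0.50, adjusted p = 4.6e-04). The probes of Slc25a1 disagree there in direction, and the value is that of its brightest probe. Of the 32 genes, 6 rose, 24 fell and 2 did not pass in LEP-ICV, and 3 rose, 15 fell and 14 did not pass in LEP-SQ. Between ob/ob and B6, 17 were higher and 6 lower. After blocking on array background the counts were 6 up and 23 down in LEP-ICV, 0 and 1 in LEP-SQ, and 5 and 2 in ob/ob. This list was chosen by the study on these arrays and is not independent evidence of its direction. In the model with array background as a block, the LEP-ICV value was -0.55 for Ndufa3 (adjusted p = 0.093). The calls of Dmgdh, Gcdh, Slc25a1, Uqcrc1, Ung and Slc25a33 held in it. The threshold was missed in LEP-ICV for Gcdh (with only the groups compared in the model, adjusted p = 0.088), Uqcrc1 (under median scaling and with only the groups compared in the model, adjusted p = 0.10 to 0.11) and Ndufa3 (under median scaling and with only the groups compared in the model, adjusted p = 0.11 to 0.16).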

The most affected mitochondrial pathways are, ketone metabolic process, organic acid metabolic process, oxidation reduction, amino acid metabolic process, and nitrogen compound metabolic process. Among the molecular functions, electron carrier activity, catalytic activity, and coenzyme binding were most affected after leptin treatment. 

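Metabolic genes that stood high in ob/ob liver included Ahcy (log2 fold change 2.27, SE 0.29, adjusted p = 9.2e-07), which hydrolyses S-adenosylhomocysteine, the tryptophan-degrading Kynu (1.02, SE 0.16, adjusted p = 1.3e-05) and the histidine-degrading Uroc1 (1.61, SE 0.24, adjusted p = 6.7e-06). Against B6, Ahcy stood at 0.12 in LEP-SQ (adjusted p = 0.90) and -0.36 in LEP-ICV (adjusted p = 0.40), and Uroc1 at a log2 fold change of 0.46 (adjusted p = 0.39) and -0.32 (adjusted p = 0.37). Once array background entered as a block, the ob/ob over B6 value was 1.12 for Uroc1 (adjusted p = 0.073). The calls of Ahcy and Kynu held in it. The adjusted p rose past the threshold in ob/ob over B6 for Kynu (under median scaling, adjusted p = 0.076). A call was gained for Ahcy (without mouse LEP_ICV_1003, adjusted p = 0.021) and Uroc1 (without mouse LEP_ICV_1003, adjusted p = 0.0097) in LEP-ICV over B6. Across 7969 genes, which are not independent replicates, the LEP-ICV change correlated with VEH-SQ minus B6 at r = -0.58, and the LEP-SQ change with VEH-ICV minus B6 at r = -0.88. The covariances were -0.587 and -1.11. In these pairs the vehicle mice are not shared. With both vehicle groups in both differences, r was -0.60 and -0.90, where unchanged groups simulated against the same vehicle arrays gave -0.38 and a covariance of -0.0316 against -0.581 and -1.15 observed. Background class is shared along these axes, since vehicle arrays are all low and B6 and LEP-SQ arrays all high. Within classes, LEP-ICV minus LEP-ICV* on low-background arrays against high-background LEP-ICV* minus B6 gave r = -0.11 and a covariance of -0.0455. These differences rest on 2 arrays of LEP-ICV and 2 of LEP-ICV* in the low class and 2 of LEP-ICV* in the high class. LEP-ICV* mice, which were assigned leptin, stand there in place of vehicle mice, so this r is not directly comparable with those above. After leptin, 401 genes were higher and 179 lower in LEP-SQ than in B6, and 1940 and 1468 in LEP-ICV. With the block these were 673 and 336 in LEP-SQ and 1238 and 751 in LEP-ICV. The authors' values split LEP-SQ against B6 into 335 higher and 277 lower. Without mouse LEP_SQ_1041 its count was 263, without mouse LEP_SQ_1029 330 and without mouse LEP_SQ_1039 332.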

We found that overexpression of genes related to cellular metabolism is a characteristic of *ob/ob* mice, while leptin replacement normalizes this expression back towards B6. The livers of *ob/ob* mice are overloaded with large amounts of free fatty acids either through increased fatty acid biosynthesis or through decreased fatty acid oxidation. Leptin administration promotes a hypometabolic state and downregulates cellular metabolic activity. Surprisingly, this condition is very similar to hibernation [17]. The key to the survival under hibernation lays in an inherent ability to downregulate cellular metabolic rate to new hypometabolic steady states. There was a downregulation of most genes involved in amino acid metabolism, lipid, fatty acid and steroid metabolism and oxidation/reduction after leptin treatment in *ob/ob* mice. 

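Genes of amino acid breakdown fell as a group with central leptin, while fatty acid oxidation genes rose. Of 34 tested genes of amino acid catabolism and urea cycle, 0 rose, 26 fell and 8 did not pass the test (0 and 27 when adjusted over the list alone). For the list, camera had a false discovery rate of 1.7e-14, and adjusted p = 0.11 with an estimated correlation. Under the block, 0 rose and 24 fell, with a camera false discovery rate of 3.4e-20, downward (adjusted p = 0.048 with an estimated correlation). Among the decreases were Prodh, of proline breakdown (log2 fold change -2.76, SE 0.35, adjusted p = 1.0e-05), Aass, of lysine breakdown (-2.69, SE 0.40, adjusted p = 7.3e-05), and Haao, of tryptophan breakdown (-2.40, SE 0.45, adjusted p = 7.5e-04). Of 19 tested genes of cholesterol synthesis and uptake, 0 rose, 15 fell and 4 did not pass the test (0 and 16 when adjusted over the list alone). Camera set the false discovery rate at 1.5e-10, and adjusted p = 0.12 with an estimated correlation. After the block, 0 rose and 15 fell, with a camera false discovery rate of 8.9e-18, downward (adjusted p = 0.048 with an estimated correlation). Idi1 (log2 fold change -3.30, adjusted p = 3.5e-04) and Insig1 (-2.89, adjusted p = 0.0017), which sterol depletion induces, were among its members. Of 27 tested genes of fatty acid oxidation and ketogenesis, 12 rose, 1 fell and 14 did not pass the test (13 and 2 when adjusted over the list alone). The camera false discovery rate was 8.9e-04, and adjusted p = 0.17 with an estimated correlation. With the block, 7 rose and 0 fell, with a camera false discovery rate of 5.5e-04, upward (adjusted p = 0.19 with an estimated correlation). Its largest changes besides Fgf21 and Acot1 were in Pdk4, which slows glucose oxidation (log2 fold change 2.68, SE 0.74, adjusted p = 0.012), and Hadhb. Of 64 tested genes of oxidative phosphorylation, 4 rose, 13 fell and 47 did not pass the test (5 and 13 when adjusted over the list alone). Camera gave a false discovery rate of 0.60. When blocked on background, 1 rose and 6 fell, with a camera false discovery rate of 0.11. Ndufb4 (log2 fold change -2.35, adjusted p = 0.0072) and Atp5e (-1.63, adjusted p = 0.016) were among the subunits that fell. In LEP-SQ, the amino acid list had 1 increase and 13 decreases (camera false discovery rate 0.025, adjusted p = 0.79 with an estimated correlation). It turned to 4 and 2 under median scaling. With the block limma called 0 of its genes (2 at an unadjusted p under 0.05), and the camera false discovery rate was 2.7e-05, downward (adjusted p = 0.38 with an estimated correlation). Cholesterol genes had 4 and 2 (camera 0.86), and oxidative phosphorylation genes 12 and 18 (camera 0.50), or 17 and 9 under median scaling. On blocking background class, limma called 0 of the cholesterol genes (6 at an unadjusted p under 0.05), with a camera false discovery rate of 0.047, downward (adjusted p = 0.57 with an estimated correlation). Under the block, limma called 0 of the oxidative phosphorylation genes (6 at an unadjusted p under 0.05), with a camera false discovery rate of 3.6e-05, downward (adjusted p = 0.25 with an estimated correlation). When background class was a block, the LEP-ICV values were 1.89 for Pdk4 (adjusted p = 0.11) and -0.71 for Atp5e (adjusted p = 0.17). The calls of Prodh, Aass, Haao, Idi1, Insig1 and Ndufb4 held in it. The call was lost in LEP-ICV for Haao (with only the groups compared in the model, adjusted p = 0.061), Pdk4 (with only the groups compared in the model or without any 1 of LEP_ICV_1014 and LEP_ICV_1017, adjusted p = 0.056 to 0.091) and Atp5e (with only the groups compared in the model and without mouse LEP_ICV_1017, adjusted p = 0.069 to 0.090). Some members of the amino acid and cholesterol lists are also among the study's own genes, which were chosen on these arrays and are not independent evidence. The paper states that leptin promotes a hypometabolic state, which it likens to hibernation.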

Mitochondrial metabolic pathways are major regulators of leptin-mediated weight loss.

**Table 3:** 32 mitochondrial genes involved in leptin signaling.

Symbol	FC**_**SQ^a^	FC**_**ICV^b^	FC**_**ob/B6^c^	adj.P.Val^d^	Definition
**Sardh**	0.27	0.17	3.86	0.001766	sarcosine dehydrogenase
**Aass**	0.29	0.22	4.63	0.000942	aminoadipate-semialdehyde synthase
**Gck**	0.58	0.21	2.96	0.000114	Glucokinase
**Abat**	0.53	0.25	2.30	7.01E-05	4-aminobutyrate aminotransferase
**Dmgdh**	0.31	0.34	3.82	0.000703	dimethylglycine dehydrogenase precursor
**Slc25a1**	0.44	0.30	1.81	2.96E-05	solute carrier family 25 (mitochondrial carrier, citrate transporter), member 1
**Hsd17b10**	0.42	0.36	3.47	0.000125	hydroxysteroid (17-beta) dehydrogenase 10
**Otc**	0.82	0.32	1.71	0.002029	ornithine transcarbamylase
**Cisd1**	0.53	0.38	2.35	0.001166	CDGSH iron sulfur domain 1
**Kynu**	0.62	0.46	1.98	3.95E-05	kynureninase (L-kynurenine hydrolase)
**Gcdh**	0.57	0.52	1.67	0.000211	glutaryl-Coenzyme A dehydrogenase
**Nipsnap1**	0.69	0.48	1.61	1.01E-06	4-nitrophenylphosphatase domain and non-neuronal SNAP25-like protein homolog 1 (C. elegans)
**Ndufs8**	0.62	0.51	1.47	0.001217	NADH dehydrogenase (ubiquinone) Fe-S protein 8
**Sfxn1**	0.76	0.55	1.77	1.61E-05	sideroflexin 1
**Dbi**	0.60	0.61	2.05	0.000292	diazepam binding inhibitor
**Cyp17a1**	0.24	0.17	2.59	6.85E-06	cytochrome P450, family 17, subfamily a, polypeptide 1
**Haao**	0.57	0.20	1.26	0.000502	3-hydroxyanthranilate 3,4-dioxygenase
**Prodh**	0.61	0.21	1.35	2.57E-05	proline dehydrogenase
**Gls2**	0.73	0.25	0.84	1.45E-03	glutaminase 2 (liver, mitochondrial)
**Ass1**	0.80	0.34	0.94	0.001664	argininosuccinate synthetase 1
**Mmab**	0.75	0.47	0.95	2.96E-05	methylmalonic aciduria (cobalamin deficiency) type B homolog (human)
**Macrod1**	0.95	0.50	0.64	0.001609	MACRO domain containing 1
**Cyb5r3**	0.60	0.56	1.04	0.000137	cytochrome b5 reductase 3
**Hsd3b2**	0.83	0.49	1.13	0.000502	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 2
**Ndufa3**	0.74	0.60	1.08	0.000687	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 3
**Uqcrc1**	0.58	0.64	1.24	0.000902	ubiquinol-cytochrome c reductase core protein 1
**Hadhb**	2.04	3.17	0.99	0.000344	hydroxyacyl-Coenzyme A dehydrogenase/3-ketoacyl-Coenzyme A thiolase/enoyl-Coenzyme A hydratase (trifunctional protein), beta subunit
**Ung**	1.27	2.95	0.76	0.00021	uracil DNA glycosylase
**Mrps6**	1.20	1.91	0.92	0.002234	mitochondrial ribosomal protein S6
**Slc25a33**	2.60	2.43	0.38	0.000271	solute carrier family 25, member 33
**Hsp90ab1**	1.69	2.32	0.47	0.001625	heat shock protein 90kDa alpha (cytosolic), class B member 1
**Cyba**	1.20	2.00	0.68	7.33E-05	cytochrome b-245, alpha polypeptide

a FC_SQ: fold change in gene expression after peripheral (subcutaneous) leptin administration as compared to vehicle subcutaneous treatment.

b FC_ICV: fold change in gene expression after central (intracerebroventricular) leptin administration as compared to vehicle intracerebroventricular treatment.

c FC_ob/B6: fold change in gene expression in vehicle treated *ob/ob* mice as compared to the expression in B6 mice.

d adj.P.Val: adj. p-value of regression analysis performed to test for a linear association between gene expression levels and amount of weight loss.

#### Lipid metabolic process

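Genes of fatty acid synthesis fell with central leptin. Of 21 tested genes of fatty acid and triglyceride synthesis, 0 rose, 10 fell and 11 did not pass the test (0 and 12 when adjusted over the list alone). Its false discovery rate in camera was 2.1e-05, and adjusted p = 0.12 with an estimated correlation. After the block, 0 rose and 13 fell, with a camera false discovery rate of 5.4e-10, downward (adjusted p = 0.045 with an estimated correlation). Under median scaling 0 rose and 4 fell. Besides Scd1 and Thrsp, the largest decreases were in Acss2, which makes acetyl-CoA from acetate (log2 fold change -3.12, SE 0.40, adjusted p = 1.2e-05), and Srebf1, the transcription factor that drives lipogenesis (-1.82, SE 0.66, adjusted p = 0.049). In LEP-SQ, 3 rose, 9 fell and 9 did not pass (camera false discovery rate 0.025, adjusted p = 0.74 with an estimated correlation), with 0 and 3 when background class was a block (camera 3.1e-13, adjusted p = 0.016 with an estimated correlation). The route difference was -4.47 for Srebf1 (adjusted p = 0.016) and -2.35 for Acss2 (adjusted p = 0.036, or 0.080 with the background block). For Srebf1 it exceeds the LEP-ICV decrease of -1.82, so in that model its LEP-SQ change was upward, against the direction of the list. A call was lost in LEP-ICV for Srebf1 (with no background correction, under median scaling, with the authors' values, with no filter on dim probes, with only the groups compared in the model or without any 1 of LEP_ICV_1014, LEP_ICV_1019 and the VEH-ICV mice other than VEH_ICV_1012, adjusted p = 0.054 to 0.39), and in the route difference for Srebf1 (under median scaling and with the authors' values, adjusted p = 0.055 to 0.13) and Acss2 (under median scaling, with the authors' values, with no filter on dim probes or without any 1 of LEP_ICV_1014, LEP_ICV_1019, the VEH-SQ mice other than VEH_SQ_1007, the LEP-SQ mice other than LEP_SQ_1041 and the VEH-ICV mice other than VEH_ICV_1012, adjusted p = 0.053 to 0.17).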

We found 26 genes differentially expressed under lipid metabolic processes, out of which 19 genes were downregulated. Also, 12 of these genes could be mapped to lipid biosynthetic process, out of which 10 genes were downregulated. Leptin influences the rates of synthesis and degradation of lipids through its autocrine and paracrine actions. The molecular mechanism of leptin action in fatty acid metabolism and lipid biosynthesis has not yet been fully elucidated. 

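The retinol dehydrogenase Rdh16 fell with a log2 fold change of -2.46 (standard error 0.28, adjusted p = 3.3e-06) in LEP-ICV and -1.92 (SE 0.28, adjusted p = 2.2e-04) in LEP-SQ. Lanosterol synthase (Lss), of cholesterol synthesis, had a log2 fold change of -2.33 (SE 0.30, adjusted p = 1.5e-05) in LEP-ICV and -0.72 (SE 0.30, adjusted p = 0.060) in LEP-SQ. Acot1, which releases free fatty acids from acyl-CoA, rose, with a log2 fold change of 2.61 (SE 0.62, adjusted p = 0.0044) and 1.72 (SE 0.62, adjusted p = 0.030) in the same order. Faah, which hydrolyses fatty acid amides, had a log2 fold change of -0.46 (SE 0.20, adjusted p = 0.098) and -0.26 (SE 0.20, adjusted p = 0.29). With Scd1 counted, 1 of these 5 genes rose, 3 fell and 1 did not pass in LEP-ICV (1 and 4 when adjusted over the list alone), and 1 rose and 2 fell in LEP-SQ (0 by limma with the block, and 3 at an unadjusted p under 0.05). Blocked on array background, the LEP-SQ values were -1.35 for Rdh16 (adjusted p = 0.19) and 0.49 for Acot1 (adjusted p = 0.92). Other settings ended the call in LEP-SQ for Acot1 (with no filter on dim probes or without any 1 of VEH_SQ_1035, VEH_SQ_1040, LEP_SQ_1039 and LEP_SQ_1041, adjusted p = 0.062 to 0.077). Past the threshold instead came Faah (with array weights, with the mean of its probes or without any 1 of LEP_ICV_1003 and LEP_ICV_1019, adjusted p = 0.0090 to 0.043) in LEP-ICV, and Lss (with only the groups compared in the model, with array weights and without mouse LEP_SQ_1032, adjusted p = 0.0014 to 0.028) and Faah (with the mean of its probes, adjusted p = 0.011) in LEP-SQ. The genes are the study's choice from these arrays, which is not independent evidence.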

We found that Scd1, Faah, Acot1, Rdh16 and Lss are downregulated by leptin treatment. The microsomal enzyme, stearoyl-CoA desaturase-1 (Scd1) catalyzes the biosynthesis of monounsaturated fatty acids from saturated fatty acids. 

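Stearoyl-CoA desaturase 1 averaged 15.78 ± 0.02 (SD, n = 4) in VEH-SQ and 11.46 ± 1.90 (SD, n = 4) in LEP-SQ, a 20.0-fold decrease with a log2 fold change of -4.32 (standard error 0.59, adjusted p = 1.2e-04). In LEP-ICV it lay 83.1-fold below VEH-ICV, with a log2 fold change of -6.38 (SE 0.59, adjusted p = 2.7e-07). In ob/ob it was 4.54-fold above the B6 mean of 13.60 ± 0.32 (SD, n = 6), with a log2 fold change of 2.18 (SE 0.45, adjusted p = 2.0e-04). Every LEP-SQ and LEP-ICV mouse lay below every vehicle mouse of its route, while LEP-ICV* mice overlapped with VEH-ICV. The probe reached over 90% of the array's highest signal on 3 of 4 VEH-SQ and 2 of 4 VEH-ICV arrays, where the scale ends, so folds from these groups are limited by it. The SD of 0.02 in VEH-SQ comes from values made equal by the quantile normalization and is not the spread of the raw signals. With the class of background blocked, the LEP-SQ value was -2.85 for Scd1 (adjusted p = 0.15). In the blocked model, the ob/ob over B6 value was 0.71 for Scd1 (adjusted p = 0.54).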

In our study we found that leptin-deficient *ob/ob* mice have very high levels (∼5-fold) of Scd1 gene expression as compared to B6 control mice and after leptin replacement in *ob/ob* mice, the Scd1 gene expression is extremely downregulated (∼20-fold in SQ and ∼100-fold in ICV) as compared to their respective controls. Therefore, Scd1 appears to be a major player in the leptin mediated lipid biosynthesis and fatty acid metabolism. This finding is consistent with other studies which have shown that *ob/ob* mice with mutations in Scd1 gene are significantly less obese than *ob/ob* controls and have markedly increased energy expenditure. A significant proportion of metabolic effects of leptin are the result of inhibition of this enzyme [18]. On the other hand the Scd1^−/−^ mice in SV129 background are lean, resistant to diet-induced obesity, have increased insulin sensitivity, and increased metabolic rate [19].

#### Carboxylic acid metabolic process

Twenty-four downregulated genes including Gck, Faah, Otc, Arg1, Gls2, Ass1, Prodh and Aass, could be mapped to carboxylic acid metabolic pathways. 

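Arginase (Arg1), the last enzyme of the urea cycle, had a log2 fold change of -1.87 (standard error 0.26, adjusted p = 2.6e-05) in LEP-ICV. Argininosuccinate synthase (Ass1), of the same cycle, had a log2 fold change of -1.65 (SE 0.24, adjusted p = 5.0e-05), and liver glutaminase (Gls2) -1.98 (SE 0.35, adjusted p = 3.7e-04). In LEP-SQ the values were -0.76 (adjusted p = 0.023) for Arg1, -0.36 (adjusted p = 0.22) for Ass1, -0.51 (adjusted p = 0.23) for Gls2, -0.78 (adjusted p = 0.073) for Prodh and -2.08 (adjusted p = 0.0018) for Aass, whose probes disagree there in direction. The study chose them on these arrays, so this is not independent evidence. The route difference was -1.98 for Prodh (adjusted p = 0.042, or 0.066 with the background block). In the model with array background as a block, the LEP-SQ values were -0.61 for Arg1 (adjusted p = 0.73) and -0.84 for Aass (adjusted p = 0.70). The threshold was missed in LEP-SQ for Arg1 (under median scaling or without any 1 of VEH_SQ_1035, VEH_SQ_1040 and LEP_SQ_1041, adjusted p = 0.053 to 0.30), and in the route difference for Prodh (under median scaling, with no filter on dim probes, with only the groups compared in the model or without any 1 of LEP_ICV_1014, LEP_ICV_1019, the VEH-SQ mice, the LEP-SQ mice other than LEP_SQ_1041 and the VEH-ICV mice other than VEH_ICV_1002, adjusted p = 0.051 to 0.14). Other settings called Ass1 (with array weights, adjusted p = 8.3e-04), Gls2 (with array weights, adjusted p = 3.7e-04) and Prodh (with no background correction, with only the groups compared in the model and with array weights, adjusted p = 1.6e-04 to 0.041) in LEP-SQ.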

Glucokinase (GcK) regulates rate-limiting reactions in glycolysis. Expression of Gck is regulated in the liver in response to fasting and feeding. We found that Gck is 2-fold and 5-fold downregulated after leptin administration. Hepatocyte nuclear factor 4 alpha (HNF4alpha) plays an important role in transcriptional regulation of GcK gene [20] and many genes expressed in the liver. We found that HNF-4 has a downward trend after leptin administration, but could not reach to statistical significance. 

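Hnf4a had a log2 fold change of -1.12 (standard error 0.43, adjusted p = 0.060) in LEP-ICV (n = 4 against 4), which did not pass. In LEP-SQ it fell, with a log2 fold change of -1.73 (SE 0.43, adjusted p = 0.0055). Once array background entered as a block, the LEP-SQ value was 0.06 for Hnf4a (adjusted p = 0.98). Between ob/ob and B6 it had a log2 fold change of 1.86 (SE 0.33, adjusted p = 3.6e-05). When background class was a block, the ob/ob over B6 value was 0.07 for Hnf4a (adjusted p = 0.91). The threshold was reached by Hnf4a (under median scaling, with array weights and without mouse LEP_ICV_1003, adjusted p = 0.0055 to 0.049) in LEP-ICV.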

HNF4alpha is also critical for urea homeostasis by direct regulation of the Otc gene [21]. Otc is a key enzyme in the urea cycle to detoxify ammonium produced from amino acid catabolism. 

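Ornithine transcarbamylase had a log2 fold change of -2.48 (standard error 0.41, adjusted p = 2.7e-04) in LEP-ICV, 5.56-fold below VEH-ICV (n = 4 each). In LEP-SQ its log2 fold change was -0.35 (SE 0.41, adjusted p = 0.50), and in ob/ob against B6 0.92 (SE 0.32, adjusted p = 0.013). The difference between the leptin effects of the routes was -2.12 (SE 0.59, adjusted p = 0.065). Blocked on array background, the ob/ob over B6 value was 0.93 for Otc (adjusted p = 0.29). The adjusted p rose past the threshold in ob/ob over B6 for Otc (under median scaling and with the B6 mice not labelled aCSF, adjusted p = 0.17 to 0.91). A call was gained for Otc (with array weights, adjusted p = 0.0094) in LEP-SQ, and Otc (with array weights or without any 1 of VEH_ICV_1010, LEP_ICV_1003 and LEP_ICV_1017, adjusted p = 8.8e-05 to 0.046) in the route difference.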

Here, we found that Otc was also significantly downregulated after leptin replacement.

#### Iron ion binding

In this study, we found that 12 genes could be annotated to the iron ion binding group. 

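Among enzymes and proteins that bind iron, Cyp17a1, a steroid hydroxylase, had a log2 fold change of -2.70 (standard error 0.46, adjusted p = 3.0e-04) in LEP-ICV and -2.12 (SE 0.46, adjusted p = 0.0031) in LEP-SQ. Hpd, of tyrosine breakdown, had a log2 fold change of -2.28 (SE 0.46, adjusted p = 0.0013), the cytochrome P450 gene Cyp2c29 -3.09 (SE 0.61, adjusted p = 0.0010), and Dpyd, of pyrimidine breakdown, -2.13 (SE 0.29, adjusted p = 2.1e-05) in LEP-ICV. The respiratory subunit Ndufs8 had a log2 fold change of -0.96 (adjusted p = 0.0043) and the mitochondrial carrier Sfxn1 -0.89 (adjusted p = 0.0019). Cyba, of the phagocyte oxidase, rose with a log2 fold change of 1.44 (SE 0.24, adjusted p = 2.8e-04), and the heme-binding plasma protein hemopexin (Hpx) had 1.61 (adjusted p = 0.093). With Cisd1, Haao and Scd1, 9 of 9 genes fell in LEP-ICV and 6 in LEP-SQ, and of Cyba, Hpx and Slc40a1, 2 rose in each route. With the background block, 1 of the 9 fell and 0 of the 3 rose in LEP-SQ. These genes were selected on the same arrays, which is not independent evidence. Of 18 tested genes of iron homeostasis, 4 rose, 1 fell and 13 did not pass the test (4 and 1 when adjusted over the list alone). By camera, the false discovery rate was 0.43. With the block, 2 rose and 1 fell, with a camera false discovery rate of 0.62. The call was lost in LEP-ICV for Hpd (with only the groups compared in the model, adjusted p = 0.063), Ndufs8 (under median scaling, adjusted p = 0.062) and Sfxn1 (with only the groups compared in the model, adjusted p = 0.063). Past the threshold instead came Hpx (with array weights, with the mean of its probes or without any 1 of VEH_ICV_1002 and LEP_ICV_1019, adjusted p = 0.0013 to 0.039) in LEP-ICV.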

The 9 downregulated genes were Cisd1, Haao, Cyp17a1, Dpyd, Hpd, Scd1, Cyp2c29, Ndufs8, and Sfxn1 and 3 upregulated genes of this group were Cyba, Hpx and, Slc40a1. There is a well established link between obesity and iron metabolism. *Ob/ob* mice have higher iron absorption as compared to lean mice [22]. There is evidence in the literature that insulin resistance is associated with hepatic iron overload. A recent study found a role of Hepacidin expression in metabolic syndrome and hepatic iron overload associated with insulin resistance [23]. Interestingly, in our study, we also found that expression of hepcidin antimicrobial peptide 2 (Hamp2) was 3-fold and 28-fold downregulated after leptin treatment.

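Hamp2 stood 36.7-fold lower in LEP-ICV than in VEH-ICV, with a log2 fold change of -5.20 (standard error 0.61, adjusted p = 4.8e-06). In LEP-SQ it averaged 13.34 ± 1.00 (SD, n = 4) against 15.06 ± 0.14 (SD, n = 4) in VEH-SQ, 3.30-fold lower (log2 fold change -1.72, SE 0.61, adjusted p = 0.029), and it was higher in ob/ob than in B6 by 1.24 (SE 0.47, adjusted p = 0.023). The route difference of -3.47 passed the test (adjusted p = 0.042, or 0.079 with array background as a block). In LEP-ICV* the value of mouse LEP_ICVN_1004 was 13.83, below the other 3. With the class of background blocked, the LEP-SQ value was -2.08 for Hamp2 (adjusted p = 0.54). When the block was added, the ob/ob over B6 value was 1.59 for Hamp2 (adjusted p = 0.21). A call was lost in LEP-SQ for Hamp2 (under median scaling, with no filter on dim probes or without any 1 of LEP_SQ_1039, LEP_SQ_1041 and the VEH-SQ mice other than VEH_SQ_1007, adjusted p = 0.0504 to 0.11), and in ob/ob over B6 for Hamp2 (under median scaling, with the B6 mice not labelled aCSF, with the B6_aCSF mice alone and without mouse B6_5543, adjusted p = 0.053 to 0.091), and in the route difference for Hamp2 (under median scaling, with the authors' values, with no filter on dim probes, with only the groups compared in the model or without any 1 of LEP_ICV_1014, the VEH-SQ mice, the VEH-ICV mice and the LEP-SQ mice other than LEP_SQ_1039, adjusted p = 0.053 to 0.11).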

#### Glutathione S Transferases

Glutathione is a major endogenous anti-oxidant for the cell. 

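Gsta1 averaged 13.85 ± 0.51 (SD, n = 8) in the vehicle-treated ob/ob mice and 7.12 ± 1.18 (SD, n = 6) in B6, 106-fold higher with a log2 fold change of 6.73 (standard error 0.45, adjusted p = 1.4e-10). Gsta2 was 15.9-fold higher (log2 fold change 3.99, SE 0.39, adjusted p = 3.9e-08) and Gstt3 2.76-fold higher (1.47, SE 0.20, adjusted p = 2.0e-06). With the authors' values the same comparisons gave 41.3-fold for Gsta1, 8.24-fold for Gsta2 and 2.67-fold for Gstt3. These enzymes join glutathione to reactive compounds. Of 20 tested genes of glutathione S-transferases, 8 were higher, 5 lower and 7 did not pass the test (8 and 5 when adjusted over the list alone). For the list, camera had a false discovery rate of 0.46. Under median scaling 7 were higher and 10 lower. When blocked on background, 9 were higher and 0 lower, with a camera false discovery rate of 9.7e-04, upward (adjusted p = 0.28 with an estimated correlation). With array background as a block, the log2 fold changes were 5.49 for Gsta1 (adjusted p = 2.7e-05), 3.74 for Gsta2 (adjusted p = 0.0010) and 1.48 for Gstt3 (adjusted p = 0.0074).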

We found that three of the glutathione S-transferases were significantly overexpressed in *ob/ob* mice as compared to B6 (Gsta1: 41-fold, Gsta2: 8-fold, Gstt3: 3-fold). Also, leptin replacement caused the downregulation of Gsta1, Gsta2, Gsta3, Gstt1 and Gstt3 in *ob/ob* mice. 

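In LEP-ICV, Gsta1 fell with a log2 fold change of -3.36 (standard error 0.59, adjusted p = 4.0e-04), Gsta2 with -2.70 (SE 0.51, adjusted p = 8.2e-04), Gstt1 with -1.40 (SE 0.19, adjusted p = 2.1e-05) and Gstt3 with -3.23 (SE 0.26, adjusted p = 2.7e-08), while Gsta3 had -0.47 (SE 0.23, adjusted p = 0.14). In LEP-SQ the values were -3.66 (adjusted p = 5.6e-04) for Gsta1, -2.30 (adjusted p = 0.0035) for Gsta2, -0.03 (adjusted p = 0.93) for Gsta3, -0.09 (adjusted p = 0.71) for Gstt1 and -1.29 (adjusted p = 0.0022) for Gstt3. The route differences were -1.94 for Gstt3 (adjusted p = 0.0097) and -1.31 for Gstt1 (adjusted p = 0.012). Of 20 tested genes of glutathione S-transferases, 2 rose, 9 fell and 9 did not pass the test (3 and 10 when adjusted over the list alone). Camera set the false discovery rate at 0.0016, and adjusted p = 0.17 with an estimated correlation. The 5 genes named first were chosen by the study on these arrays and are not independent evidence. In the model with array background as a block, the LEP-SQ values were -2.42 for Gsta1 (adjusted p = 0.31), -2.05 for Gsta2 (adjusted p = 0.38) and -1.30 for Gstt3 (adjusted p = 0.23). Other settings ended the call in the route difference for Gstt1 (under median scaling and with only the groups compared in the model, adjusted p = 0.053 to 0.15). Other settings called Gsta3 (with array weights and with the mean of its probes, adjusted p = 1.6e-04 to 0.015) in LEP-ICV, and Gstt1 (with array weights, adjusted p = 0.012) in LEP-SQ.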

Reactive oxygen species (ROS) production by mitochondria plays a critical role in many physiological processes and therefore over quenching of ROS in *ob/ob* mice may result in pathological conditions. A recent study has shown that mice lacking one of the key enzymes involved in the elimination of physiological ROS, glutathione peroxidase 1 (Gpx1), were protected from high-fat-diet-induced insulin resistance [24].

#### Genes involved in adipocyte proliferation and differentiation

It is well known that adipocyte proliferation and differentiation plays a critical role in obesity. Leptin causes alterations in the expression of many genes which inhibit adipocyte differentiation. The expression of Igfbp2 gene, which negatively regulates the biological activity of IGF1, was 6× (SQ) and 16× (ICV) upregulated after leptin replacement. 

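Igfbp2 rose 10.2-fold in LEP-SQ, from 7.97 ± 0.22 (SD, n = 4) to 11.32 ± 0.99 (SD, n = 4), with a log2 fold change of 3.35 (standard error 0.53, adjusted p = 4.8e-04). In LEP-ICV it rose 23.8-fold, with a log2 fold change of 4.57 (SE 0.53, adjusted p = 3.8e-06). The calls held with array background as a block, at a log2 fold change of 4.26 (adjusted p = 0.0094) and 5.02 (adjusted p = 7.7e-06). Of 14 tested genes of JAK-STAT feedback and the growth hormone axis in LEP-SQ, 6 rose, 0 fell and 8 did not pass the test (6 and 0 when adjusted over the list alone). The camera false discovery rate was 0.025, and adjusted p = 0.54 with an estimated correlation. On blocking background class, 1 rose and 0 fell, with a camera false discovery rate of 4.7e-06, upward (adjusted p = 0.016 with an estimated correlation). Besides Igfbp2 and Egfr, the signalling inhibitors Socs2 (log2 fold change 2.23, adjusted p = 0.0060) and Cish (1.39, adjusted p = 0.035) were among the increases. Once array background entered as a block, the LEP-SQ values were 1.99 for Socs2 (adjusted p = 0.51) and 1.62 for Cish (adjusted p = 0.62). The threshold was missed in LEP-SQ for Cish (with the authors' values, with no filter on dim probes or without any 1 of the VEH-SQ mice other than VEH_SQ_1007 and the LEP-SQ mice other than LEP_SQ_1039, adjusted p = 0.053 to 0.11).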

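In the 8 vehicle-treated ob/ob mice, Igfbp2 averaged 8.19 ± 0.67 (SD, n = 8), against 12.91 ± 0.44 (SD, n = 6) in B6, a 26.3-fold lower level with a log2 fold change of -4.72 (standard error 0.40, adjusted p = 6.3e-09). After blocking on array background the log2 fold change was -5.62 (adjusted p = 9.7e-06), and within high-background arrays LEP-ICV* stood -5.61 from B6 (adjusted p = 7.6e-07). After leptin, it differed from B6 by -1.59 in LEP-SQ (adjusted p = 0.046) and 0.08 in LEP-ICV (adjusted p = 0.91). The adjusted p rose past the threshold in LEP-SQ over B6 for Igfbp2 (without any 1 of the B6 mice and the LEP-SQ mice other than LEP_SQ_1041, adjusted p = 0.051 to 0.22).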

Igfbp2 is almost 17× downregulated in *ob/ob* mice as compared to B6. Another mitochondrial gene, Cisd1 was 2.4× upregulated in *ob/ob* mice as compared to B6 and corrected back to normal by leptin. This protein encodes for MitoNEET protein which exists in low levels in preadipocytes, and its expression increases exponentially in differentiated adipocytes. 

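Cisd1, an iron-sulfur protein of the outer mitochondrial membrane, was 2.38-fold higher in ob/ob than in B6 (log2 fold change 1.25, SE 0.21, adjusted p = 2.5e-05). It fell in LEP-SQ with a log2 fold change of -0.91 (SE 0.28, adjusted p = 0.014) and in LEP-ICV with -1.46 (SE 0.28, adjusted p = 8.7e-04). Against B6 it then stood at 0.25 in LEP-SQ (adjusted p = 0.64) and -0.12 in LEP-ICV (adjusted p = 0.72). When background class was a block, the LEP-SQ value was -0.40 for Cisd1 (adjusted p = 0.84). Blocked on array background, the ob/ob over B6 value was 0.74 for Cisd1 (adjusted p = 0.16). The call was lost in LEP-SQ for Cisd1 (under median scaling, adjusted p = 0.20).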

Leptin has a mitogenic potential in liver cancer cells, which is mediated through the induction of Mat2a and Mat2b genes [25]. In this study, we found that expression of Mat2a was induced after both types of leptin treatment.

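Mat2a, a methionine adenosyltransferase gene that makes S-adenosylmethionine, rose with a log2 fold change of 2.19 (standard error 0.35, adjusted p = 1.7e-04) in LEP-ICV and 1.44 (SE 0.35, adjusted p = 0.0051) in LEP-SQ. Its regulatory partner Mat2b had a log2 fold change of 1.08 (SE 0.62, adjusted p = 0.20) and 2.19 (SE 0.62, adjusted p = 0.010). Of 19 tested genes of methionine and one-carbon cycle, 1 rose, 8 fell and 10 did not pass the test (1 and 8 when adjusted over the list alone). Camera gave a false discovery rate of 0.0014, and adjusted p = 0.11 with an estimated correlation. Under the block, 1 rose and 8 fell, with a camera false discovery rate of 5.2e-07, downward (adjusted p = 0.045 with an estimated correlation). The group's largest decrease besides Sardh and Ahcy was in Nnmt, which methylates nicotinamide (log2 fold change -2.36, adjusted p = 0.0050). With the class of background blocked, the LEP-SQ values were 0.46 for Mat2a (adjusted p = 0.83) and 0.58 for Mat2b (adjusted p = 0.89). A call was lost in LEP-ICV for Nnmt (with only the groups compared in the model, adjusted p = 0.098).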

### Upregulated biological processes after leptin administration in *ob/ob* Mice

#### Lysosomal activity

We found that the cellular compartments enriched by upregulated genes were lysosome (5 genes), vacuole (6 genes), and vesicle (9 genes). 

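Lysosomal genes rose as a group with central leptin. Of 47 tested genes of the lysosome, 16 rose, 2 fell and 29 did not pass the test (17 and 5 when adjusted over the list alone). Its false discovery rate in camera was 0.0059, and adjusted p = 0.17 with an estimated correlation. The asparaginyl endopeptidase Lgmn had a log2 fold change of 2.49 (SE 0.65, adjusted p = 0.0087), the sulfatase Arsb 2.08 (SE 0.67, adjusted p = 0.028), and the membrane proteins Lamp1 and Cd63 1.78 (adjusted p = 0.0010) and 1.78 (adjusted p = 0.0066). Of the 5 vacuole and lysosome genes of Table S1, which the study chose on these arrays and which are not independent evidence, 4 rose and 1 fell in LEP-ICV. The peptidases Dpp7 (log2 fold change 1.06, adjusted p = 6.2e-04) and Prcp (1.13, adjusted p = 2.8e-04) rose and Rilp, which directs lysosome transport, fell (-1.06, adjusted p = 4.6e-04). Of 22 tested genes of autophagy, 5 rose, 3 fell and 14 did not pass the test (6 and 4 when adjusted over the list alone). By camera, the false discovery rate was 0.69. After the block, 1 rose and 1 fell, with a camera false discovery rate of 0.94. In LEP-SQ, 10 of the lysosomal list rose and 11 fell (camera false discovery rate 0.96), or 16 and 2 under median scaling. With the block, limma called 0 of them (5 at an unadjusted p under 0.05), with a camera false discovery rate of 0.29. In LEP-ICV, 11 of 17 Kupffer cell and macrophage markers also rose, with a median log2 fold change over genes of 1.32, and 8 of 11 lipid-associated macrophage markers, with a median of 2.17, against 0.40 for the lysosomal list. Whole liver was measured, so the lysosomal change is not assigned to a cell type. In the blocked model, the LEP-ICV values were 2.00 for Lgmn (adjusted p = 0.068) and 0.91 for Arsb (adjusted p = 0.31). The calls of Lamp1, Cd63, Dpp7, Prcp and Rilp held in it. Other settings ended the call in LEP-ICV for Lgmn (with only the groups compared in the model, adjusted p = 0.10), Arsb (with the authors' values, with no filter on dim probes, with only the groups compared in the model or without any 1 of VEH_ICV_1010, VEH_ICV_1011, LEP_ICV_1014 and LEP_ICV_1017, adjusted p = 0.060 to 0.14) and Rilp (under median scaling, adjusted p = 0.12).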

Lysosomes contain enzymes which destroy organelles that have been damaged. Also, when adequate amount of food is not available for the cell, the organelle degradation and lysosomal activity is increased. A recent study has identified the previously unknown role of autophagy in regulating intracellular lipid stores [26]. Lysosomes continuously use portions of lipid droplets and process them for energy production during nutrient deprivation [26].

#### Immune system and inflammatory response

Leptin has structural similarities with the family of long-chain helical cytokines, including IL-6 and IL-12 and also has been found to play a critical regulatory role within the immune system that affects the course of inflammation [27]. Various studies have shown that immune cells respond to pharmacological doses of leptin. 

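Macrophage genes rose with central leptin. Of 17 tested markers of Kupffer cells and macrophages, 11 rose, 0 fell and 6 did not pass the test (13 and 0 when adjusted over the list alone). For the list, camera had a false discovery rate of 1.1e-05, and adjusted p = 0.11 with an estimated correlation. When blocked on background, 14 rose and 0 fell, with a camera false discovery rate of 2.0e-09, upward (adjusted p = 0.045 with an estimated correlation). The complement gene C1qc had a log2 fold change of 3.07 (SE 0.61, adjusted p = 0.0012), the lysozyme Lyz1 2.38 (SE 0.35, adjusted p = 5.1e-05) and the endotoxin receptor Cd14 2.13 (SE 0.39, adjusted p = 6.0e-04). Of 11 tested markers of lipid-associated macrophages, 8 rose, 0 fell and 3 did not pass the test (9 and 1 when adjusted over the list alone). Camera set the false discovery rate at 1.1e-05, and adjusted p = 0.12 with an estimated correlation. On blocking background class, 6 rose and 0 fell, with a camera false discovery rate of 3.7e-08, upward (adjusted p = 0.048 with an estimated correlation). The receptor Trem2 had a log2 fold change of 2.77 (SE 0.41, adjusted p = 6.0e-05) and the tetraspanin Cd9 2.35 (SE 0.70, adjusted p = 0.018). Of 6 tested genes of class II antigen presentation, 5 rose, 0 fell and 1 did not pass the test (5 and 0 when adjusted over the list alone). The camera false discovery rate was 3.2e-04, and adjusted p = 0.17 with an estimated correlation. Cd74 had a log2 fold change of 1.95 (adjusted p = 0.0017). Of 23 tested genes of the interferon response, 7 rose, 0 fell and 16 did not pass the test (7 and 0 when adjusted over the list alone). Camera gave a false discovery rate of 0.034, and adjusted p = 0.47 with an estimated correlation. Under the block, 4 rose and 0 fell, with a camera false discovery rate of 0.0010, upward (adjusted p = 0.21 with an estimated correlation). Usp18 had a log2 fold change of 2.74 (adjusted p = 9.6e-07). The route difference was 4.28 for Gpnmb (adjusted p = 0.019) and 2.97 for Trem2 (adjusted p = 0.011). In LEP-SQ, 6 Kupffer cell markers rose and 1 fell (camera false discovery rate 0.50), and 1 and 1 of the lipid-associated markers (camera 0.91). In the blocked model limma called 0 Kupffer cell markers (2 at an unadjusted p under 0.05) and 0 lipid-associated markers (0) in LEP-SQ. The camera false discovery rate was then 0.0022 for the Kupffer cell list, upward (adjusted p = 0.25 with an estimated correlation), and 0.12 for the lipid-associated list. In the model with array background as a block, the LEP-ICV value was 1.86 for Cd9 (adjusted p = 0.12). The calls of C1qc, Lyz1, Cd14, Trem2, Cd74 and Usp18 held in it. The threshold was missed in LEP-ICV for Cd9 (with only the groups compared in the model or without any 1 of VEH_ICV_1010, VEH_ICV_1012, LEP_ICV_1014 and LEP_ICV_1017, adjusted p = 0.057 to 0.10), and in the route difference for Gpnmb (under median scaling, with only the groups compared in the model or without any 1 of VEH_SQ_1034 and LEP_ICV_1014, adjusted p = 0.051 to 0.12) and Trem2 (under median scaling and with only the groups compared in the model, adjusted p = 0.051 to 0.10).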

In this study we found that the immune system process and inflammatory response were enriched in the upregulated group of genes. The genes which were upregulated in this group are; C1qb, Cd44, Ccl4, Nupr1, Cyba, Fcer1g, Rmcs2, Fcer1g, Rps19, Plscr1, Ednrb, Cd44, Ung, Ctnnb1, Lmo2, and Hpx. 

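Cd44, a receptor for hyaluronan, had a log2 fold change of 1.70 (standard error 0.26, adjusted p = 9.5e-05) in LEP-ICV, the chemokine Ccl4 2.61 (SE 0.45, adjusted p = 3.5e-04) and Fcer1g, the signalling chain of Fc receptors, 1.44 (SE 0.33, adjusted p = 0.0038). The scramblase Plscr1 had a log2 fold change of 1.93 (SE 0.33, adjusted p = 3.0e-04), the endothelin receptor Ednrb 1.19 (SE 0.24, adjusted p = 0.0015) and the ribosomal protein Rps19 1.33 (adjusted p = 9.2e-04). Of 13 genes of the group with a tested probe, 12 rose and 1 (Hpx) did not pass in LEP-ICV, and 5 rose in LEP-SQ (0 by limma with array background as a block, and 0 at an unadjusted p under 0.05). In ob/ob against B6, 1 was higher and 7 lower, and with the block 0 and 1 by limma (5 at an unadjusted p under 0.05). The study selected the group on these arrays, so the counts are not independent evidence. The adjusted p rose past the threshold in LEP-ICV for Fcer1g (with only the groups compared in the model, adjusted p = 0.071), Ednrb (with only the groups compared in the model, adjusted p = 0.061) and Rps19 (with only the groups compared in the model, adjusted p = 0.060).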

A recent study has shown the function of leptin within T-cell polarization [28]. Utilizing the model of oxazolone-induced colitis, authors found that *ob/ob* mice were protected, whereas wild-type and leptin-reconstituted *ob/ob* mice developed colitis. This protection of Th1- as well as in Th2-dependent inflammation was associated with decreased expression of T-bet and GATA-3, in naive *ob/ob* T cells [28]. In this study, we also found that epidermal growth factor receptor (EGFR) expression was upregulated almost 2.5 times after leptin replacement in *ob/ob* mice. It is known that EGFR mediates both chemotaxis and proliferation in monocytes and macrophages and treatment with EGFR inhibitor decreases the protein expression of TNF-alpha and IL-6, and reduces subclinical inflammation in HFD-fed mice [29].

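Egfr rose 2.65-fold in LEP-SQ, with a log2 fold change of 1.41 (standard error 0.36, adjusted p = 0.0062), and 2.60-fold in LEP-ICV, with 1.38 (SE 0.36, adjusted p = 0.0085). Against B6 it stood at -1.46 in LEP-SQ (adjusted p = 0.0083) and -1.06 in LEP-ICV (adjusted p = 0.012). Once array background entered as a block, the LEP-SQ value was 1.63 for Egfr (adjusted p = 0.29). The call was lost in LEP-ICV for Egfr (with only the groups compared in the model and with array weights, adjusted p = 0.054 to 0.28), and in LEP-SQ over B6 for Egfr (without mouse LEP_SQ_1029, adjusted p = 0.051), and in LEP-ICV over B6 for Egfr (without mouse LEP_ICV_1014, adjusted p = 0.082).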

### Comparison of two types of gene expression changes after leptin treatment in *ob/ob* mice

Cluster analysis revealed that 214 differentially expressed genes could be sub-divided into two major groups: (A) 116 genes of Cluster-1 and Cluster-2, which have different expression in ob/ob when compared to B6, and leptin treatment normalizes the expression in ob/ob towards B6; (B) 98 genes of Cluster-3 and Cluster-4, which have similar expression in ob/ob and B6 but are downregulated or upregulated after leptin treatment. These two groups of genes were separately analyzed and were mapped to cellular compartments and biological functions (Table S1). The enriched cellular compartments in both groups were mitochondrion (group A: 19 genes; group B: 14 genes), cytosol (group A: 10 genes; group B: 10 genes) and endoplasmic reticulum (group A: 11 genes; group B: 11 genes). However, the plasma membrane (6 genes) and vacuole/lysosome (5 genes) were only enriched in group B. We have listed the comparison of enriched biological processes of each group in Table S1. Both groups are enriched in many metabolic processes whereas major catabolic processes are mainly enriched in group A. We also found that steroid metabolic process is only enriched in Group B and the genes involved in this process are Gpsn2, Cyb5r3, Lss, Cyp17a1, Pcsk9, Mvd, Hsd3b2.

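At the plasma membrane, the nucleoside transporter Slc29a1 had a log2 fold change of -1.15 (SE 0.22, adjusted p = 9.6e-04) in LEP-ICV, the betaine and GABA transporter Slc6a12 -1.52 (SE 0.29, adjusted p = 8.0e-04), the water channel Aqp1 0.81 (SE 0.20, adjusted p = 0.0072) and the gamma-secretase subunit Psen2 -1.26 (SE 0.33, adjusted p = 0.0091). Of the 6 plasma membrane genes, 2 rose and 4 fell. The endoplasmic reticulum chaperone Hsp90b1 had a log2 fold change of 1.11 (SE 0.19, adjusted p = 3.5e-04). Of 11 endoplasmic reticulum genes of group A, 3 rose, 6 fell and 2 did not pass in LEP-ICV, and of 11 of group B, 2 rose and 8 fell. In LEP-SQ the counts were 0 up and 2 down at the plasma membrane, 3 and 3 in group A, and 2 and 4 in group B. The blocked counts there were 0 and 0, 0 and 0, and 0 and 1 by limma, with 0, 3 and 2 genes at an unadjusted p under 0.05. The genes come from the study's selection on these arrays, which is not independent evidence. When background class was a block, the LEP-ICV value was 0.63 for Aqp1 (adjusted p = 0.054). The calls of Slc29a1, Slc6a12, Psen2 and Hsp90b1 held in it. A call was lost in LEP-ICV for Slc29a1 (with only the groups compared in the model, adjusted p = 0.060), Aqp1 (with only the groups compared in the model, adjusted p = 0.095) and Psen2 (under median scaling and with only the groups compared in the model, adjusted p = 0.061 to 0.064).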

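Gpsn2, now called Tecr, an enoyl-CoA reductase, had a log2 fold change of -1.46 (standard error 0.18, adjusted p = 8.5e-06) in LEP-ICV, and Cyb5r3, which passes electrons to cytochrome b5, -0.91 (SE 0.18, adjusted p = 9.3e-04). Hsd3b2, a hydroxysteroid dehydrogenase, had a log2 fold change of -0.92 (SE 0.71, adjusted p = 0.34). Probes of Tecr disagree in direction in LEP-SQ and in ob/ob against B6, and those of Hsd3b2 in LEP-SQ. Of the study's 7 genes, 3 fell in LEP-SQ and 4 did not pass, and with array background as a block 1 fell. Mvd had a log2 fold change of -1.04 (adjusted p = 0.10) in LEP-SQ. In ob/ob against B6, 3 were higher, 1 lower and 3 did not pass, and in the blocked model 1 was higher and 0 lower by limma (1 at an unadjusted p under 0.05). Selection on these arrays means that the group is not independent evidence. Other settings ended the call in LEP-ICV for Cyb5r3 (under median scaling and with only the groups compared in the model, adjusted p = 0.059 to 0.062). The threshold was reached by Hsd3b2 (with the mean of its probes, adjusted p = 0.0056) in LEP-ICV, and Mvd (with only the groups compared in the model and with array weights, adjusted p = 0.0061 to 0.039) in LEP-SQ.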

#### Network Analysis

Differentially expressed genes were further analyzed using Ingenuity Pathway Analysis software (IPA; Ingenuity Systems, Mountain View, CA; www.ingenuity.com) to construct and visualize molecular interaction networks. Three high scoring networks could be identified. Network-1 (Figure 5) is enriched in lipid metabolism and cell-cell signaling. EGFR (which is upregulated after leptin treatment) is one of the central hub genes of this network. Also a lot of genes involved in this network are connected through important kinases. Expression of these kinases does not change after leptin replacement, but these might be mediators for the signal transduction between the genes which respond to leptin treatment. 

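Of 19 tested genes of signalling kinases fixed before the data were examined, 2 rose, 4 fell and 13 did not pass in LEP-ICV (3 and 6 when adjusted over the list alone, camera false discovery rate 0.60). The calls with the largest changes were Csnk2a1, a casein kinase 2 subunit (log2 fold change -1.96, SE 0.53, adjusted p = 0.010), the MAP kinase kinase Map2k1 (-1.76, SE 0.53, adjusted p = 0.019), Src (1.14, SE 0.32, adjusted p = 0.012) and the protein kinase C gene Prkcd (1.10, SE 0.19, adjusted p = 2.8e-04). In LEP-SQ, 4 rose and 4 fell (camera 0.86), and limma called 0 with array background as a block (0 at an unadjusted p under 0.05). Map2k1 had a log2 fold change of -1.86 (adjusted p = 0.010) and Jak2, which the leptin receptor activates, 1.77 (adjusted p = 0.0078) in LEP-SQ. The list holds common kinases of signalling and was not drawn from the paper's network. After the block, 2 rose and 0 fell of the LEP-ICV list, with a camera false discovery rate of 0.55. Blocked on array background, the LEP-SQ values were 0.20 for Map2k1 (adjusted p = 0.95) and -0.21 for Jak2 (adjusted p = 0.92). With the class of background blocked, the LEP-ICV values were -1.14 for Csnk2a1 (adjusted p = 0.12) and -0.74 for Map2k1 (adjusted p = 0.22). The calls of Src and Prkcd held in it. The threshold was missed in LEP-ICV for Csnk2a1 (under median scaling, with only the groups compared in the model and without mouse VEH_ICV_1010, adjusted p = 0.051 to 0.099), Map2k1 (under median scaling, with only the groups compared in the model or without any 1 of VEH_ICV_1011 and LEP_ICV_1017, adjusted p = 0.059 to 0.10) and Src (with the authors' values, with only the groups compared in the model and without mouse VEH_ICV_1010, adjusted p = 0.052 to 0.061), and in LEP-SQ for Map2k1 (under median scaling, adjusted p = 0.069).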

The transcriptional regulators in the network are Ets2, Xbp1, Sap30, Nupr1, Hmga1, Zfp36, Maged1 and Cttnb1. 

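Nupr1, a stress-induced chromatin protein, rose most of these regulators in LEP-ICV, with a log2 fold change of 3.47 (standard error 0.51, adjusted p = 6.0e-05). Ets2 had a log2 fold change of 1.32 (SE 0.23, adjusted p = 3.0e-04), Xbp1, which drives the response to unfolded proteins, 0.88 (SE 0.15, adjusted p = 3.8e-04), and the corepressor subunit Sap30 1.08 (SE 0.22, adjusted p = 0.0017). The chromatin protein Hmga1 had a log2 fold change of 2.33 (adjusted p = 1.6e-04), Maged1 1.13 (adjusted p = 2.4e-04) and beta-catenin (Ctnnb1) 1.00 (adjusted p = 0.0029). Zfp36, which destabilizes mRNAs, fell with a log2 fold change of -1.59 (SE 0.31, adjusted p = 0.0010). In all, 7 rose and 1 fell in LEP-ICV, and 4 rose in LEP-SQ, with 0 called there by limma when background class was a block (2 at an unadjusted p under 0.05). The regulators were chosen by the study on these arrays, which is not independent evidence. The route difference was 3.10 for Nupr1 (adjusted p = 0.029, or 0.064 with the background block) and 1.32 for Ets2 (adjusted p = 0.036, or 0.074 with the background block). The adjusted p rose past the threshold in LEP-ICV for Xbp1 (with only the groups compared in the model, adjusted p = 0.053) and Ctnnb1 (with only the groups compared in the model, adjusted p = 0.075), and in the route difference for Nupr1 (under median scaling, with no filter on dim probes, with only the groups compared in the model or without any 1 of VEH_ICV_1011, VEH_ICV_1012, LEP_ICV_1014, the VEH-SQ mice other than VEH_SQ_1034 and the LEP-SQ mice other than LEP_SQ_1029, adjusted p = 0.052 to 0.081) and Ets2 (under median scaling, with only the groups compared in the model or without any 1 of LEP_ICV_1014, the VEH-SQ mice, the VEH-ICV mice and the LEP-SQ mice other than LEP_SQ_1041, adjusted p = 0.051 to 0.43).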

Network-2 and 3 are available in supplementary material (File S4: Networks.pdf). Network-2 is enriched in lipid metabolism and cell cycle and involves many cytokines. Network-3 is enriched in cell morphology and most of the genes in this network are connected through Hnf4a, Ifng and Htt.

**Figure 5:**
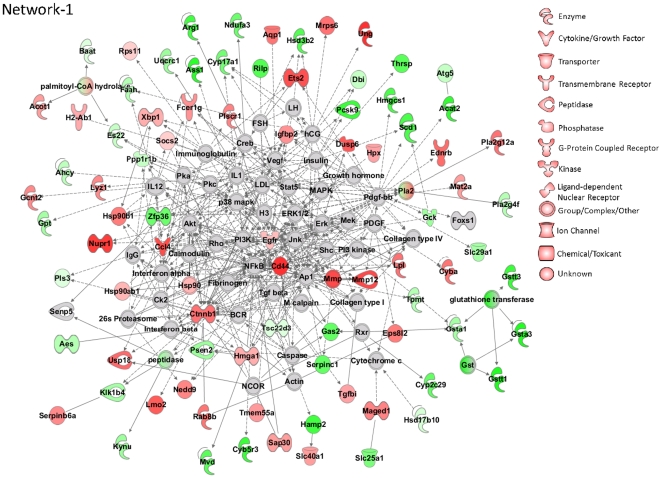
Top scoring network obtained from network analysis of differentially expressed genes. Ingenuity Pathway Analysis software was used to construct and visualize molecular interaction networks.

## Discussion

Despite the fact that leptin has shown exciting results in the mouse models, the success rate of leptin for the reduction of body weight in humans is very low. This is due mainly to the fact that a very small fraction of the obese human population is leptin deficient, and the most common forms of obesity are associated with high leptin levels [9]. In such cases, most obese patients are leptin resistant and fail to respond effectively to exogenous leptin [8]. Several defects may contribute to the leptin resistant state, including defective leptin transport across the blood-brain barrier, reduced leptin receptor expression, defects in leptin signal transduction, or the induction of feedback inhibitors [10] [7]. However, if leptin resistance could be by-passed and genes/pathways which respond to leptin treatment could be regulated directly, new therapeutic strategies for the treatment of obesity may be possible. In this study, we determined the global hepatic gene expression profiles after peripheral and central leptin treatment. We found that the effect of central treatment on weight loss was significantly better than peripheral treatment; which confirms that leptin action on weight loss is primarily controlled by a central pathway via hypothalamic relay. We found 214 genes significantly correlated with leptin-mediated weight loss.

Obesity results from the imbalance of energy intake and energy utilization. When energy intake exceeds energy expenditure, excess energy is stored as triglycerides in lipid droplets. Conversely during nutrient deprivation, stored triglycerides are hydrolyzed into fatty acids and converted back to energy. Therefore, metabolic pathways are key regulators of energy balance. In this study, we found that genes which belong to metabolic, catabolic and biosynthetic pathways in mitochondria are highly expressed in *ob/ob* mice when compared with the B6 baseline expression. However, leptin replacement results in the downregulation of these pathways back to normal. The Stearoyl-CoA Desaturase 1 (Scd1), which is a lipogenic enzyme involved in fatty acid synthesis and oxidation, is overexpressed in the livers of *ob/ob* mice as compared to B6 and is downregulated after leptin replacement. This is consistent with the results of previous studies which have shown that Scd1 deficient mice are protected against obesity and insulin resistance [18], [19]. Also in humans, genetic variations in the Scd1 gene were found to be associated with body fat deposition and insulin sensitivity [30]. Some recent studies have used pharmacological inhibition of Scd1 for treatment of obesity and insulin resistance [31], [32]. Glucokinase (GcK) phosphorylates glucose to produce glucose-6-phosphate and therefore regulates glucose metabolism. We found that expression of this gene is negatively correlated with leptin-mediated weight loss in *ob/ob* mice. Long-term overexpression of Gck increases hepatic lipogenesis and circulating lipids, which leads to insulin resistance [33].

Weight loss also has been linked to GH-IGF1 axis in the literature, which has a critical role in the proliferation and differentiation of adipocytes [34]. IGF-binding proteins (IGFBPs) modulate bioavailability of IGF. In this study we found that Igfbp2 was highly underexpressed in livers of *ob/ob* mice but was normalized after leptin replacement. Recent studies have shown that overexpression of Igfbp2 protects against the development of obesity and improves insulin sensitivity [35]. Treatment with recombinant Igfbp2 impairs 3T3-L1 differentiation and hence adipogenesis [35]. Elevated insulin and body fat have been shown to be associated with decreased Igfbp1 and Igfbp2 levels cross-sectionally [36]. A recent study observed markedly lower expression of Igfbp2 in liver from morbidly obese women [37]. Such studies provide an impetus for investigating the effects of Igfbp2 for treatment of obesity. However, studies have also shown that Igfbp2 is overexpressed in a wide spectrum of cancers and IGF-independent effects of Igfbp2 are emerging [38]. Igfbp2 expression was significantly higher in breast cancer tissue compared with benign breast tissue and Igfbp2 inhibition attenuated the associated aggressive phenotype of breast cancer cells both in vitro and in vivo [39]. Overexpression of Igfbp2 has also been correlated with glioblastoma [40], [41] and lymph node metastasis in patients with invasive breast carcinomas [42]. These findings suggest that further studies are required to evaluate IGF-dependent and -independent functions of Igfbp2 before choosing Igfbp2 as a therapeutic target for treatment of obesity.

We found that Cisd1, the mitochondrial gene which encodes for the MitoNEET protein, is upregulated in livers of ob/ob mice as compared to B6 and could be normalized by leptin. MitoNEET is an iron-containing outer mitochondrial membrane protein that regulates oxidative capacity and is involved in the control of maximal mitochondrial respiratory rates [43]. This protein exists in low levels in preadipocytes, and its expression increases exponentially in differentiated adipocytes. Also, MitoNEET has been identified as a target for the thiazolidinedione class of diabetes drugs that may contribute to lipid lowering and/or antidiabetic actions [44].

Interestingly, the expression of five glutathione S-transferases (Gsta1, Gsta2, Gsta3, Gstt1, and Gstt3) were significantly downregulated after leptin administration. In an earlier study it was shown that Gsta3 expression is markedly induced during adipose conversion, which is virtually undetectable in confluent 3T3-L1 cells under basal conditions [45]. Inhibition of the 3T3-L1 adipogenic program demonstrated that Gsta3 expression is associated specifically with acquisition of the adipocytic phenotype.

One important finding of this study was the upregulation of hepatic lysosomal pathways, including vesicles and vacuole, after leptin treatment. This finding is consistent with a recent study which has identified the previously unknown role of autophagy in regulating intracellular lipid stores [26]. Starvation causes the induction of autophagy, which delivers intracellular proteins and organelles sequestered in double-membrane vesicles (autophagosomes) to lysosomes for degradation and use as an energy source. It was found that inhibition of autophagy in cultured hepatocytes and mouse liver increased triglyceride storage in lipid droplets.

In conclusion, this study identified key molecular pathways and downstream target genes involved in the leptin-mediated weight loss. Many of these genes have previously been shown to be associated with obesity; however, we also identified a number of novel target genes. Further detailed studies will be required to evaluate the possible use of these genes and the associated protein products as therapeutic targets for the treatment of obesity.

## Supporting Information

File S1 Top-214 Correlation plots.pdf. Regression plots of 214 genes significantly associated with leptin mediated weight loss. We used LIMMA to test for a linear association between gene expression levels and amount of weight loss (grams).
(0.93 MB PDF)

File S2 214_Gene_matrix.xls. Normalized gene expression data of 214 genes significantly associated with leptin mediated weight loss.
(0.52 MB XLS)

File S3 Gene Ontology.pdf. Biological processes, molecular functions and cellular compartments of hepatic genes regulated by leptin treatment.
(0.24 MB PDF)

File S4 Networks.pdf. Top molecular networks and their biological functions affected by leptin treatment. Network analysis was performed using Ingenuity Pathway Analysis software.
(1.17 MB PDF)

Table S1 Differentially expressed genes could be sub-divided into two major groups: 116 genes of Cluster-1 and Cluster-2 (group-A), and 98 genes of Cluster-3 and Cluster-4 (group-B). These two groups of genes were separately analyzed and were mapped to cellular compartments and biological functions.
(0.08 MB DOC)

# Supplementary material for: Hepatic Gene Expression Profiling Reveals Key Pathways Involved in Leptin-Mediated Weight Loss in ob/ob Mice
**Source:** PLoS One. 2010 Aug 16;5(8):e12147. doi: 10.1371/journal.pone.0012147

Supplementary data: Regression plots of 214 genes significantly associated with leptin mediated weight loss.

We used LIMMA to test for a linear association between gene expression levels and amount of weight loss (grams), using the amount of weight loss in a linear model and testing for the significance of the regression coefficient for weight loss. We used the false discovery rate (FDR) adjust for multiple testing. B-statistics (the log of the odds of a gene showing either any association with weight loss) were calculated for each gene. Duplicate genes, when present, were removed and their expression levels averaged across the duplicates. A total of 221 probes representing 214 unique genes were found significantly correlated with weight loss.

Regression plots of 214 are shown below. Blue open circle is vehicle subcutaneous treatment (VEH_SQ); Blue filled circle is leptin subcutaneous treatment (LEP_SQ); Red open circle is vehicle intracerebroventricular treatment (VEH_ICV); Red filled circle is leptin intracerebroventricular treatment (LEP_ICV); Red crossed circle represents four animals in which the cannula may not have been in place or treatment did not work (LEP_ICVN). While analyzing the phenotype data, we found that there was no weight loss in these four animals. Sectioning of the brain could not confirm placement of the cannula in these animals. The expression of these animals is very similar to the vehicle treated animals.

Cyp17a1

p-value = 6.85×10^{-6}

logFC = -0.083

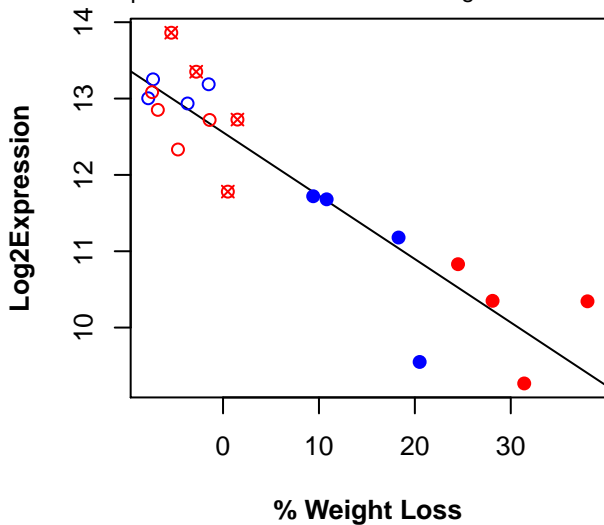

Gstt3

p-value = 2.1×10^{-7}

logFC = -0.081

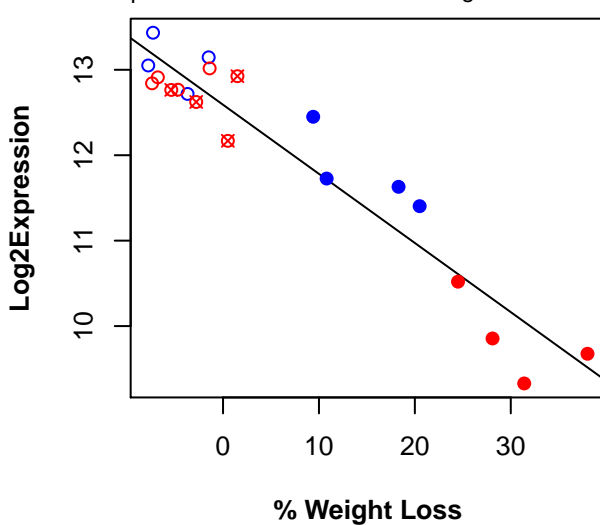

Raet1b

p-value = 8.8×10^{-7}

logFC = -0.081

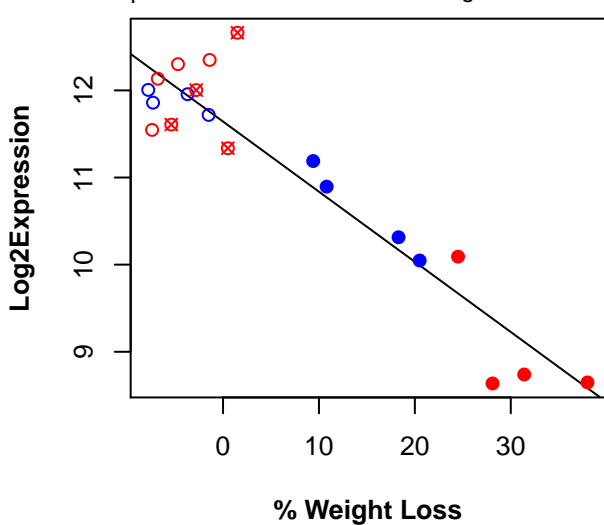

Pcsk9

p-value = 3.5×10^{-5}

logFC = -0.08

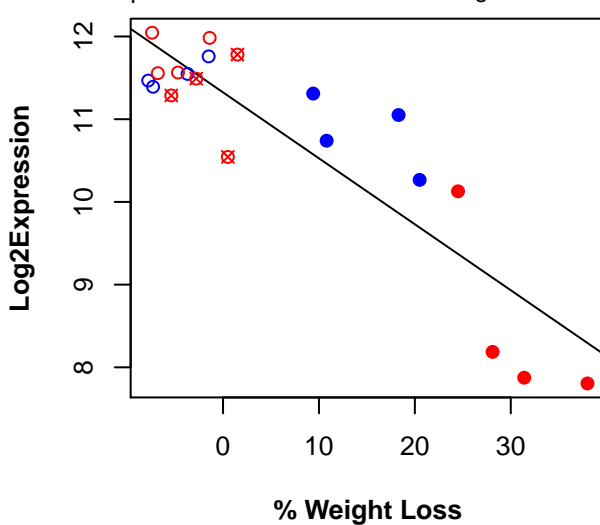

Acss2

p-value = 0.00012859

logFC = -0.075

Log2Expression

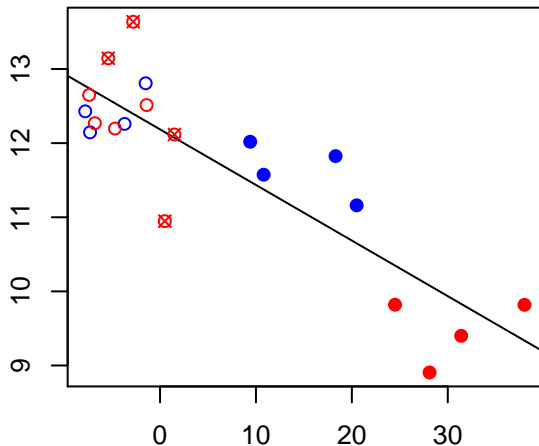

% Weight Loss

Thrsp

p-value = 0.00093149

logFC = -0.073

Log2Expression

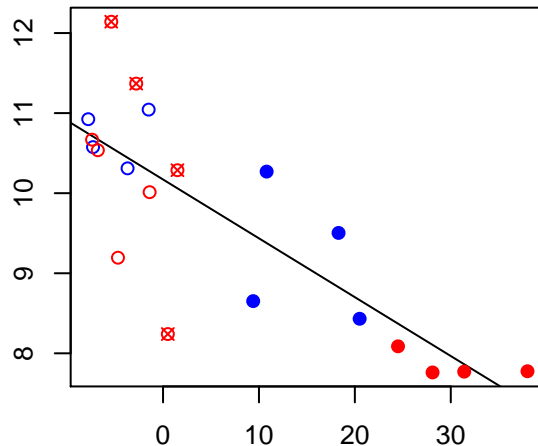

% Weight Loss

Gsta2

p-value = 0.0001308

logFC = -0.072

Log2Expression

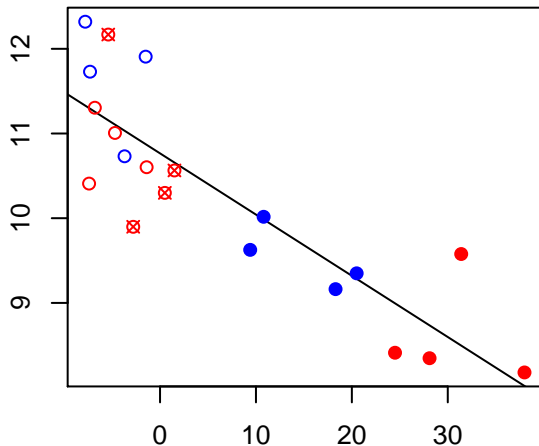

% Weight Loss

Gpnmb

p-value = 0.00016503

logFC = 0.072

Log2Expression

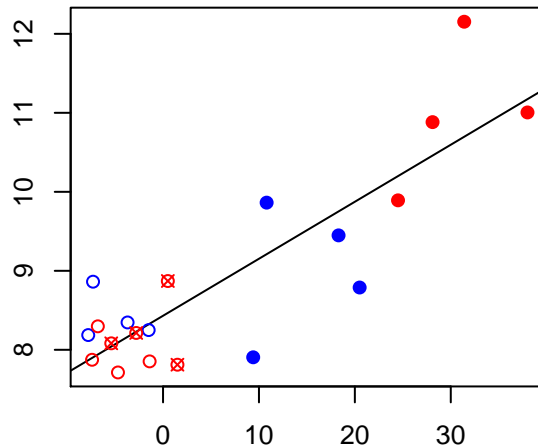

% Weight Loss

Ahcy

p - value = 7.94×10^{-5}

logFC = -0.069

Log2Expression

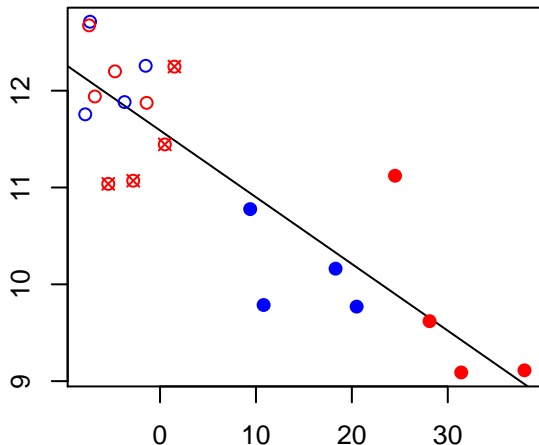

% Weight Loss

Lrtm1

p - value = 6.44×10^{-5}

logFC = -0.068

Log2Expression

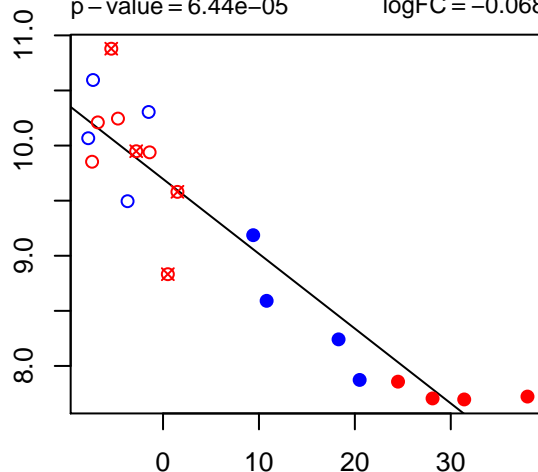

% Weight Loss

Sardh

p - value = 0.0017663

logFC = -0.065

Log2Expression

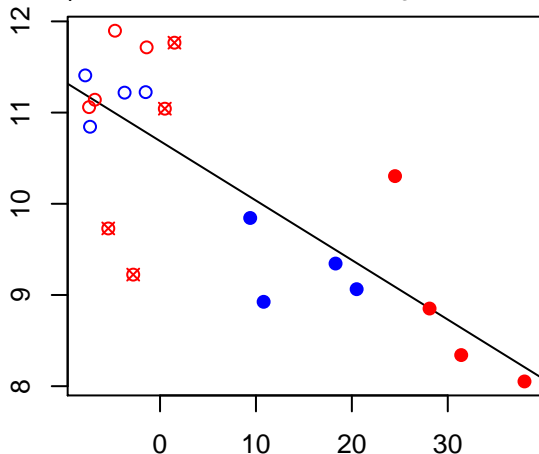

% Weight Loss

Acot1

p - value = 0.00073945

logFC = 0.063

Log2Expression

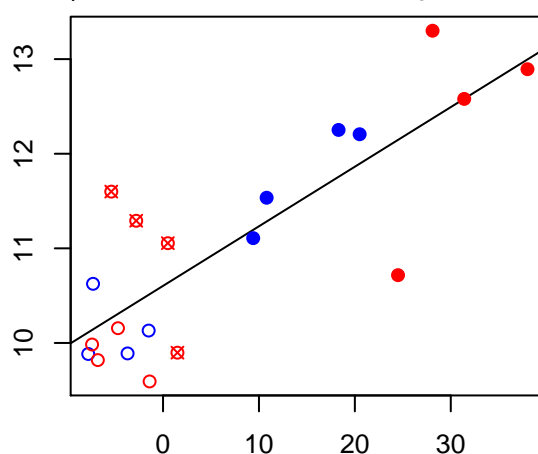

% Weight Loss

p-value = 5.65e-06   logFC = -0.062

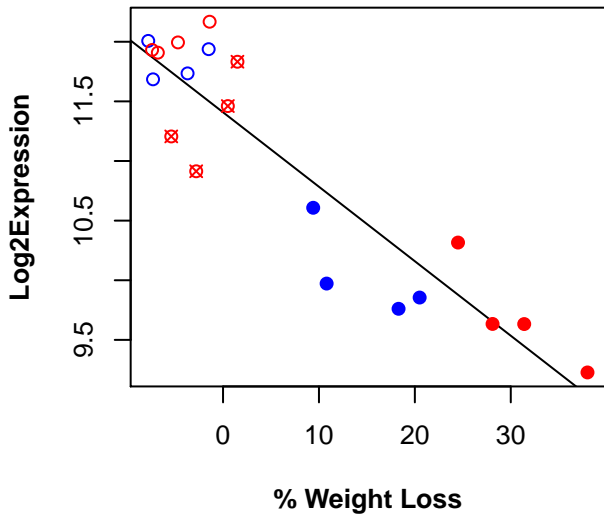

p-value = 0.00252284   logFC = -0.061

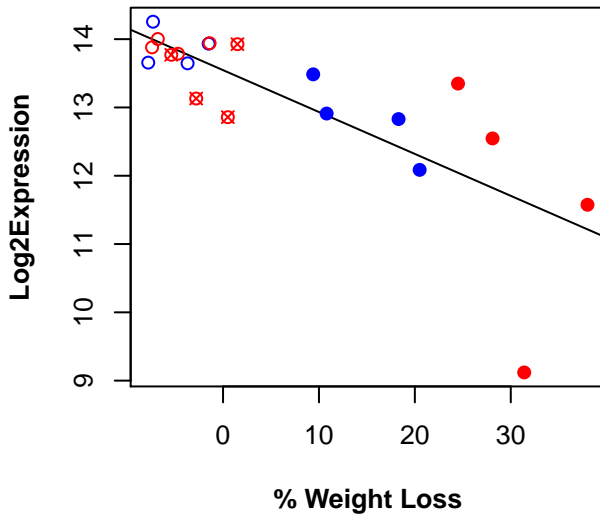

p-value = 0.00050194   logFC = -0.061

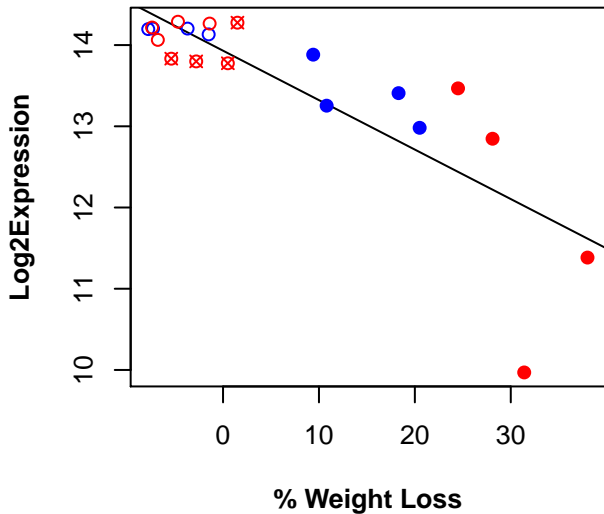

p-value = 3.11e-05   logFC = 0.061

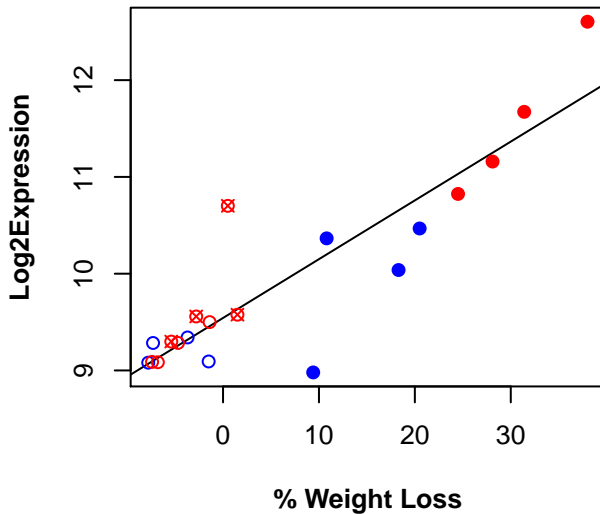

Nupr1

p-value = 0.00049085

logFC = 0.06

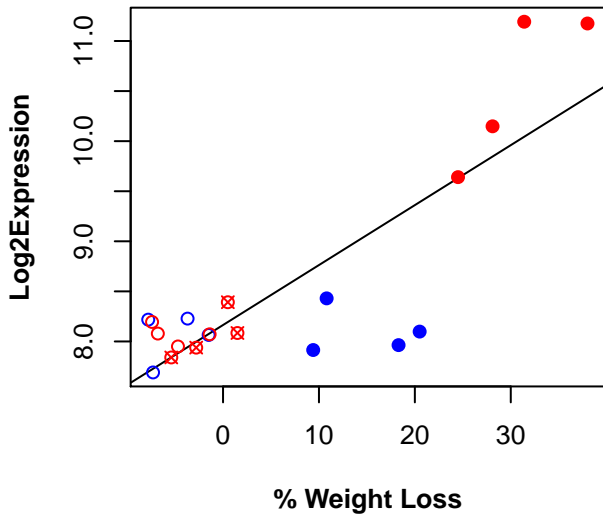

Uap1l1

p-value = 0.00213121

logFC = 0.059

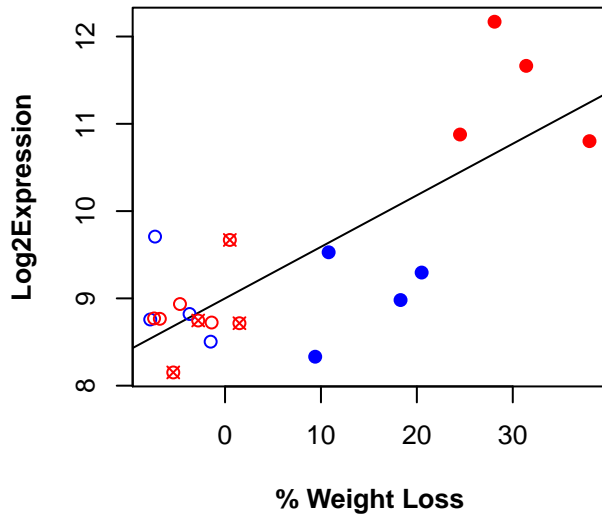

Tmie

p-value = 0.00010935

logFC = -0.059

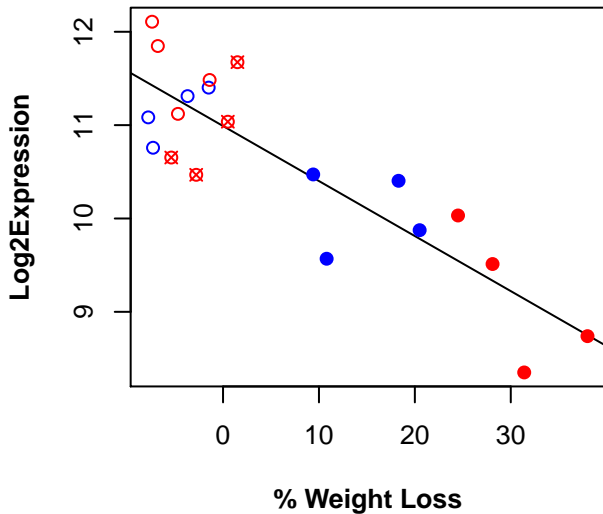

Lyz

p-value = 0.00010733

logFC = 0.059

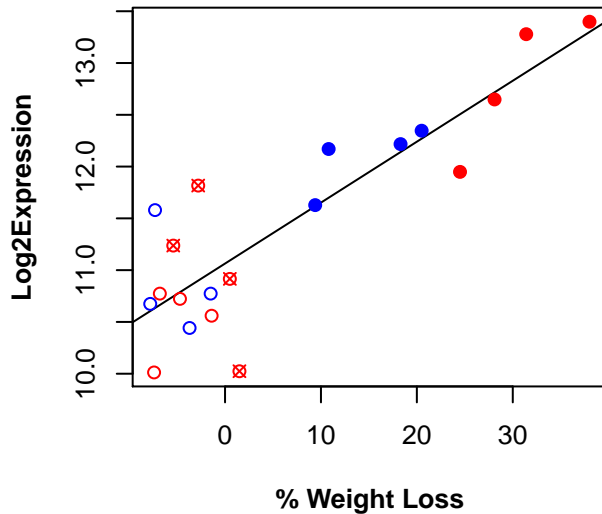

Aass

p-value = 0.00094204

logFC = -0.057

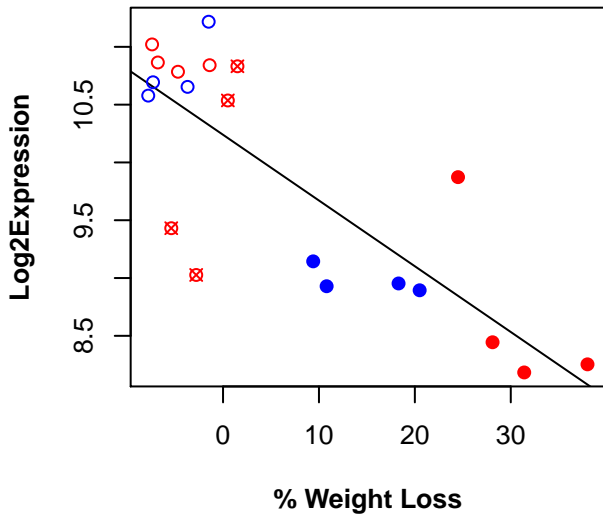

Bhmt

p-value = 0.00069618

logFC = -0.056

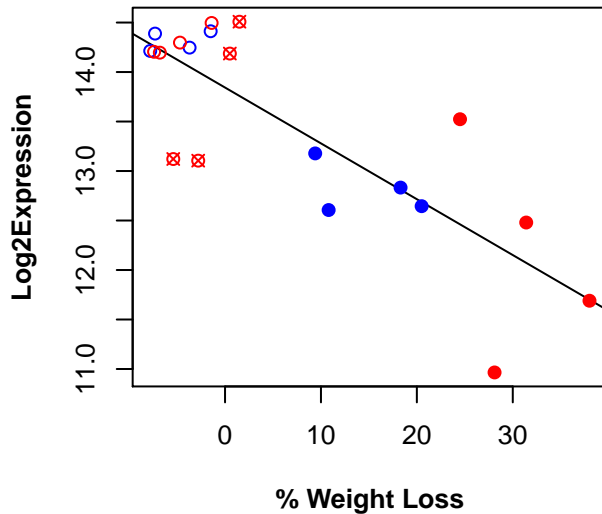

Hpd

p-value = 0.00123493

logFC = -0.056

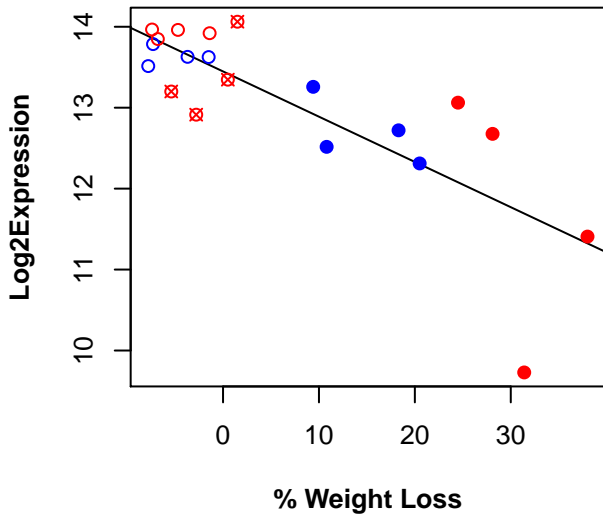

Prodh

p-value = 2.57e-05

logFC = -0.056

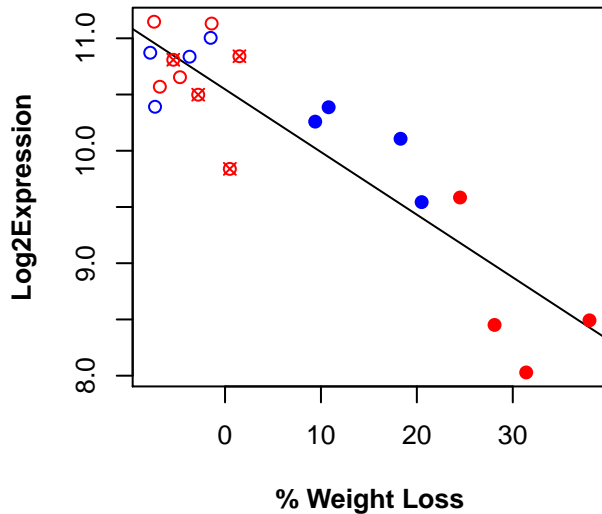

Olig1

p-value = 2.86e-06 logFC = -0.055

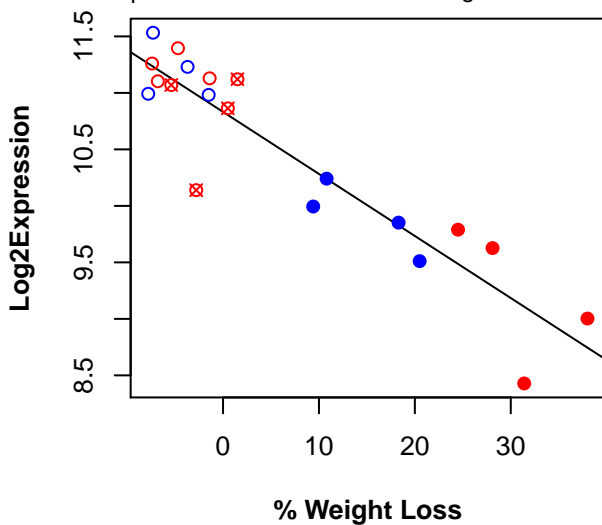

Gck

p-value = 0.00011358 logFC = -0.055

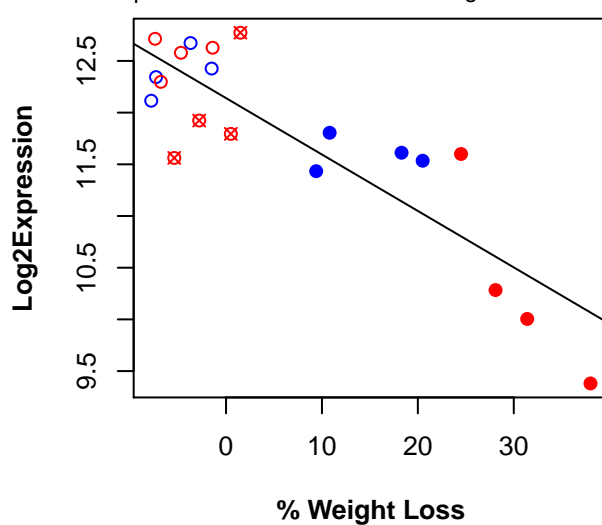

Pla2g4f

p-value = 0.00017816 logFC = -0.054

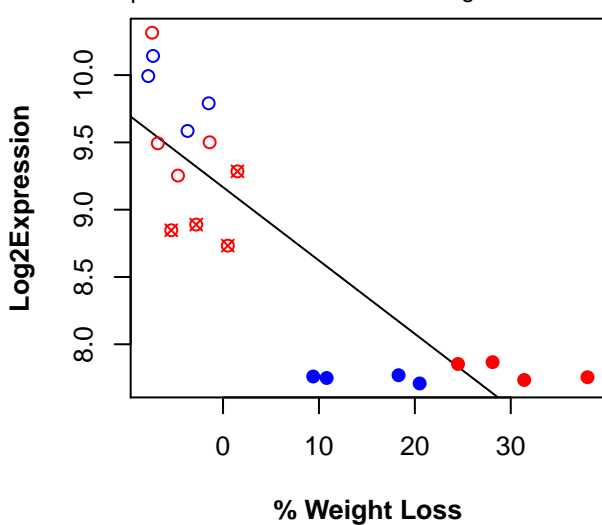

Kcnk5

p-value = 0.00068183 logFC = -0.054

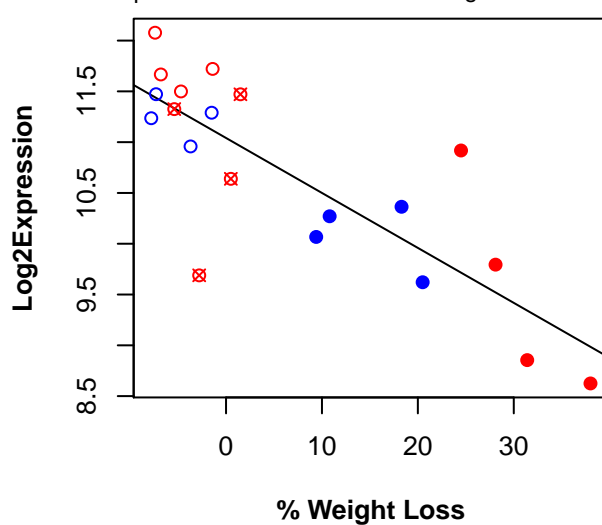

Pla2g12a

p-value = 0.00012523

logFC = 0.053

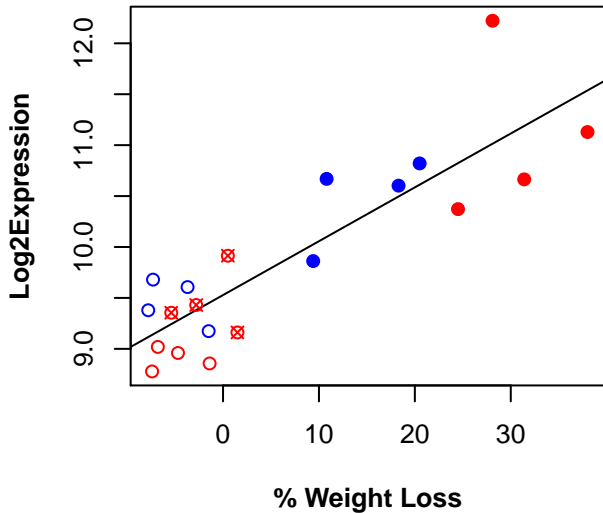

Sds

p-value = 0.00067123

logFC = -0.052

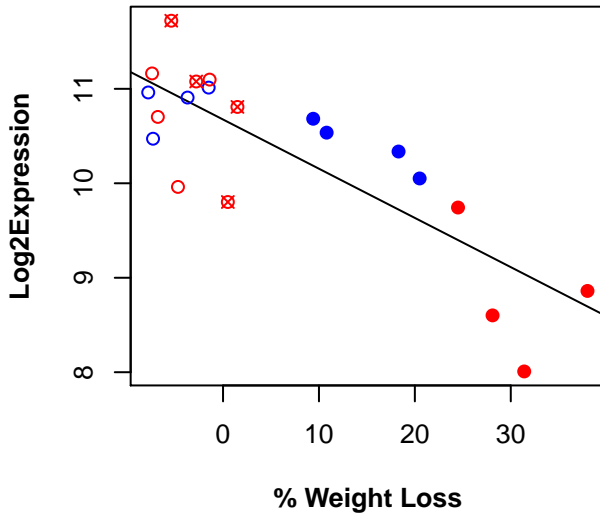

Wbp5

p-value = 0.00053523

logFC = 0.052

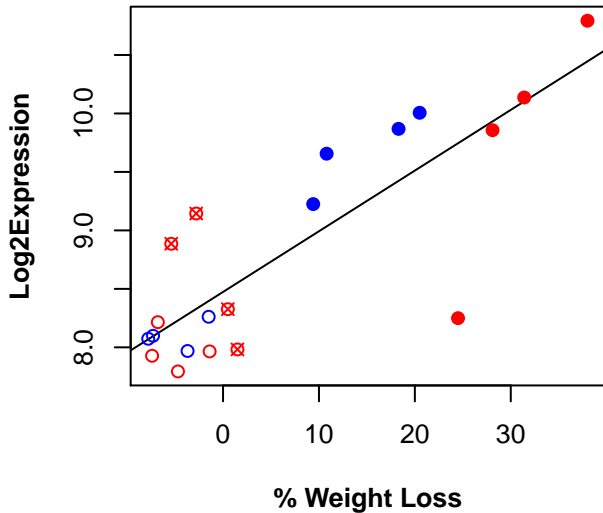

Abat

p-value = 7.01e-05

logFC = -0.052

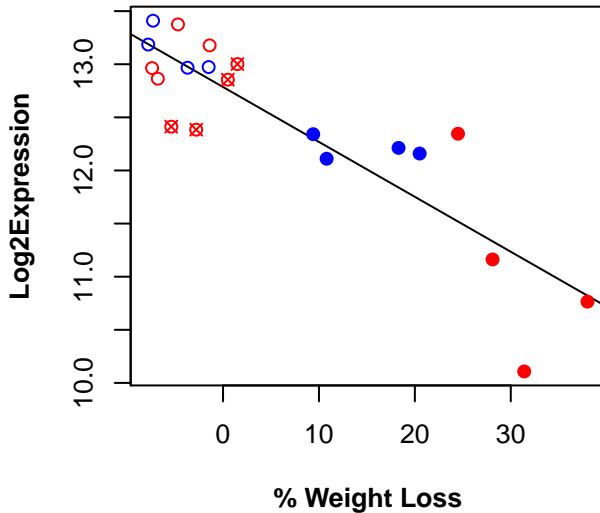

Rcan2

p-value = 8.09×10^{-5}

logFC = -0.052

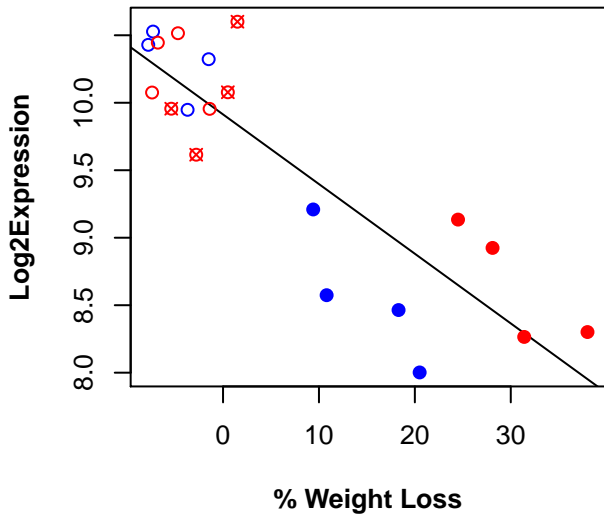

Gls2

p-value = 0.00145

logFC = -0.051

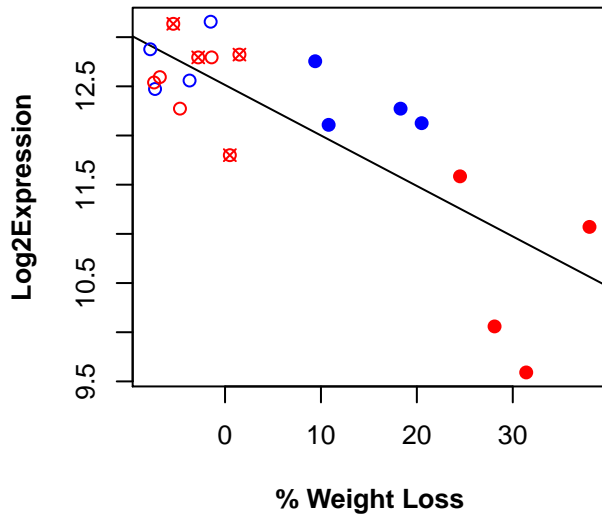

Uroc1

p-value = 6.63×10^{-5}

logFC = -0.051

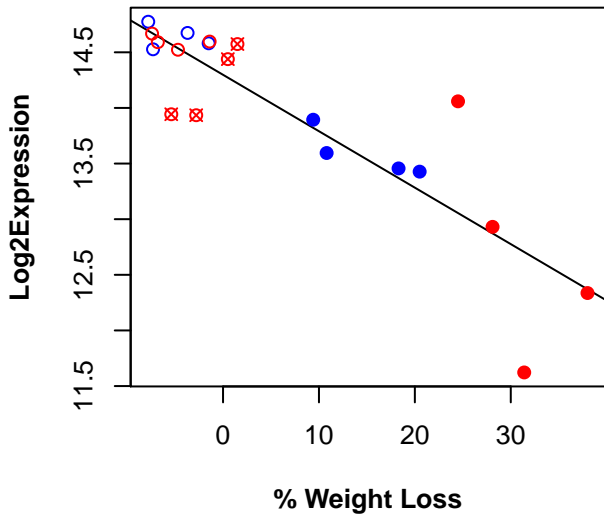

Mmd2

p-value = 0.00030911

logFC = -0.05

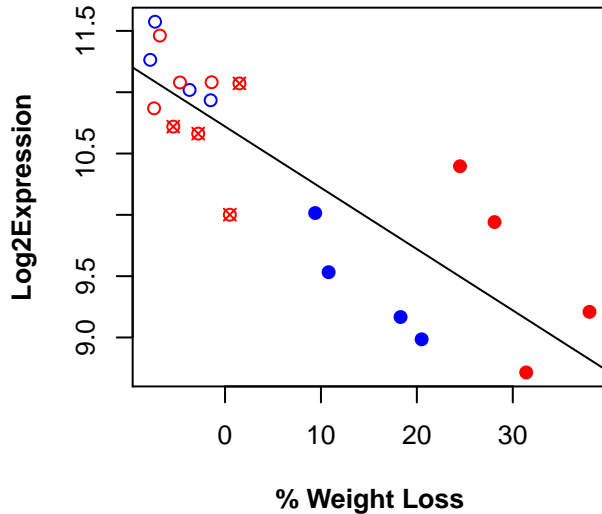

EG241041

p - value = 0.00070209

logFC = -0.05

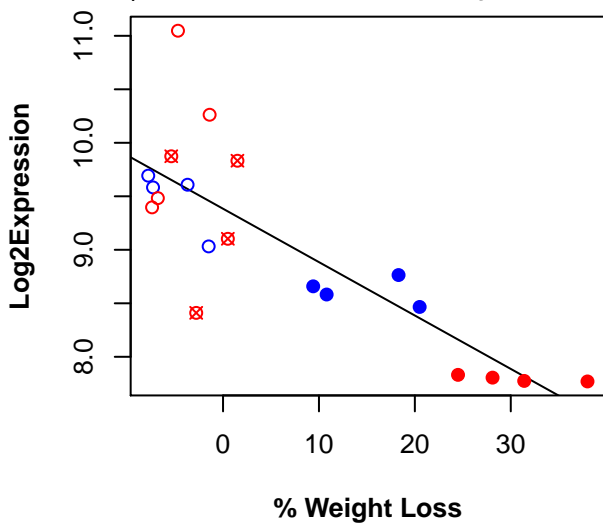

Mat2a

p - value = 0.00070274

logFC = 0.05

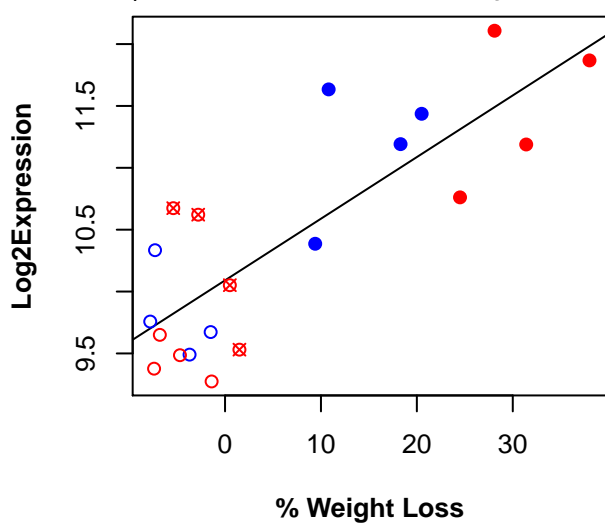

Dpyd

p - value = 0.00020777

logFC = -0.05

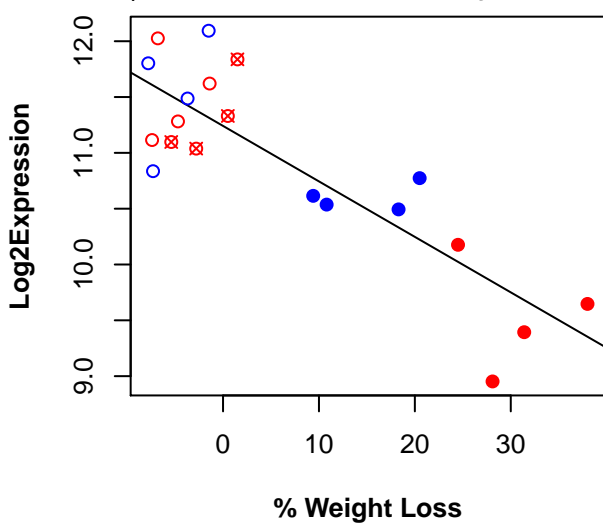

Lpl

p - value = 0.00021122

logFC = 0.05

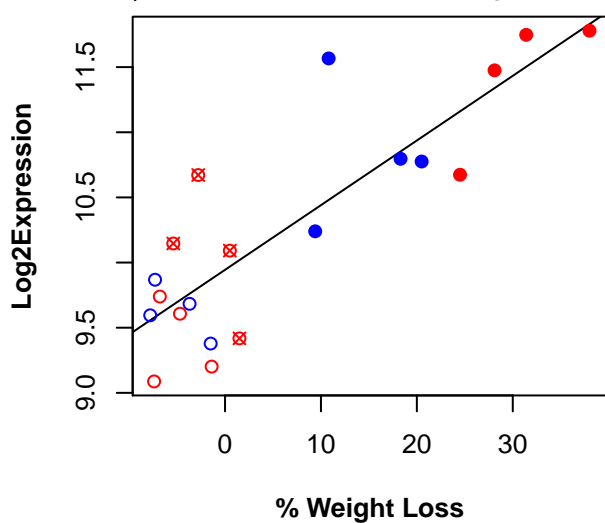

Usp18

p-value = 8.8×10^{-7}

logFC = 0.049

Log2Expression

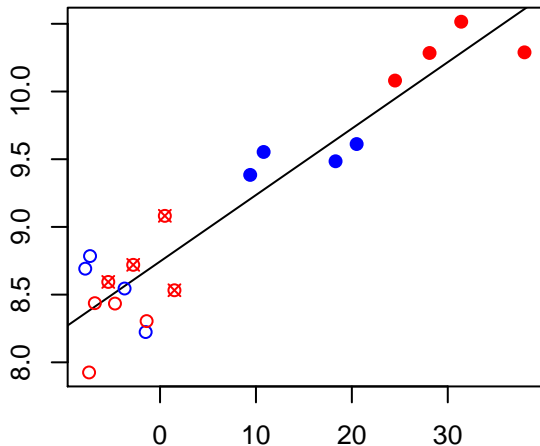

% Weight Loss

Egfr

p-value = 0.00114449

logFC = 0.048

Log2Expression

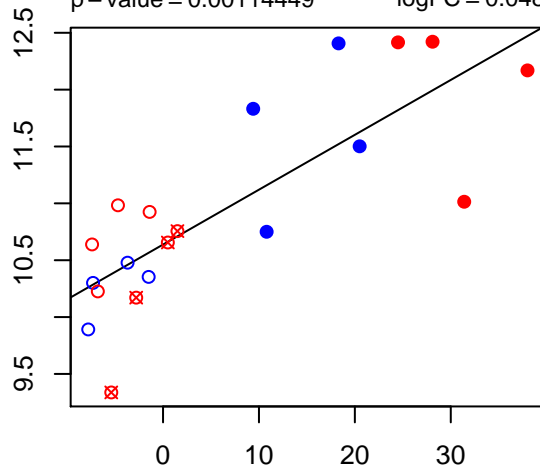

% Weight Loss

Upp2

p-value = 0.00145423

logFC = -0.048

Log2Expression

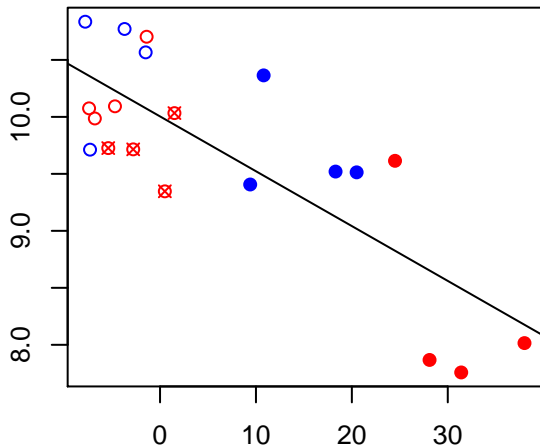

% Weight Loss

Selenbp2

p-value = 0.00028511

logFC = -0.048

Log2Expression

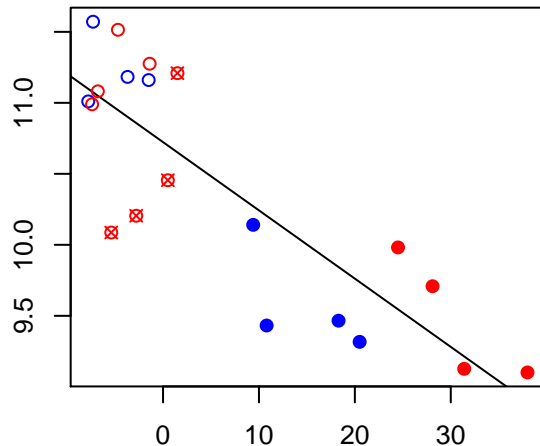

% Weight Loss

Mmp12

p-value = 0.00098819

logFC = 0.048

Log2Expression

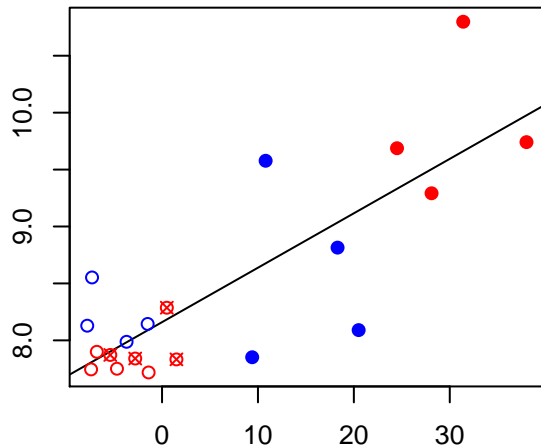

Gamt

p-value = 0.00034435

logFC = -0.048

Log2Expression

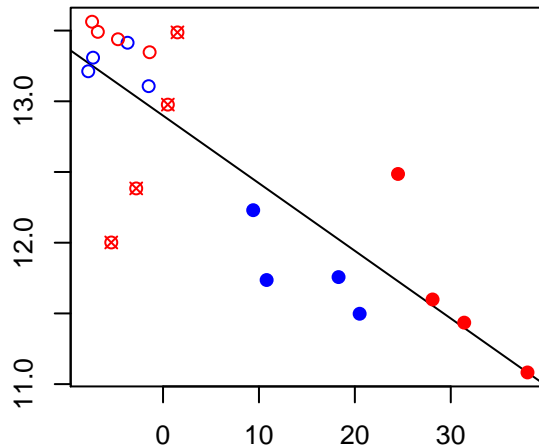

Cyp2c29

p-value = 0.00189248

logFC = -0.048

Log2Expression

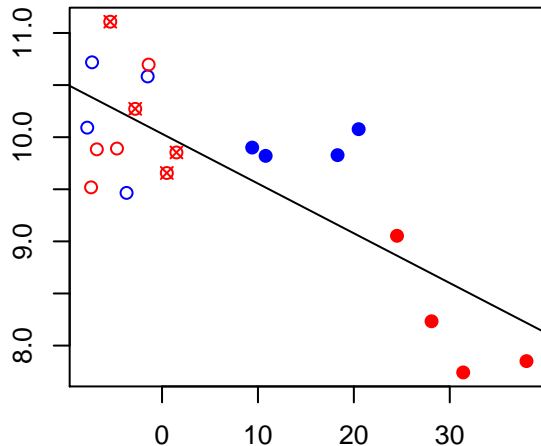

Dmgdh

p-value = 0.00070274

logFC = -0.047

Log2Expression

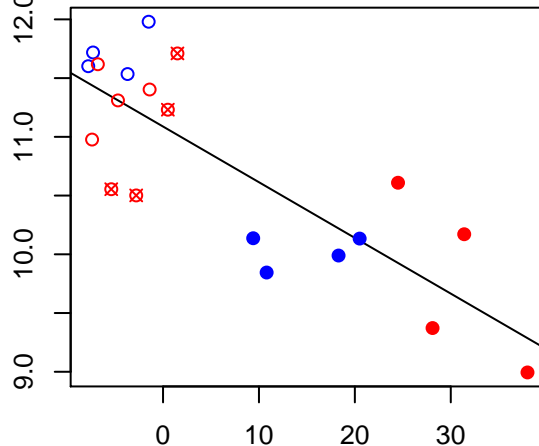

Snhg11

p-value = 0.00031384

logFC = -0.047

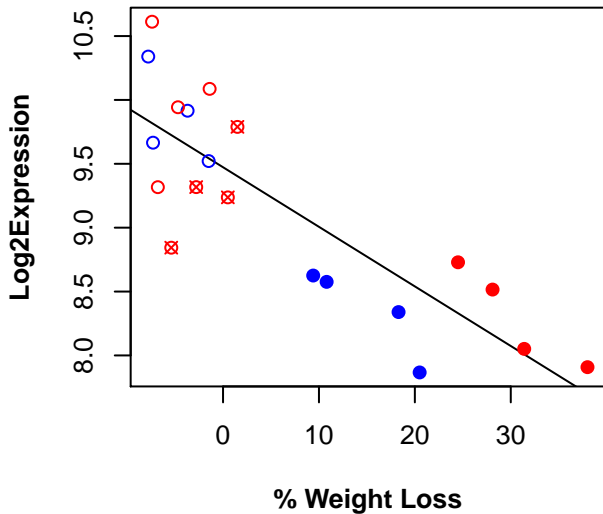

Slc25a1

p-value = 2.96e-05

logFC = -0.046

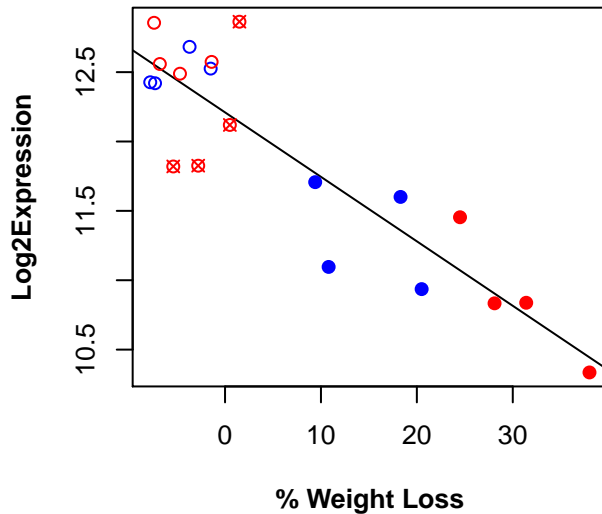

Aes

p-value = 0.00031538

logFC = -0.046

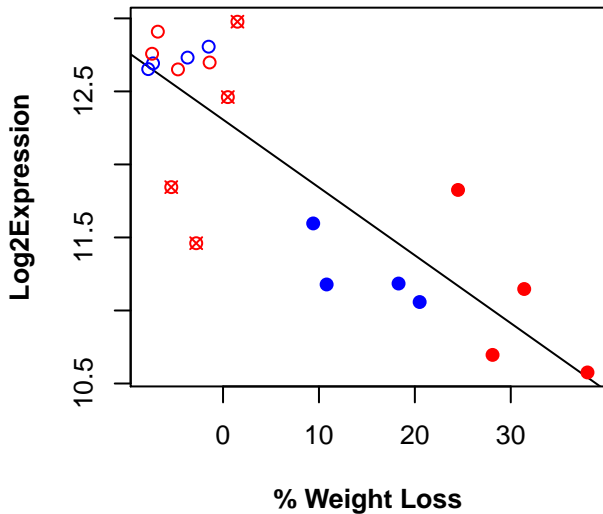

LOC100040592

p-value = 6.89e-05

logFC = -0.046

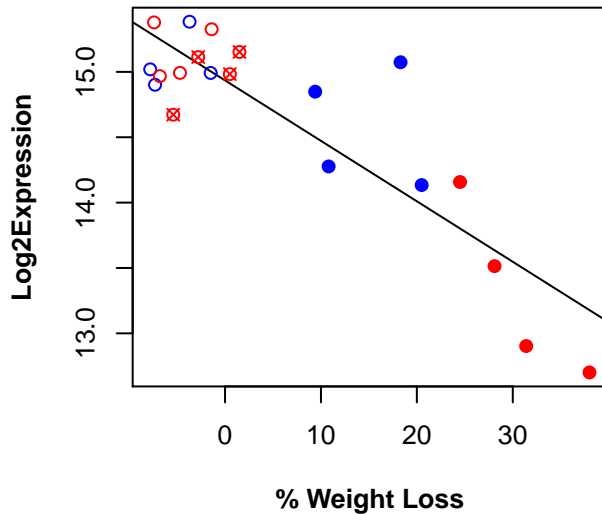

Lss

p-value = 3.5×10^{-5}

logFC = -0.046

Log2Expression

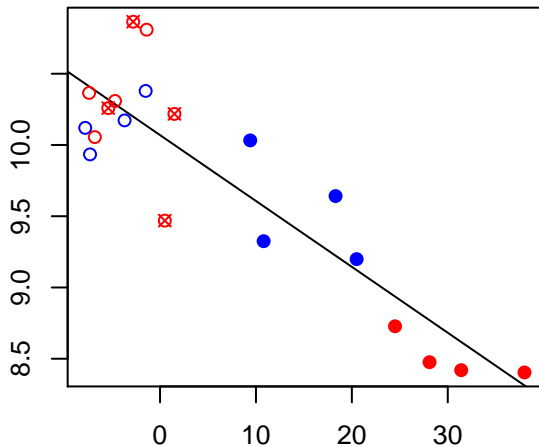

Slc38a4

p-value = 0.00209123

logFC = -0.046

Log2Expression

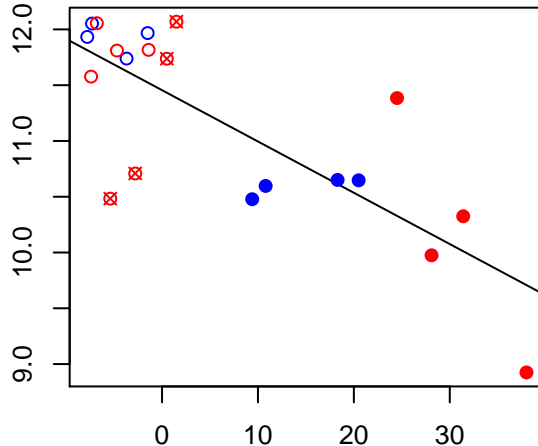

C1qb

p-value = 0.0005838

logFC = 0.046

Log2Expression

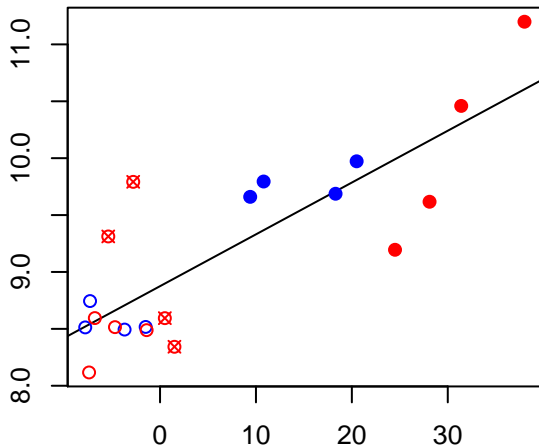

Bdh2

p-value = 0.00043762

logFC = -0.045

Log2Expression

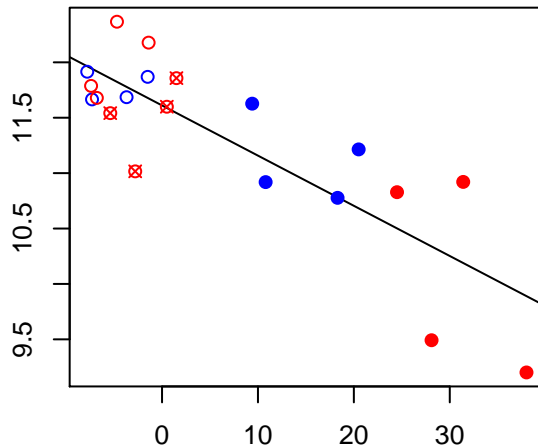

Aadacl1

p - value = 3.25×10^{-5}

logFC = 0.045

Log2Expression

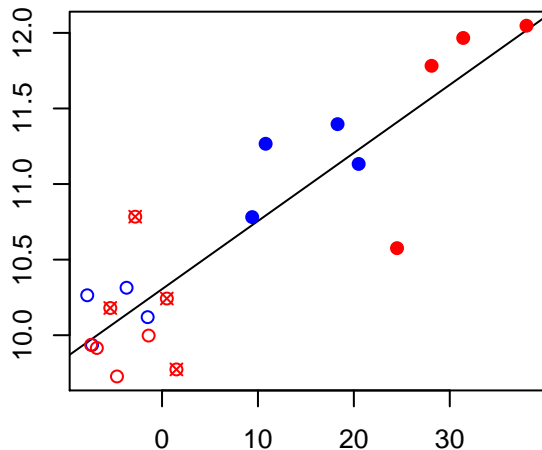

% Weight Loss

Arg1

p - value = 0.00013648

logFC = -0.044

Log2Expression

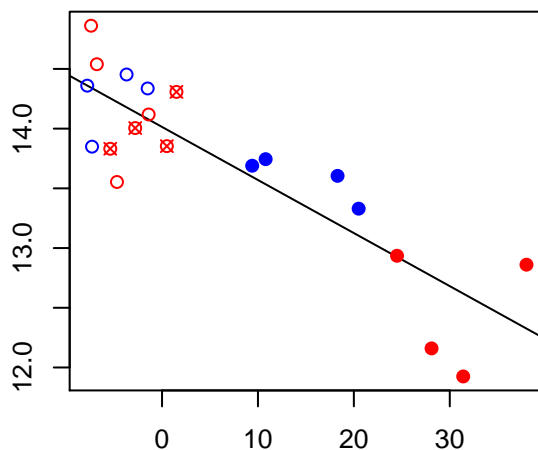

% Weight Loss

Slc25a33

p - value = 0.00027052

logFC = 0.043

Log2Expression

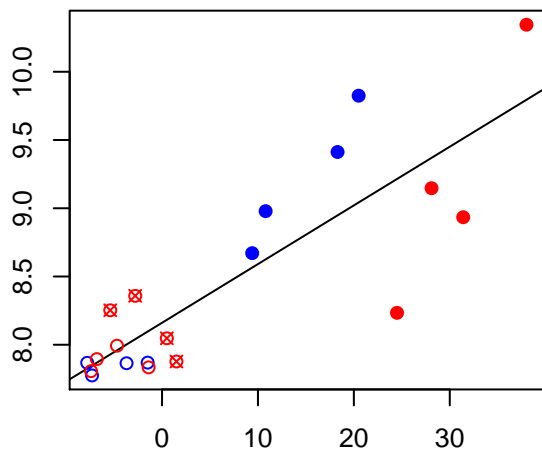

% Weight Loss

Spata2L

p - value = 0.00252103

logFC = -0.043

Log2Expression

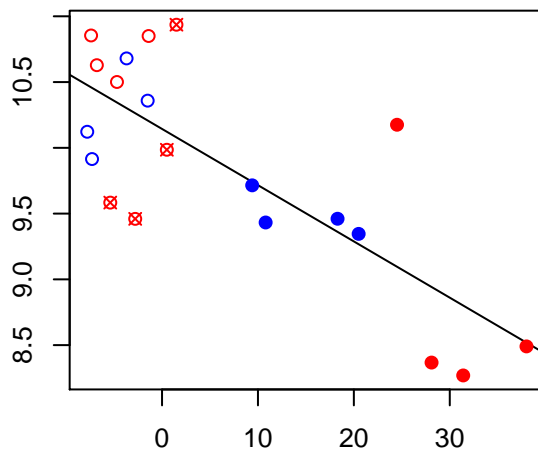

% Weight Loss

Hadhb

p-value = 0.00034435

logFC = 0.042

Log2Expression

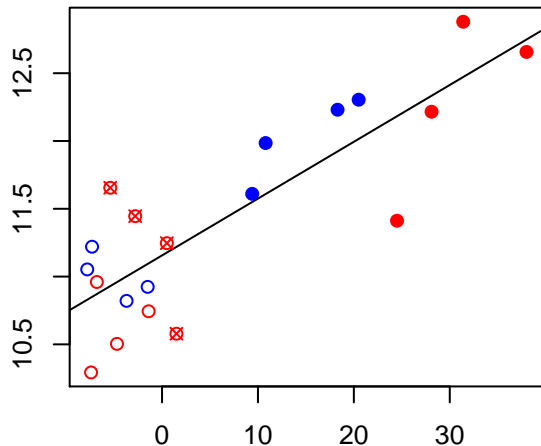

Gsta3

p-value = 5.52e-05

logFC = -0.042

Log2Expression

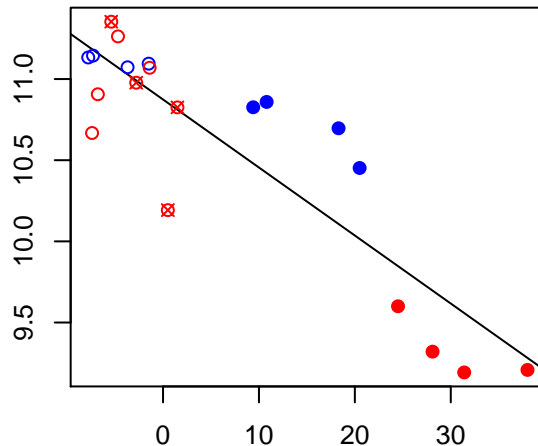

H2-Ab1

p-value = 0.00153391

logFC = 0.042

Log2Expression

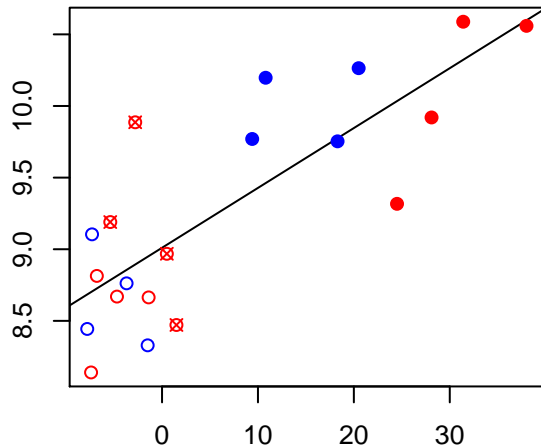

Pls3

p-value = 0.00220641

logFC = -0.041

Log2Expression

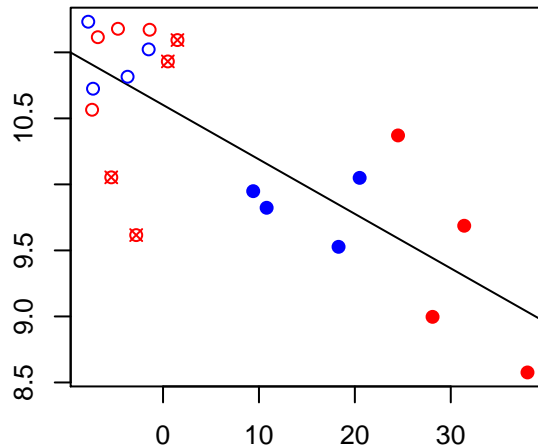

9130409I23Rik

p-value = 0.00115556

logFC = -0.041

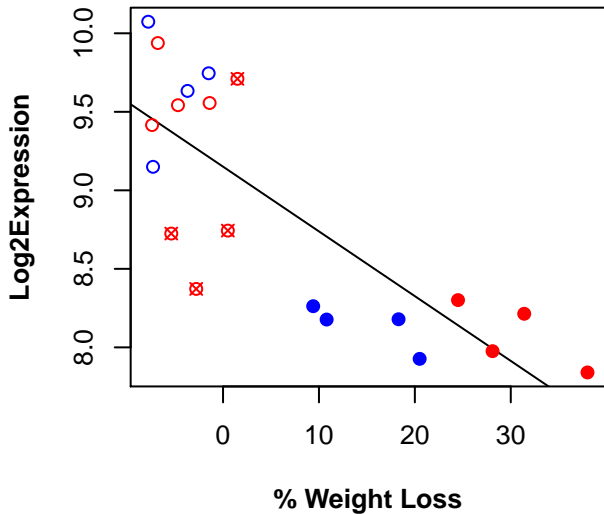

Dbndd2

p-value = 0.00070274

logFC = 0.041

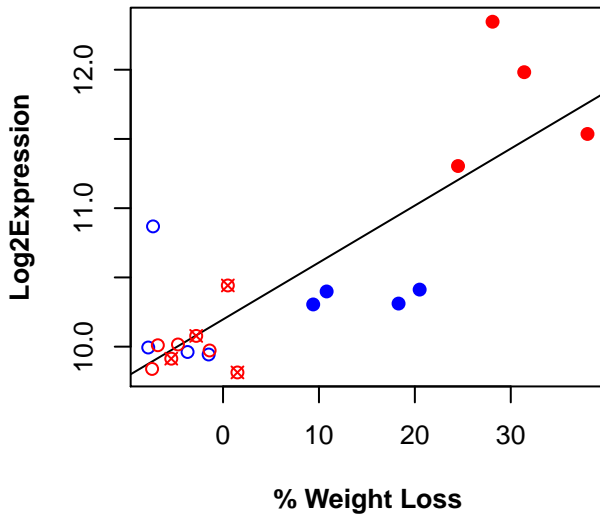

Dcxr

p-value = 0.00019154

logFC = -0.041

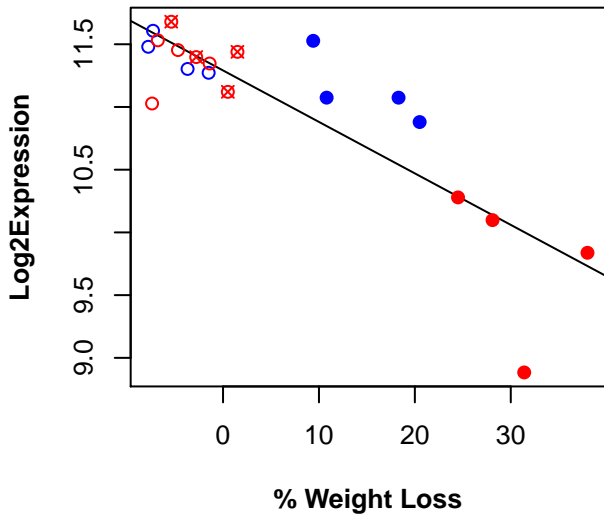

Hsd17b10

p-value = 0.00012523

logFC = -0.041

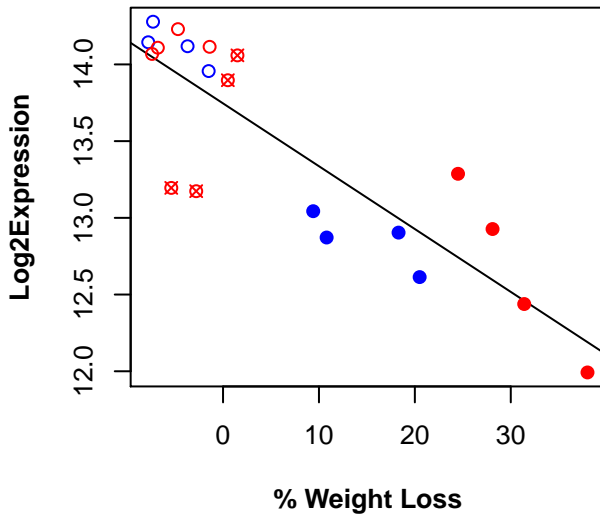

Fn3k

p - value = 0.00017901

logFC = -0.04

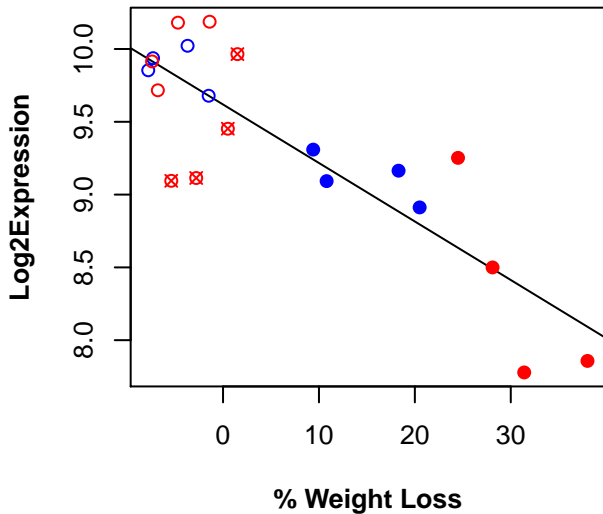

Es22

p - value = 0.00073945

logFC = -0.04

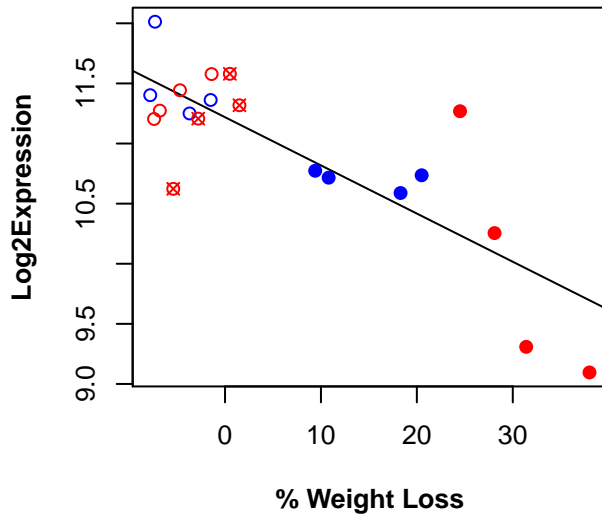

Gpsn2

p - value = 6.14e-06

logFC = -0.039

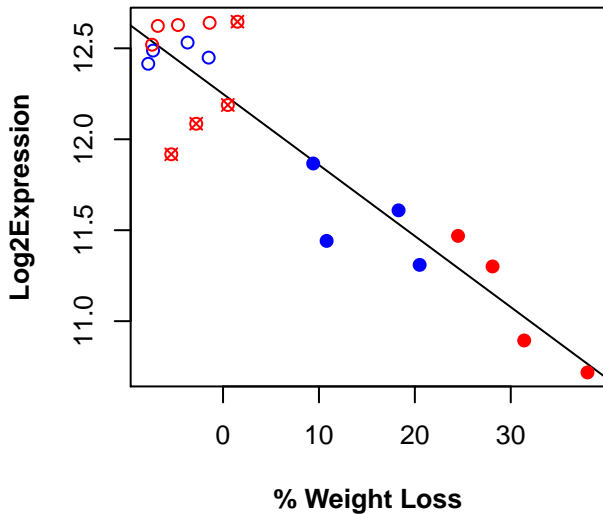

Mvd

p - value = 0.00017351

logFC = -0.039

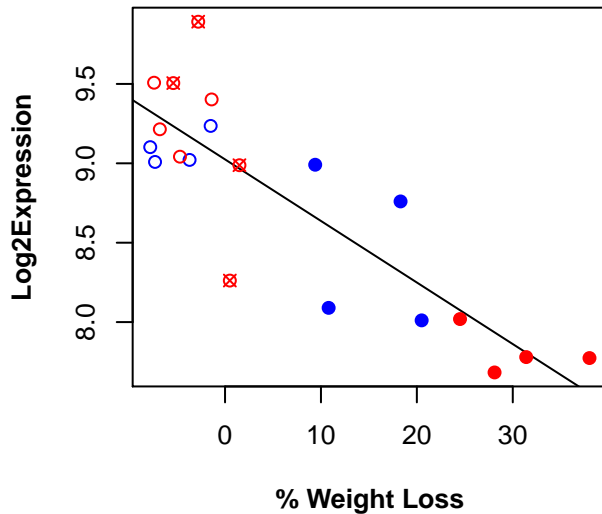

Mfsd2

p-value = 0.00122645

logFC = -0.038

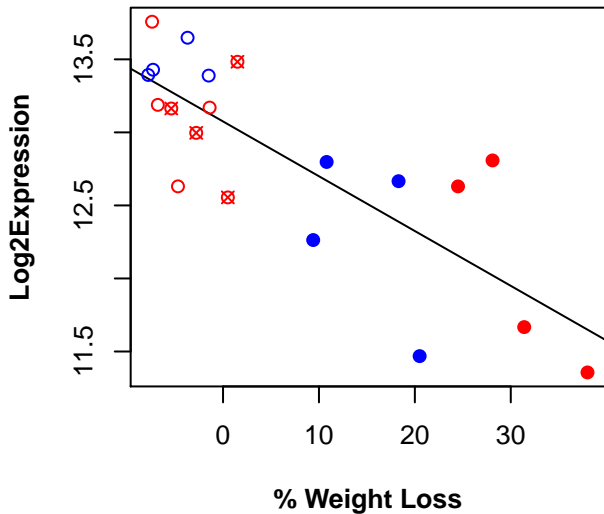

Ung

p-value = 0.00020983

logFC = 0.037

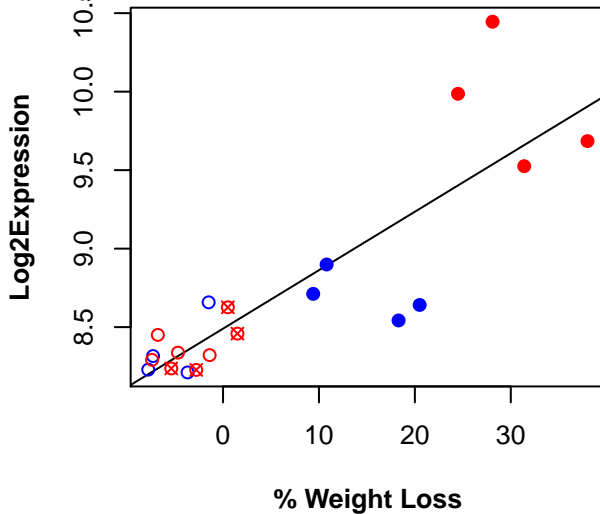

Otc

p-value = 0.00202876

logFC = -0.037

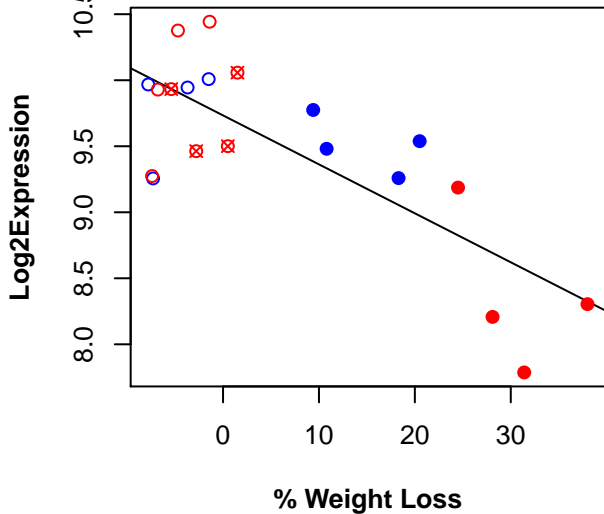

Tmsb4x

p-value = 0.00016065

logFC = 0.037

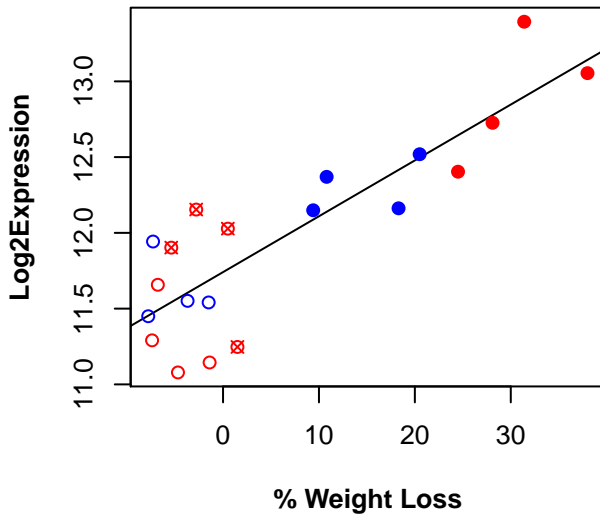

Slc6a12

p-value = 0.00107959

logFC = -0.037

Log2Expression

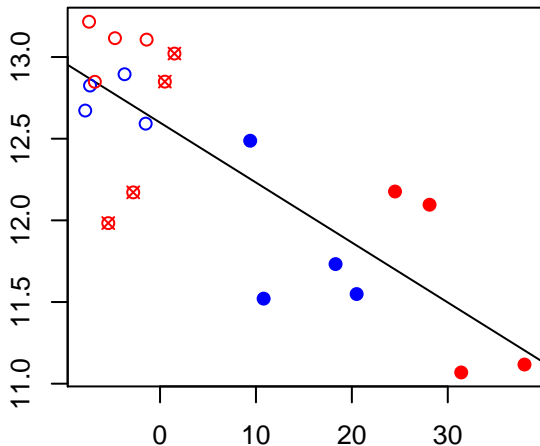

Acat2

p-value = 8.77e-06

logFC = -0.037

Log2Expression

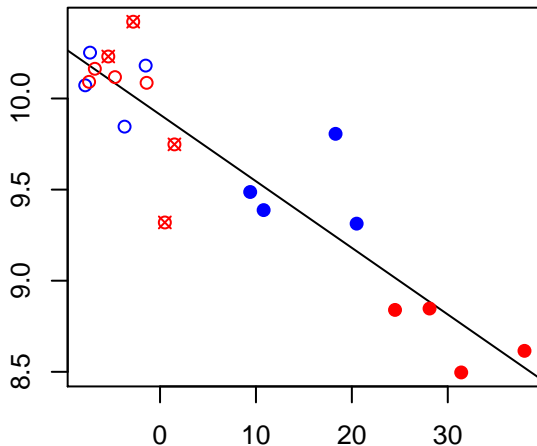

Ppp1r1b

p-value = 0.00166364

logFC = -0.037

Log2Expression

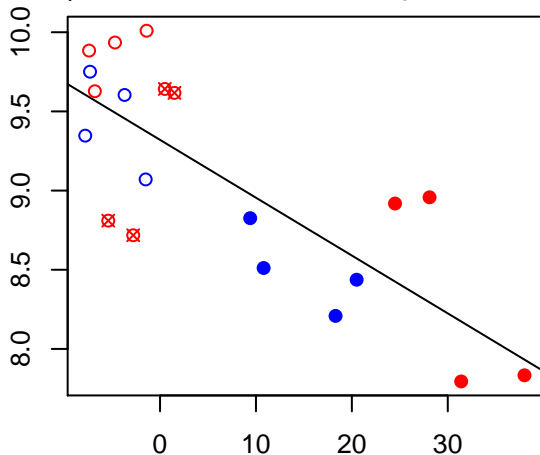

Rps11

p-value = 0.0012429

logFC = 0.036

Log2Expression

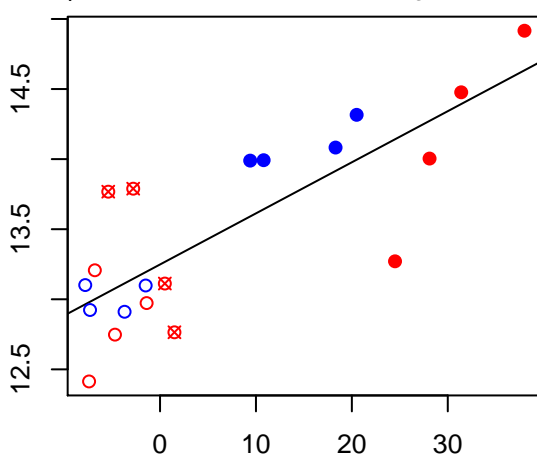

Cisd1

p-value = 0.00116607

logFC = -0.036

Log2Expression

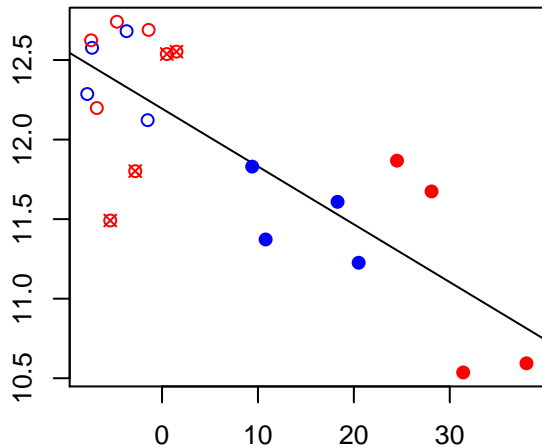

Socs2

p-value = 0.00069244

logFC = 0.036

Log2Expression

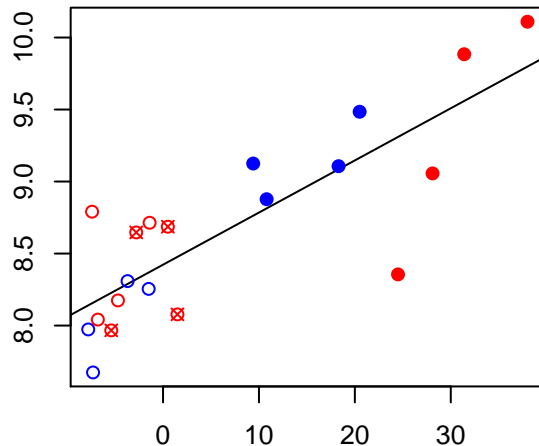

Zfp36

p-value = 0.00114449

logFC = -0.036

Log2Expression

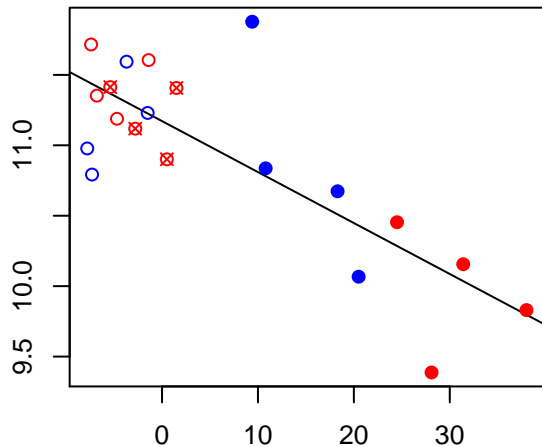

LOC100046120

p-value = 0.00179127

logFC = 0.036

Log2Expression

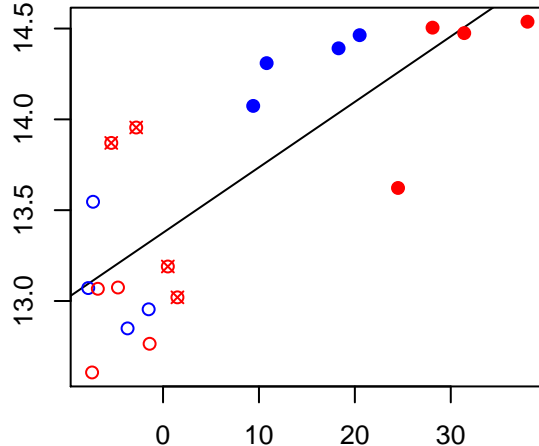

Snx10

p-value = 0.00161689

logFC = 0.036

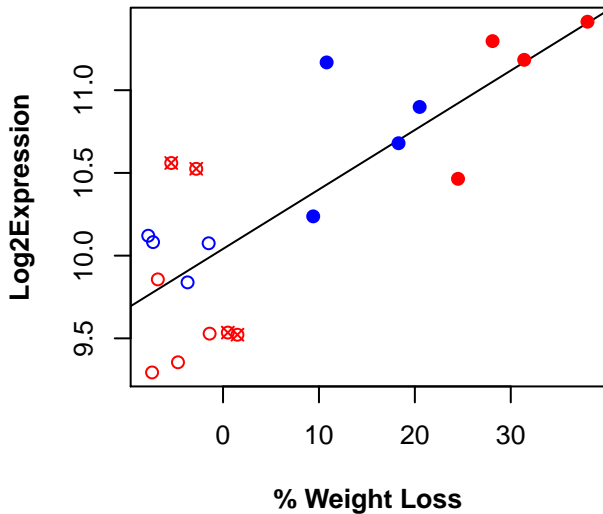

Slc44a1

p-value = 5.28e-05

logFC = -0.036

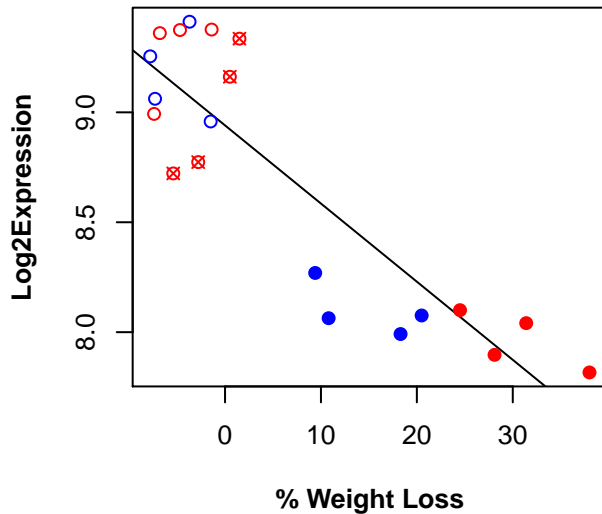

Ttc36

p-value = 0.00048058

logFC = -0.035

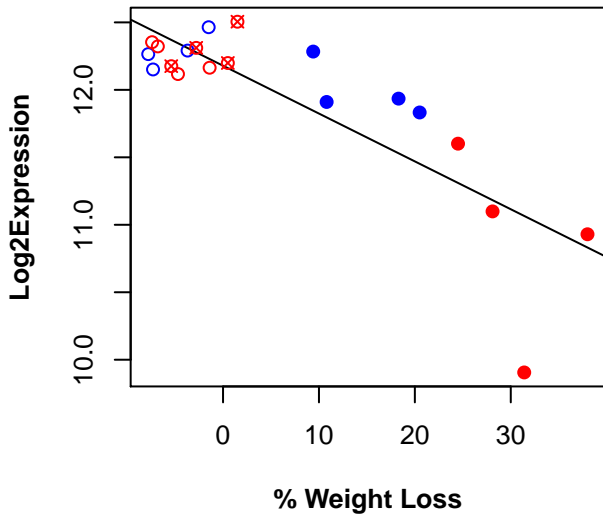

Fam158a

p-value = 0.00198001

logFC = -0.035

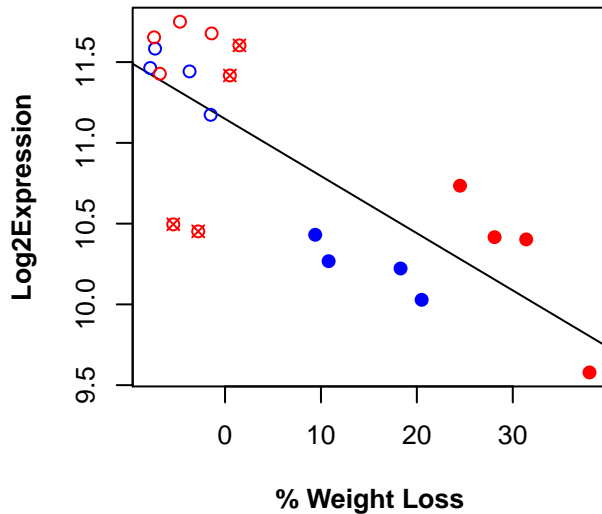

C530044N13Rik

p – value = 0.00223245

$$\log FC = -0.035$$
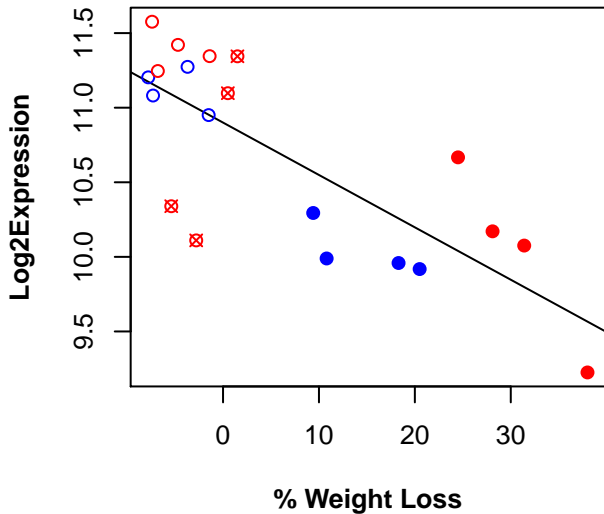

Dusp6

p – value = 0.00013148

$$\log FC = 0.035$$
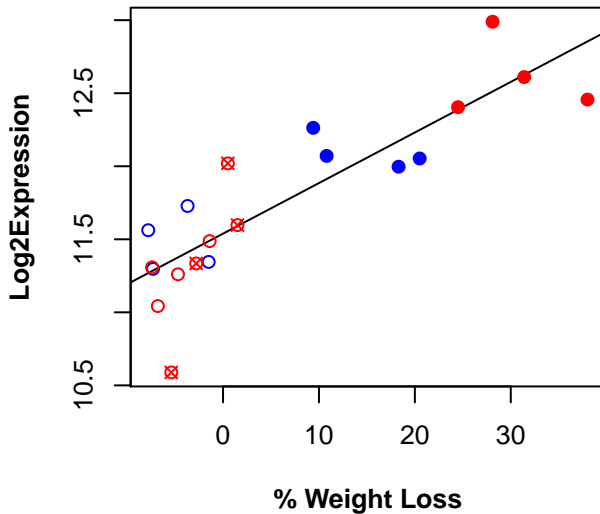

Slco2b1

p-value = 3.51e-05

$$\log FC = -0.034$$
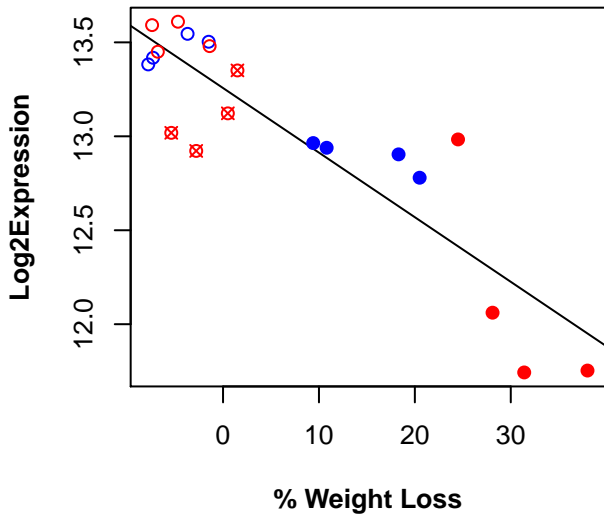

Psen2

p – value = 7.47e–05

$$\log FC = -0.034$$
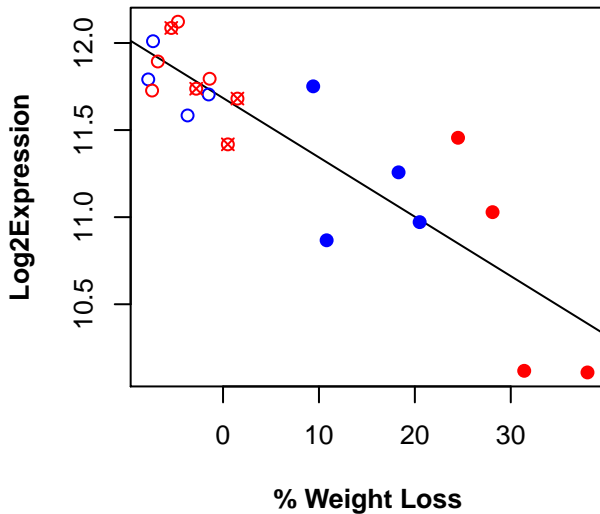

Maged1

p-value = $3.3\text{e-}07$

logFC = 0.034

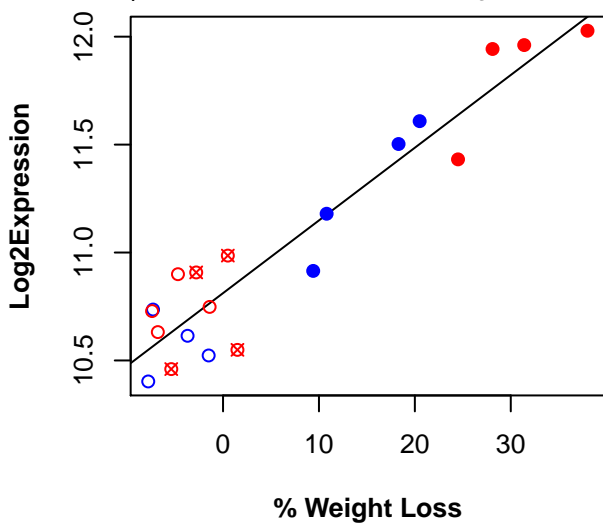

Parva

p-value = $8.78\text{e-}06$

logFC = -0.034

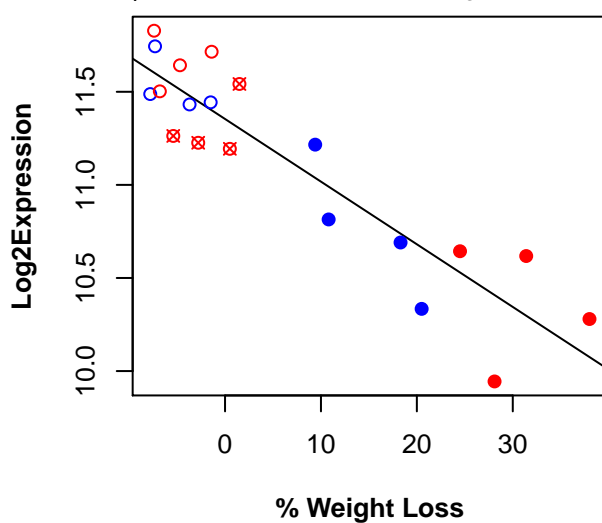

Oprs1

p-value = 0.00119153

logFC = -0.033

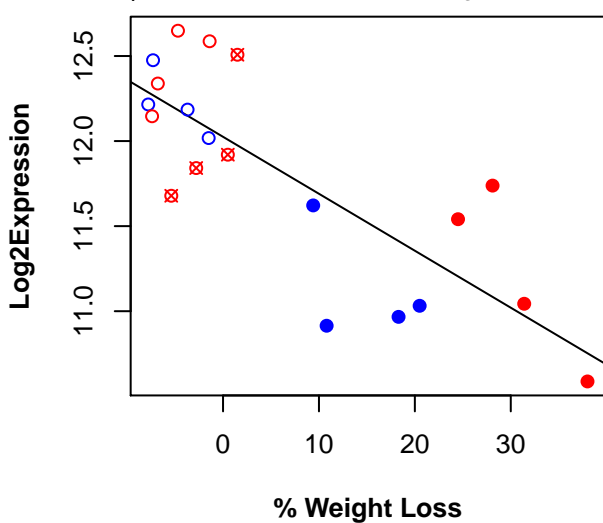

Chac1

p-value = $7.47\text{e-}05$

logFC = 0.033

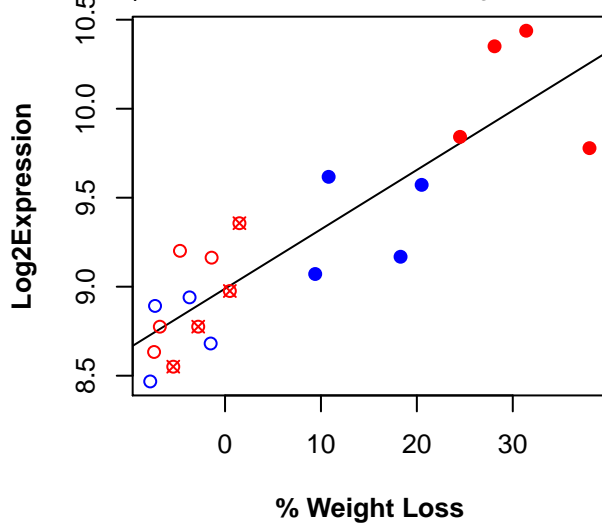

Akr1c19

p-value = 0.00145339

logFC = -0.033

Log2Expression

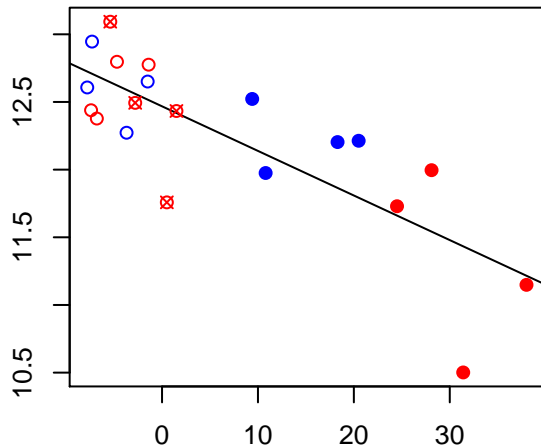

Rpl27a

p-value = 6.77e-05

logFC = 0.033

Log2Expression

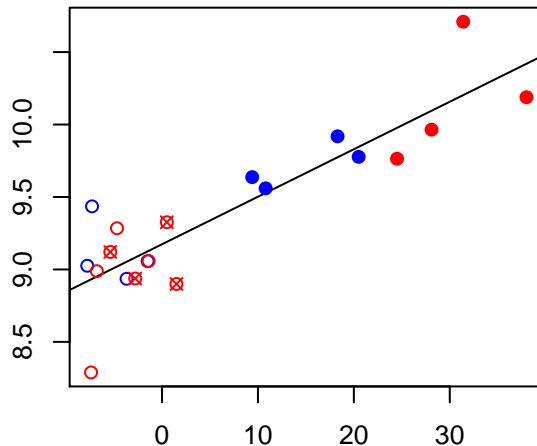

2410004L22Rik

p-value = 0.00116607

logFC = 0.032

Log2Expression

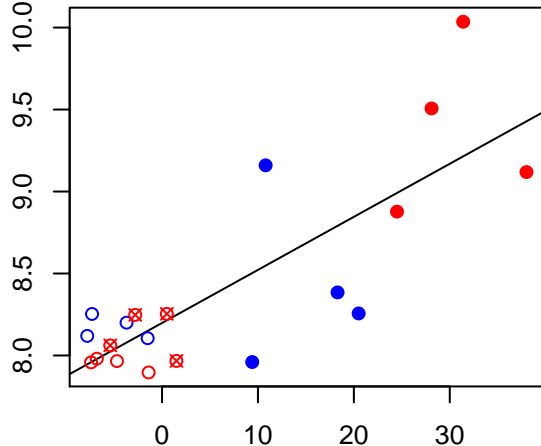

Fcer1g

p-value = 0.00185965

logFC = 0.032

Log2Expression

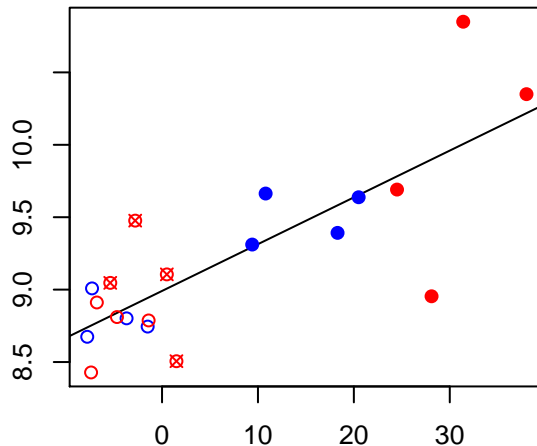

Rpl31

p-value = 0.00042433

logFC = 0.032

Log2Expression

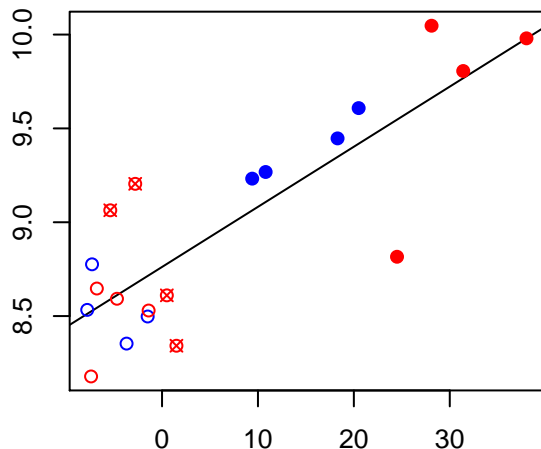

% Weight Loss

Gstt1

p-value = 0.00127682

logFC = -0.032

Log2Expression

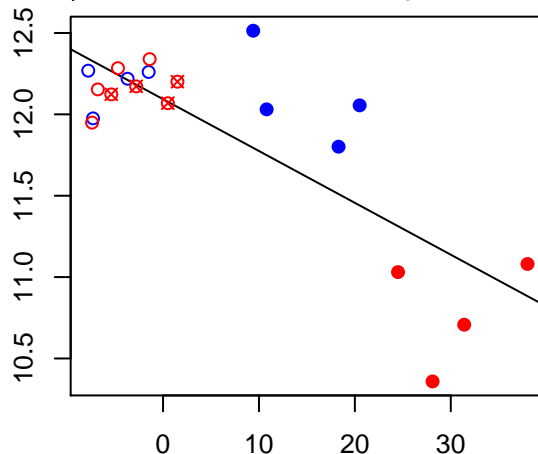

% Weight Loss

Tmem184b

p-value = 0.00043762

logFC = 0.032

Log2Expression

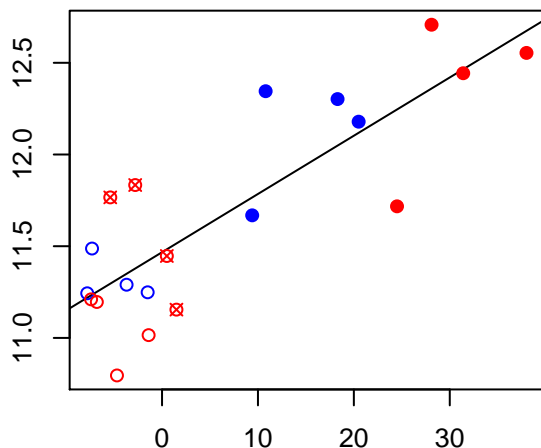

% Weight Loss

Acot11

p-value = 0.00010813

logFC = -0.032

Log2Expression

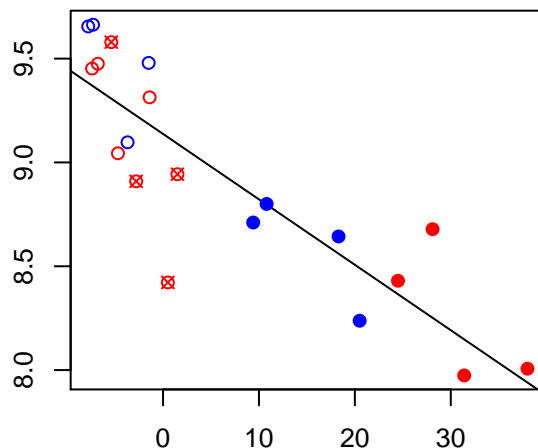

% Weight Loss

Kynup - value = $3.95e-05$ logFC = -0.031 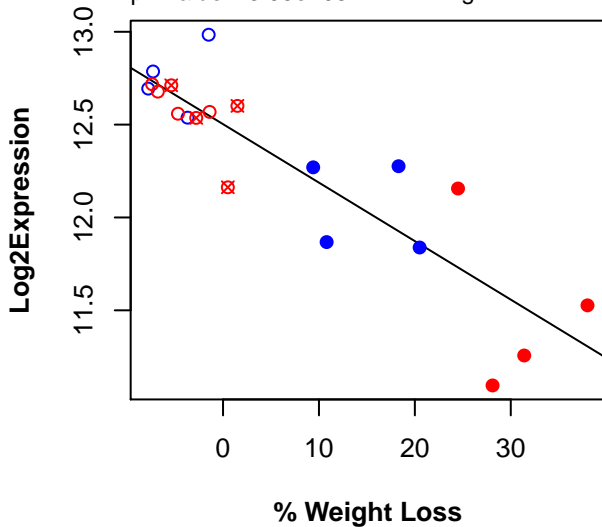**Timd2**p - value = 0.00045437 logFC = -0.031 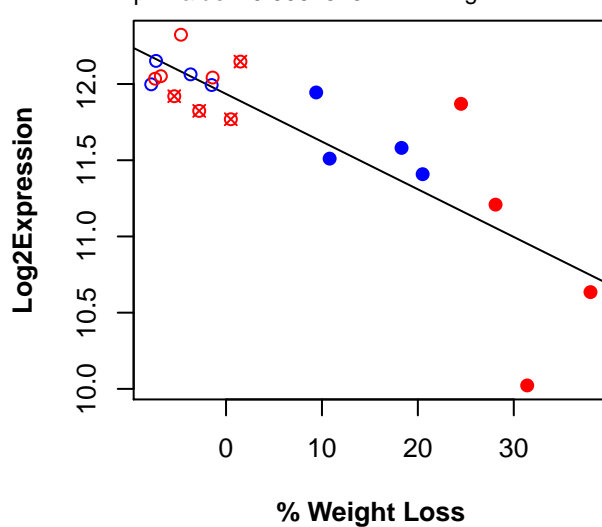**Gpt1**p - value = $3.95e-05$ logFC = -0.031 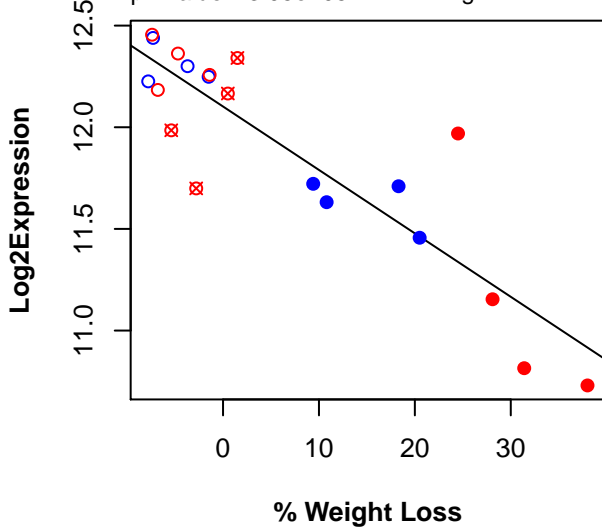**Agpat9**p - value = 0.0004377 logFC = 0.031 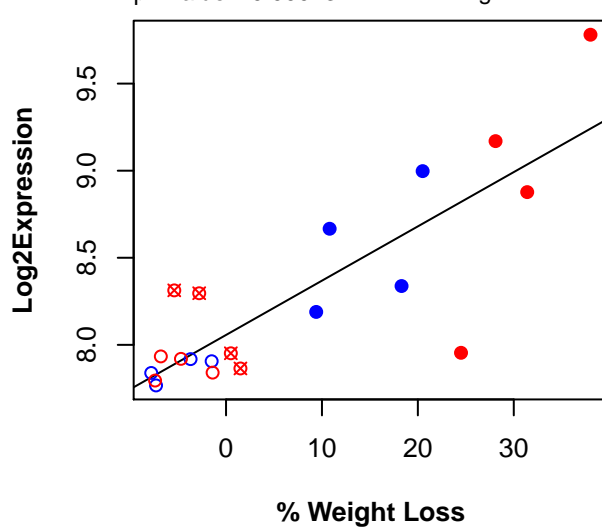

Rps19

p - value = 0.00064103

logFC = 0.031

Log2Expression

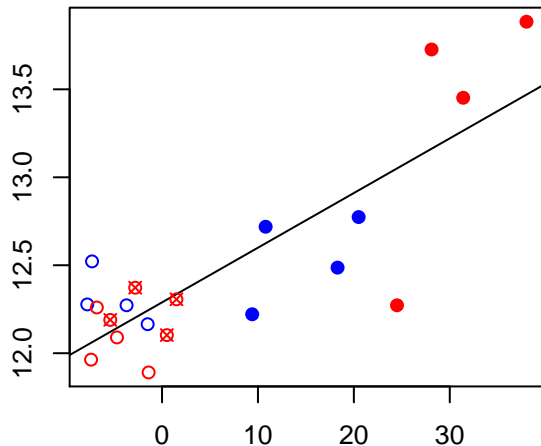

lyd

p - value = 0.00028922

logFC = -0.031

Log2Expression

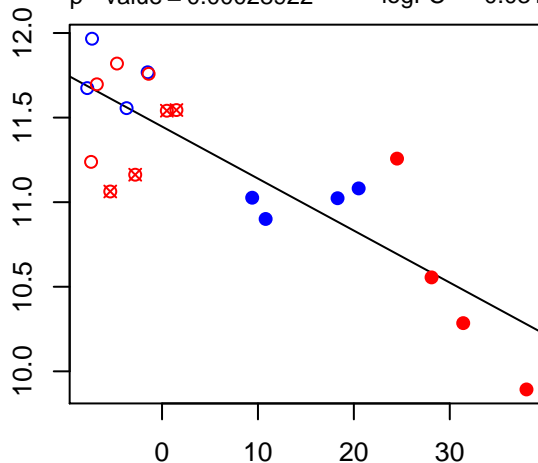

Serpinc1

p - value = 8.8e-05

logFC = -0.03

Log2Expression

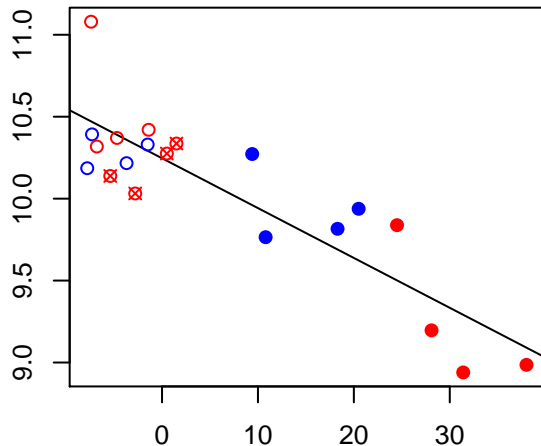

Obrgrp

p - value = 0.00109177

logFC = 0.03

Log2Expression

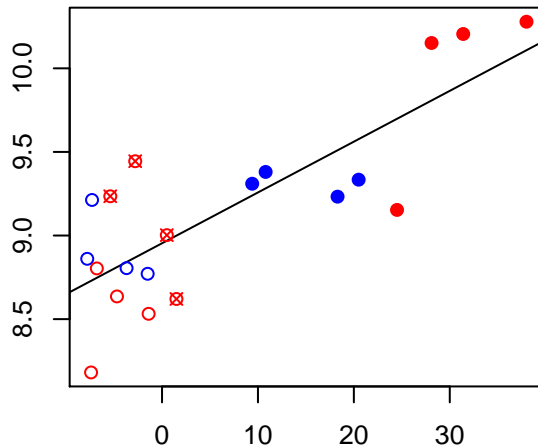

p-value = 0.00016672   logFC = 0.03

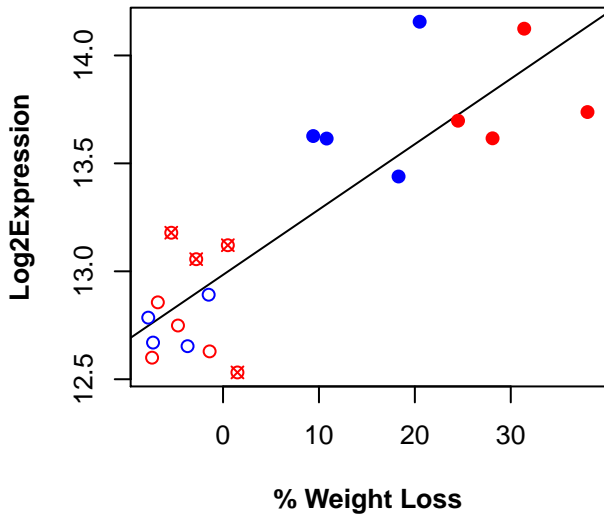

p-value = 0.00036181   logFC = -0.03

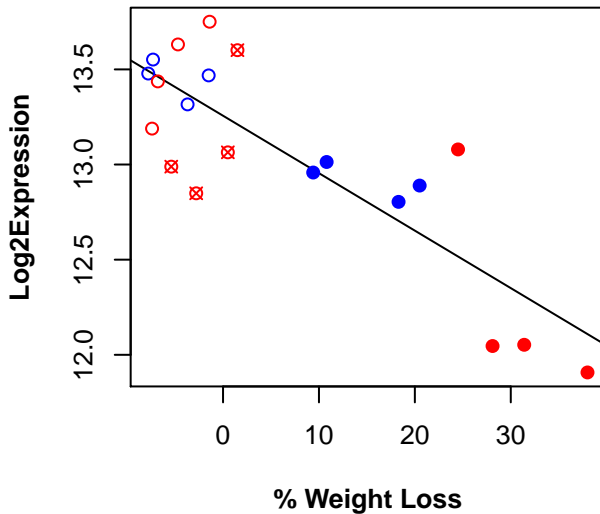

p-value = 0.00021122   logFC = -0.03

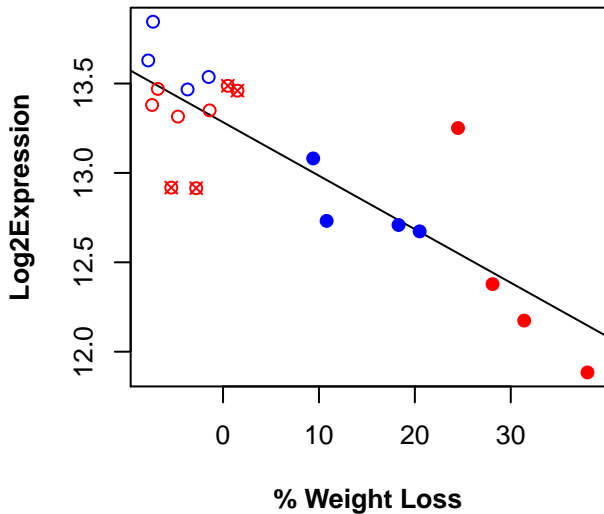

p-value = 0.0005838   logFC = -0.03

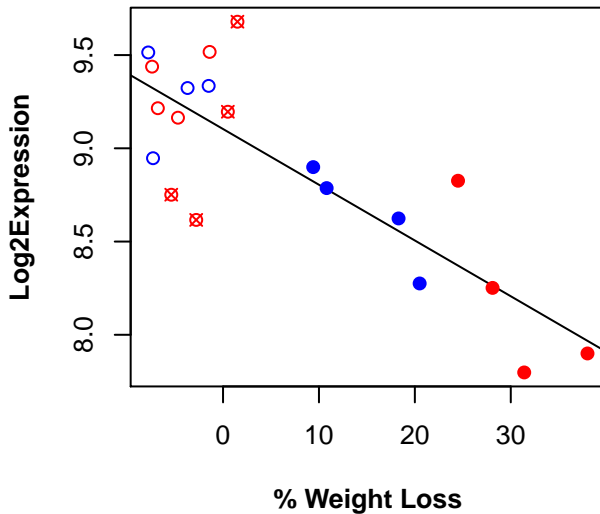

Tsc22d3

p-value = 0.00185965

logFC = -0.03

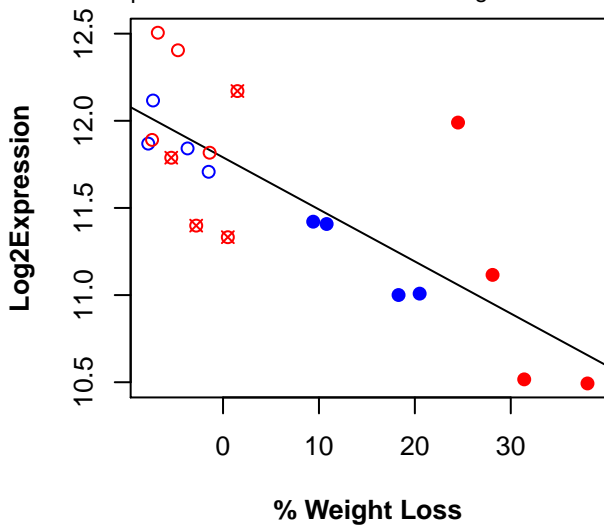

Nipsnap1

p-value = 1.01e-06

logFC = -0.03

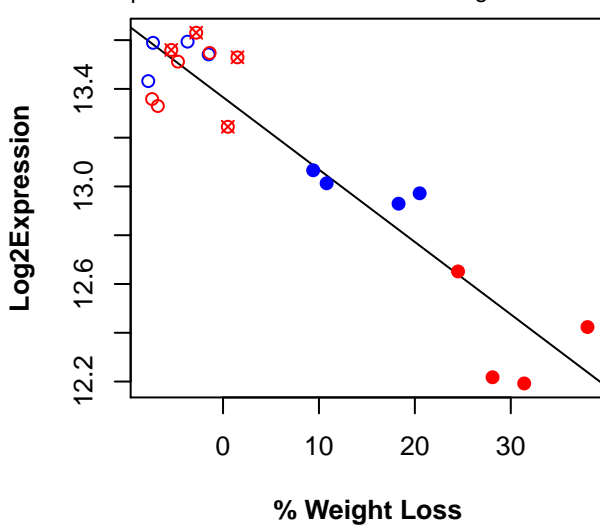

Hsp90ab1

p-value = 0.0016255

logFC = 0.029

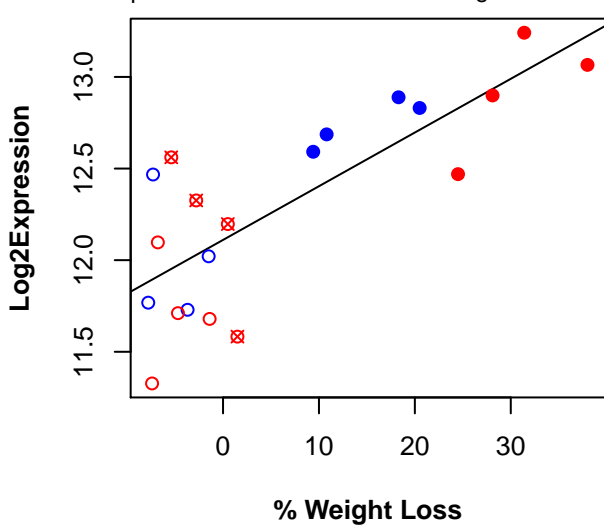

Dpp7

p-value = 0.0005486

logFC = 0.029

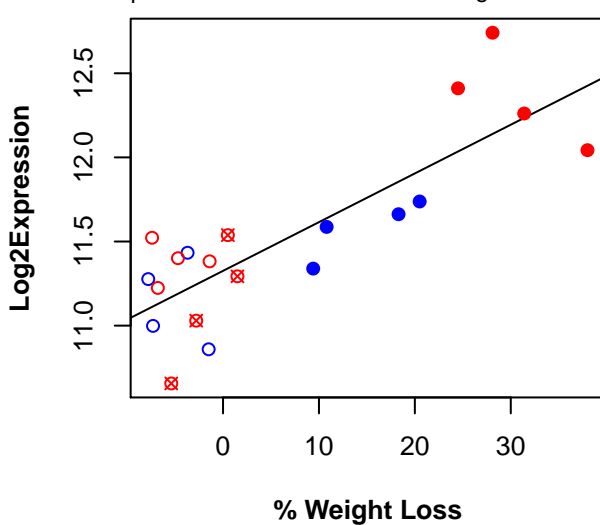

Cd44

p - value = 0.00086142

logFC = 0.029

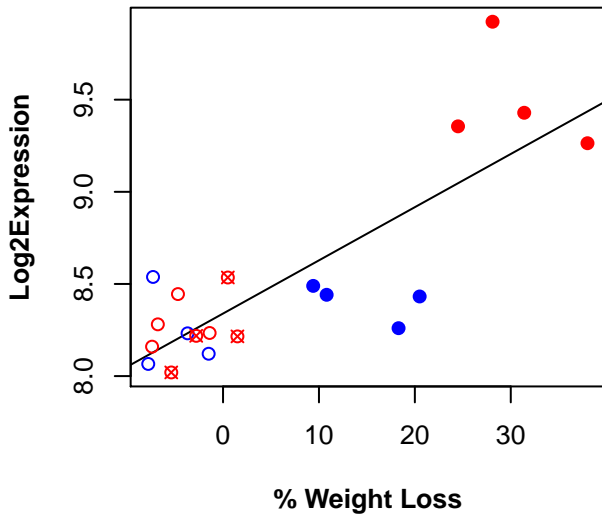

2310045A20Rik

p - value = 5.54e-06

logFC = 0.029

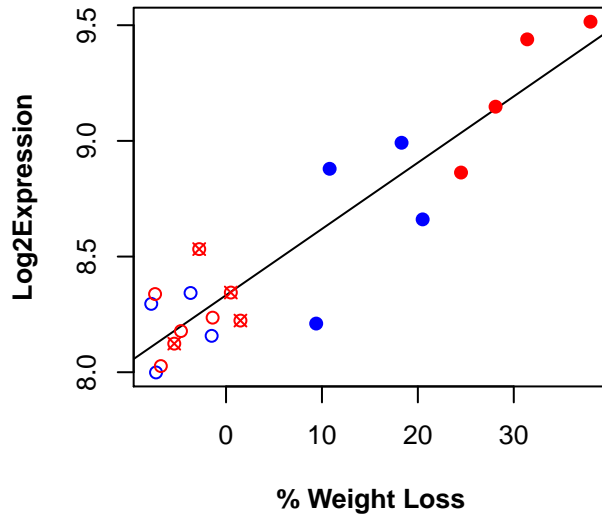

5730472N09Rik

p - value = 9.76e-06

logFC = -0.029

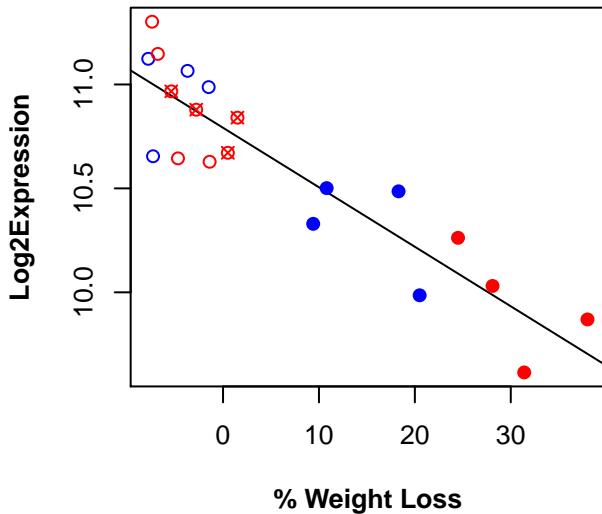

Tmem208

p - value = 0.00132744

logFC = 0.029

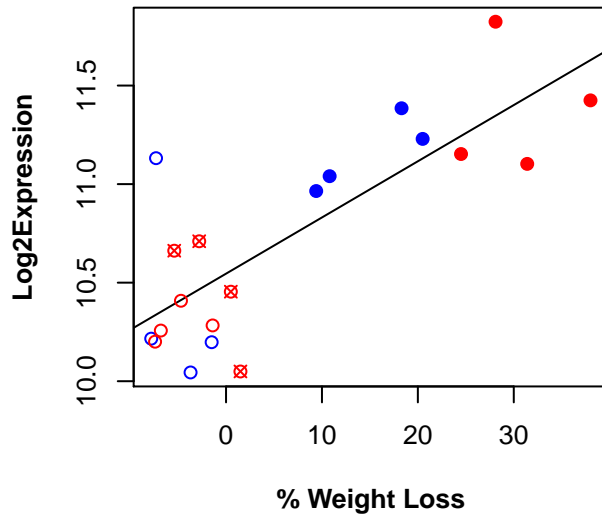

Ets2

p-value = 0.00111114

logFC = 0.028

Log2Expression

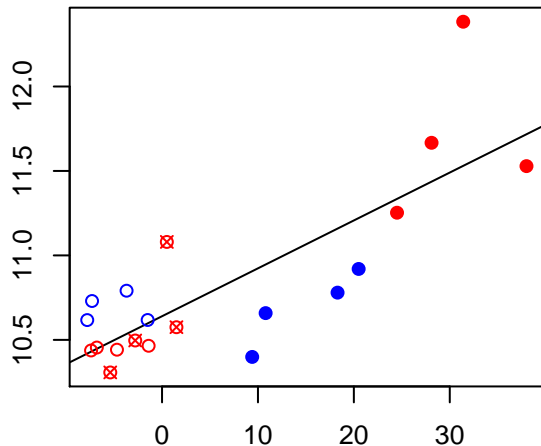

Klhdc2

p-value = 0.00020983

logFC = 0.028

Log2Expression

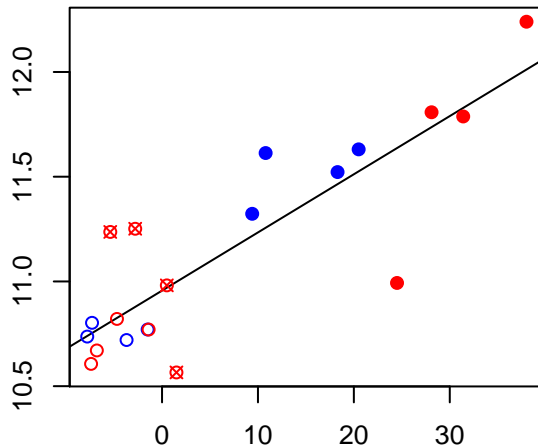

Robo1

p-value = 0.00028569

logFC = -0.028

Log2Expression

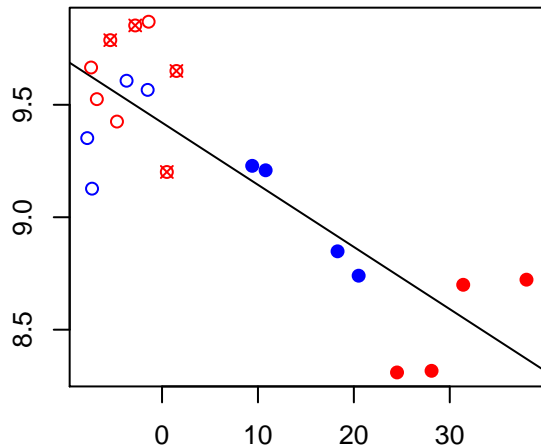

Mmab

p-value = 2.96e-05

logFC = -0.028

Log2Expression

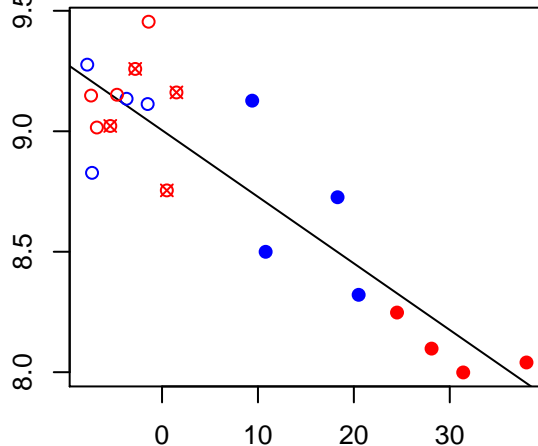

MacroD1

p-value = 0.001609

logFC = -0.027

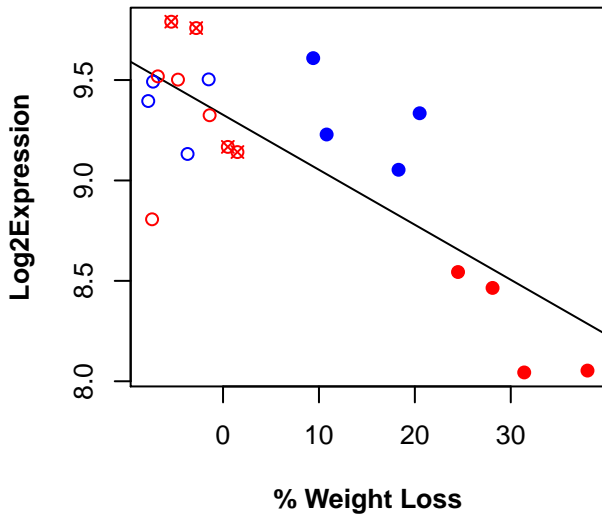

Slc29a1

p-value = 0.00178285

logFC = -0.027

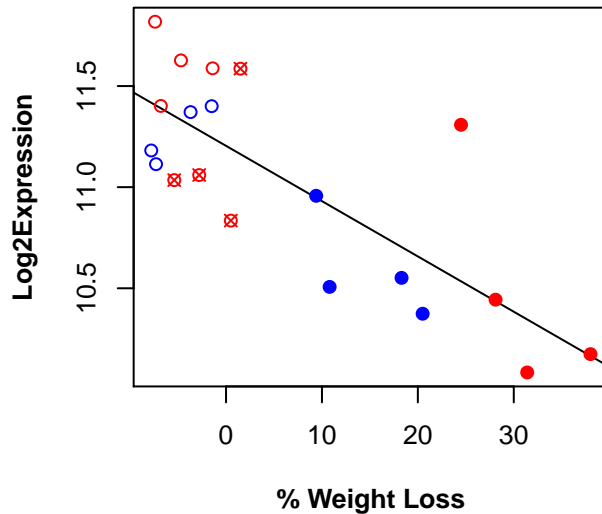

Hao3

p-value = 0.00161689

logFC = -0.027

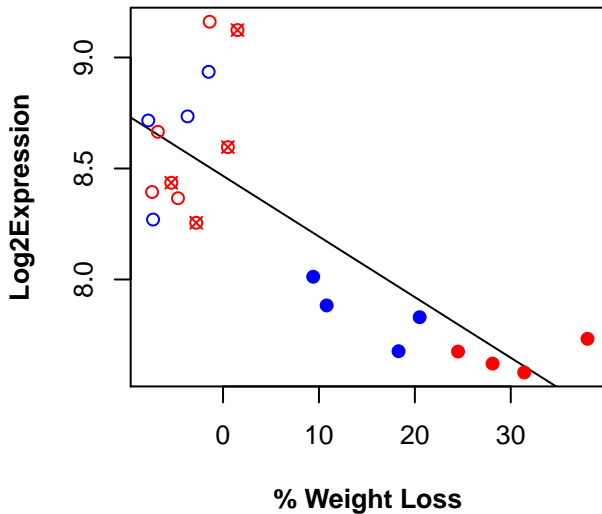

Hyl

p-value = 0.00189688

logFC = -0.027

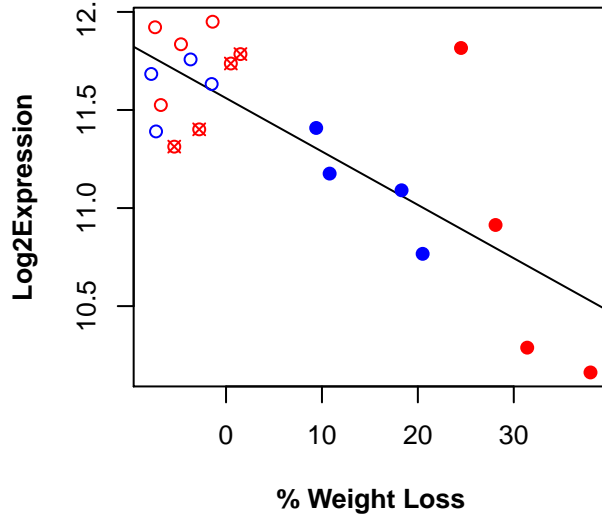

1500012F01Rik

p - value = 0.0005486

logFC = 0.027

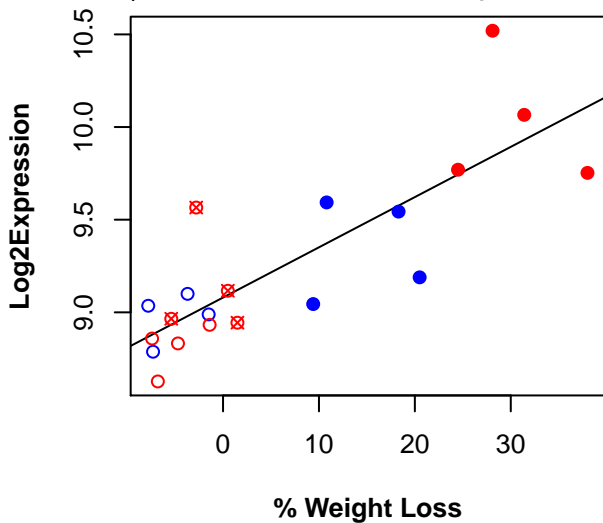

Baat

p - value = 0.00146023

logFC = -0.027

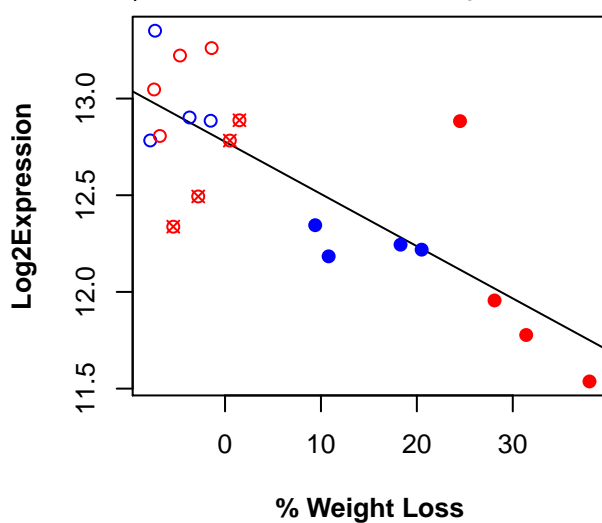

Tcea3

p - value = 0.00044423

logFC = -0.027

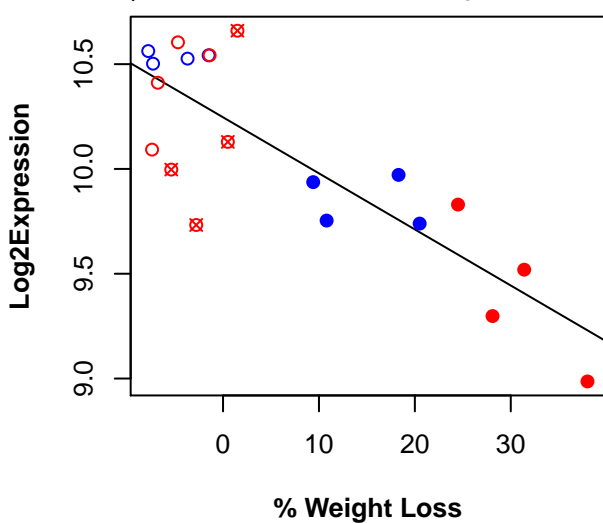

Cyb5r3

p - value = 0.00013666

logFC = -0.026

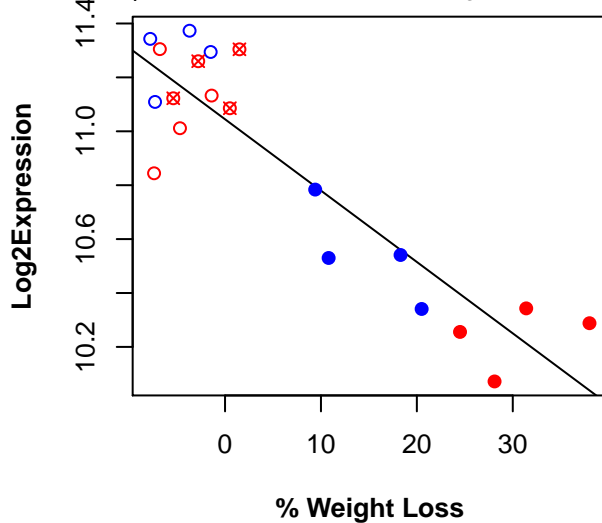

LOC218963

p-value = 0.00115732

logFC = 0.026

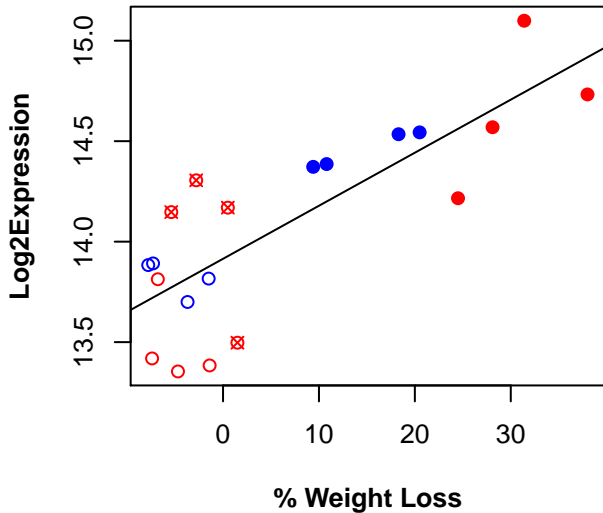

Ankrd56

p-value = 0.00075008

logFC = 0.026

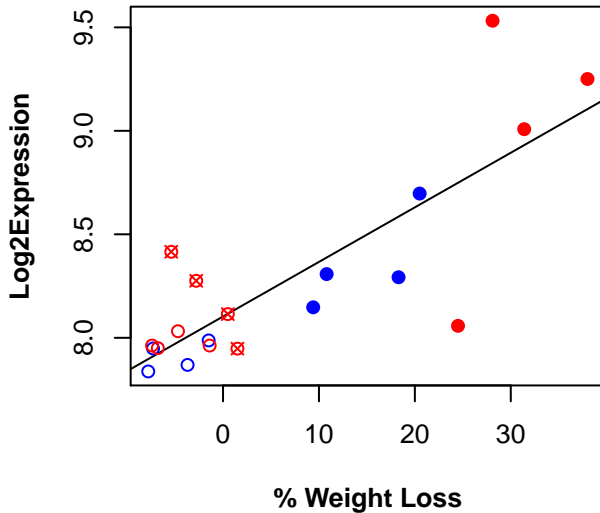

Ednrb

p-value = 0.00065666

logFC = 0.026

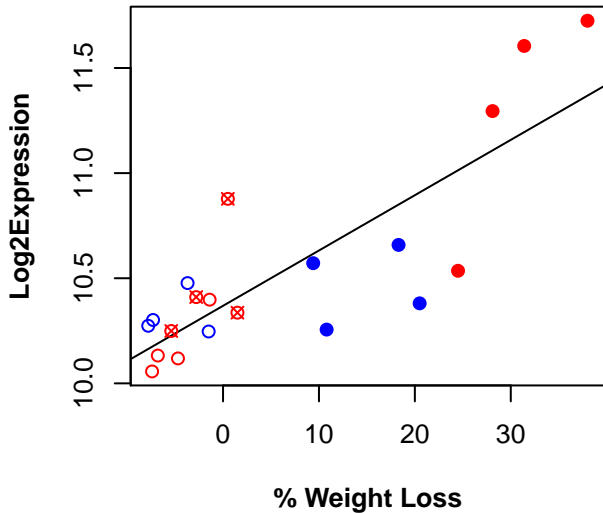

Cstf3

p-value = 0.00038636

logFC = -0.026

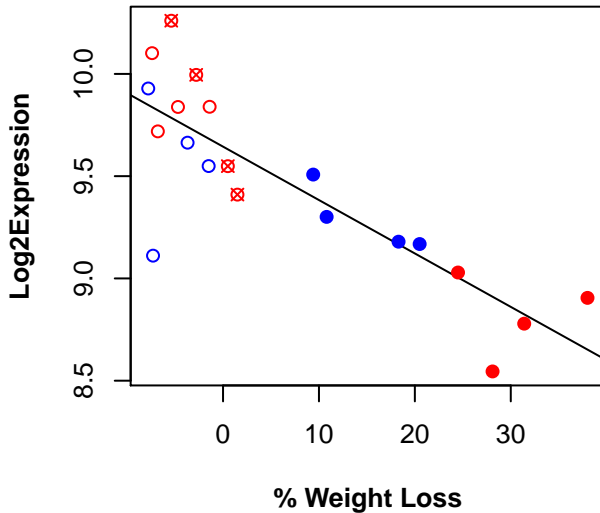

Plscr2

p-value = 0.00088279

logFC = -0.026

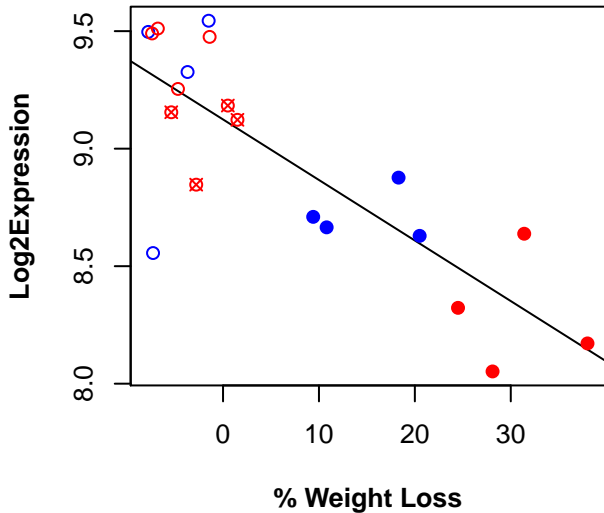

Ndufs8

p-value = 0.00121674

logFC = -0.026

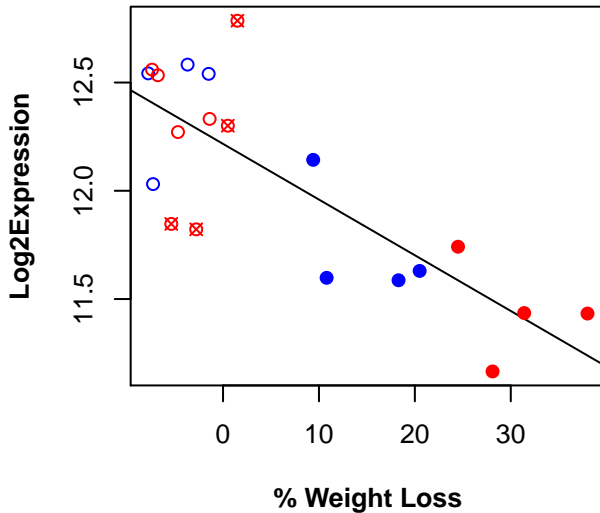

2210418O10Rik

p-value = 9.28e-05

logFC = -0.026

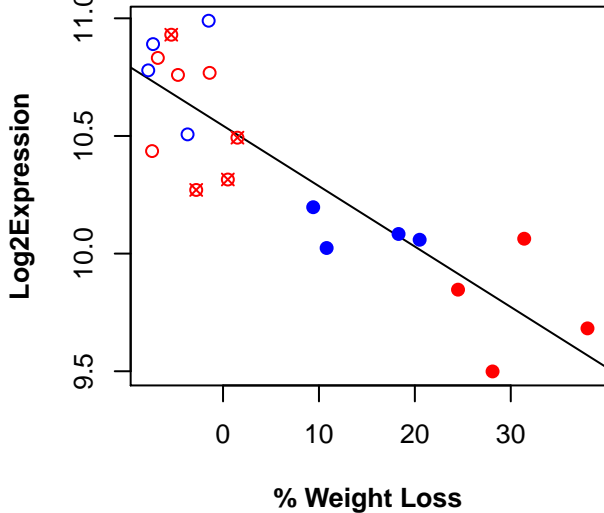

C8g

p-value = 0.00048109

logFC = -0.026

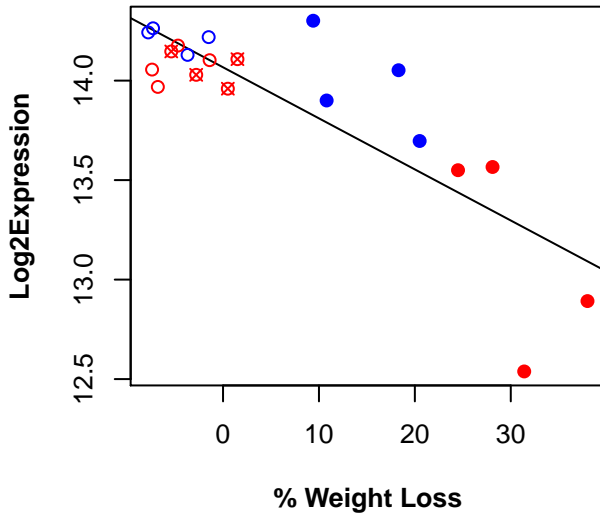

Bloc1s1

p-value = 0.00189248

logFC = -0.025

Log2Expression

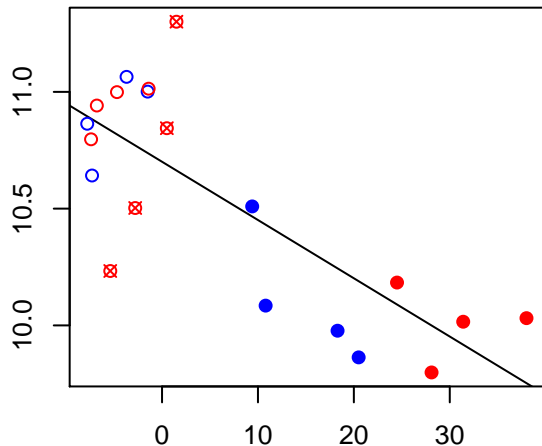

% Weight Loss

Hmga1

p-value = 0.0003954

logFC = 0.025

Log2Expression

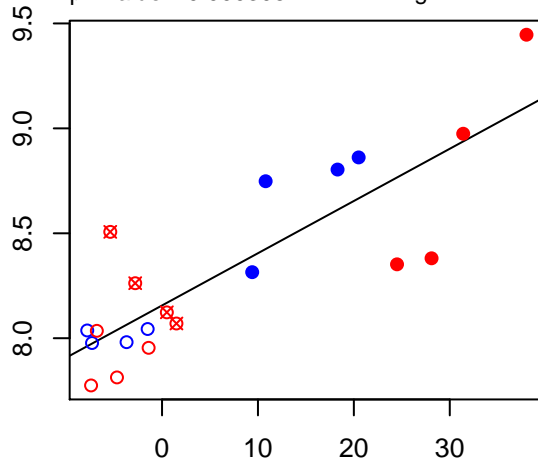

% Weight Loss

2810439F02Rik

p-value = 0.0012429

logFC = -0.025

Log2Expression

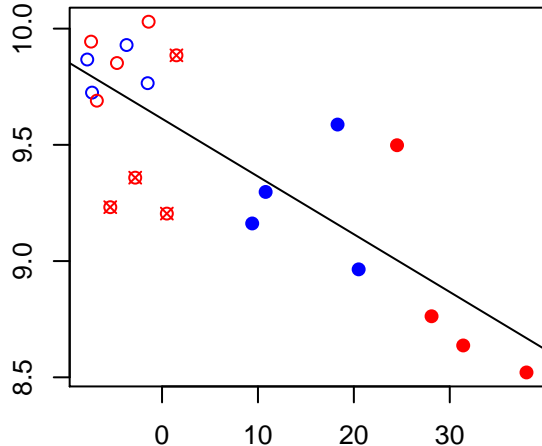

% Weight Loss

Klk1b4

p-value = 0.00189688

logFC = -0.025

Log2Expression

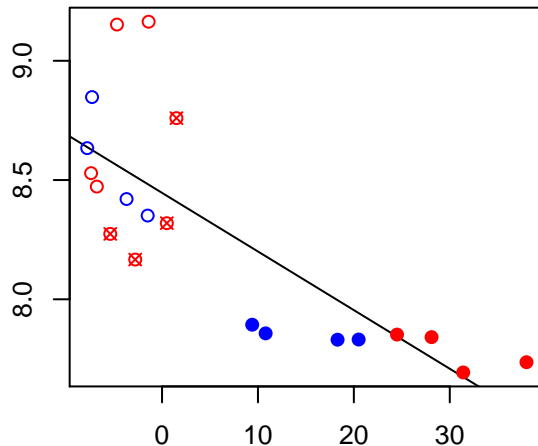

% Weight Loss

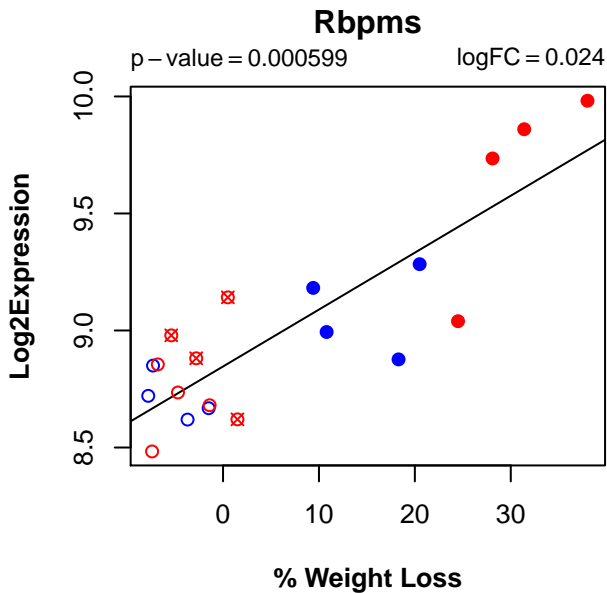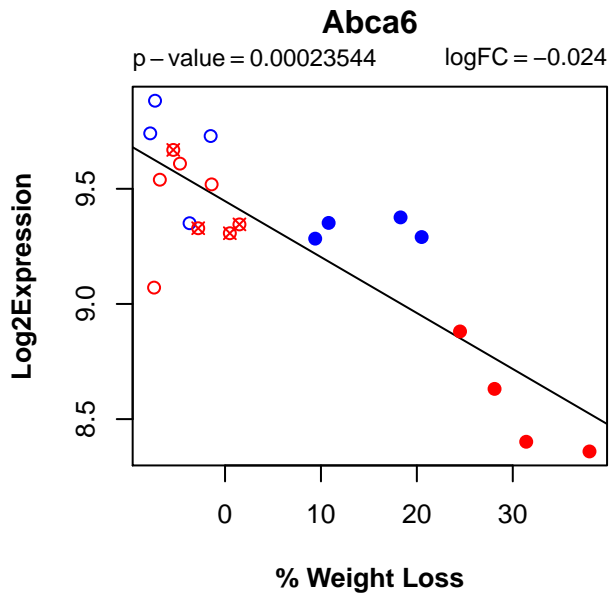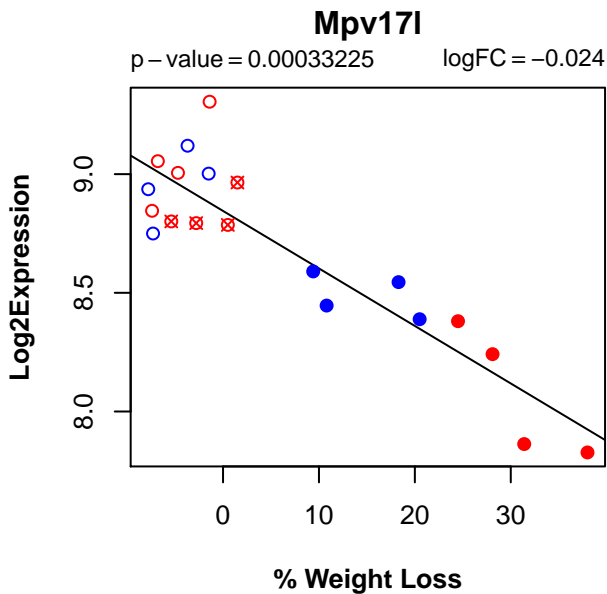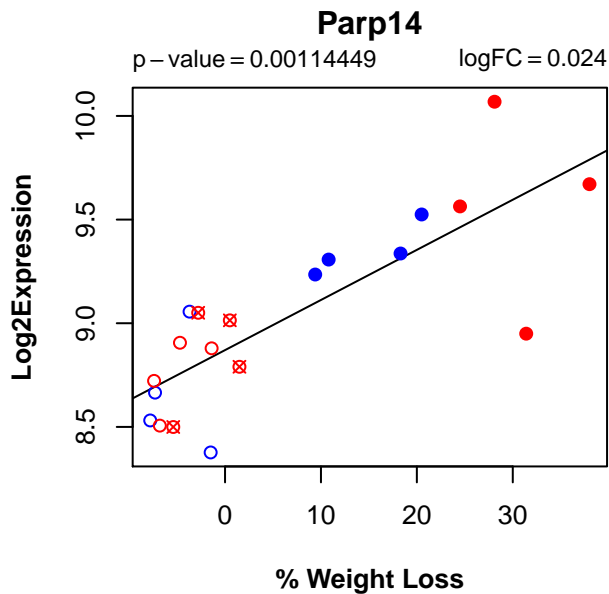

Cyba

p-value = 7.33×10^{-5}

logFC = 0.024

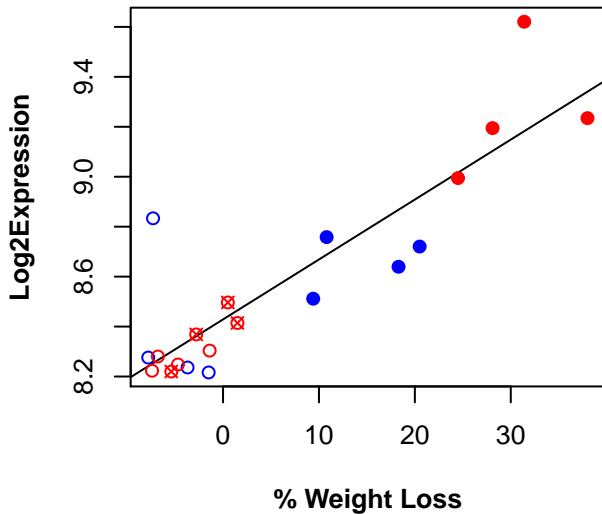

D12Ert553e

p-value = 2.22×10^{-6}

logFC = 0.024

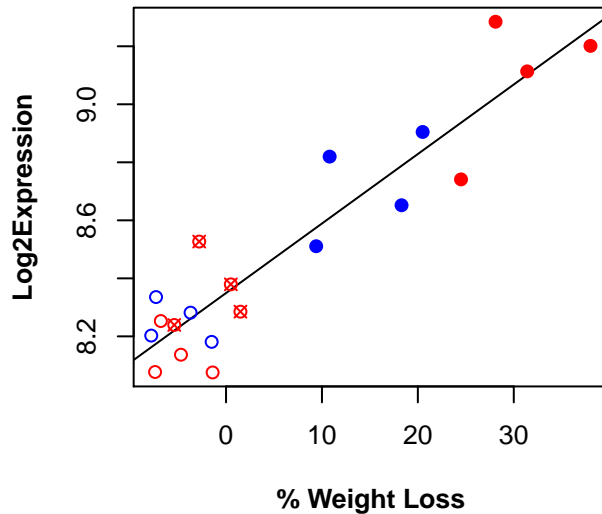

Slc22a18

p-value = 0.00064103

logFC = -0.024

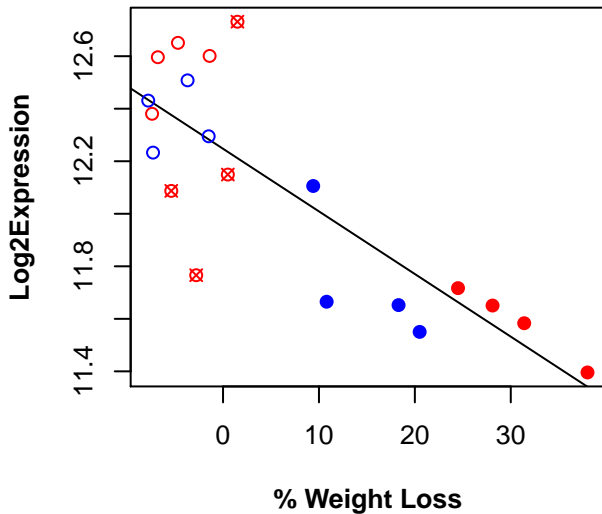

Gars

p-value = 0.00073654

logFC = 0.024

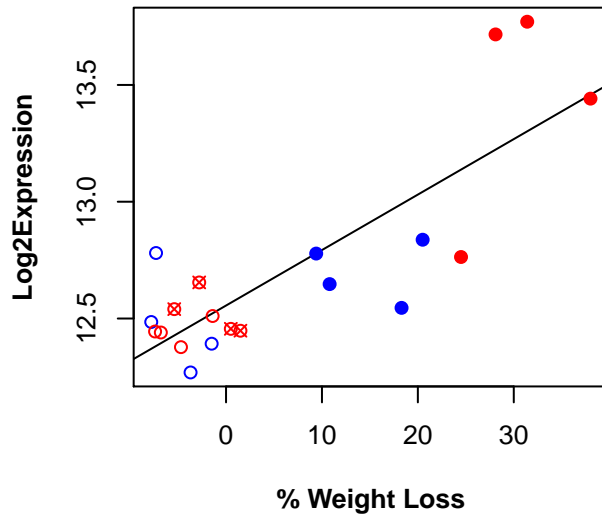

Sfxn1

p-value = 1.606×10^{-5}

logFC = -0.023

Log2Expression

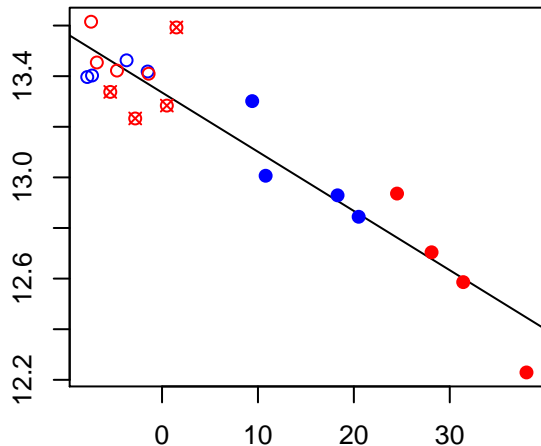

% Weight Loss

1110002B05Rik

p-value = 0.00113587

logFC = -0.023

Log2Expression

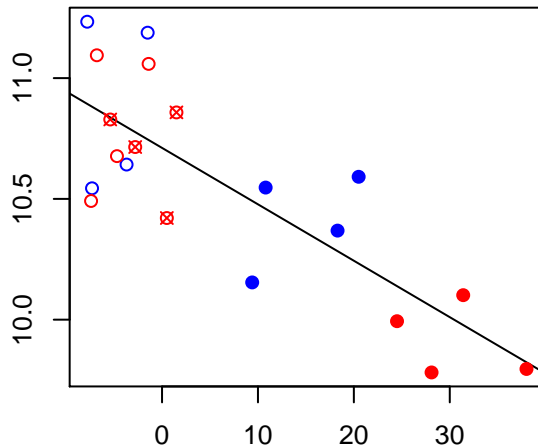

% Weight Loss

Uhrf2

p-value = 3.95×10^{-5}

logFC = 0.023

Log2Expression

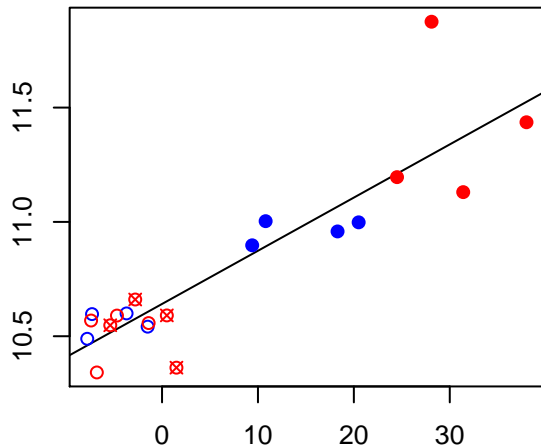

% Weight Loss

Gcnt2

p-value = 0.00130217

logFC = 0.023

Log2Expression

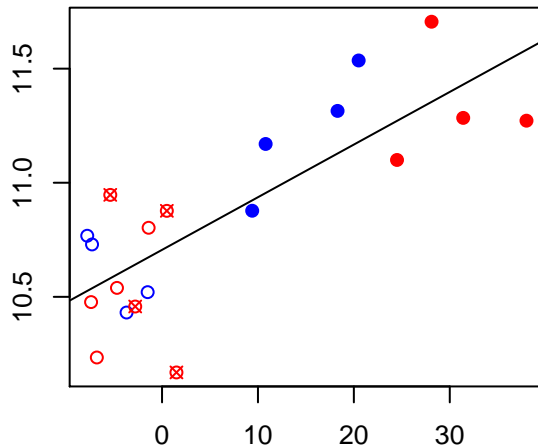

% Weight Loss

Olfml1

p-value = 1.14×10^{-5}

logFC = -0.023

Log2Expression

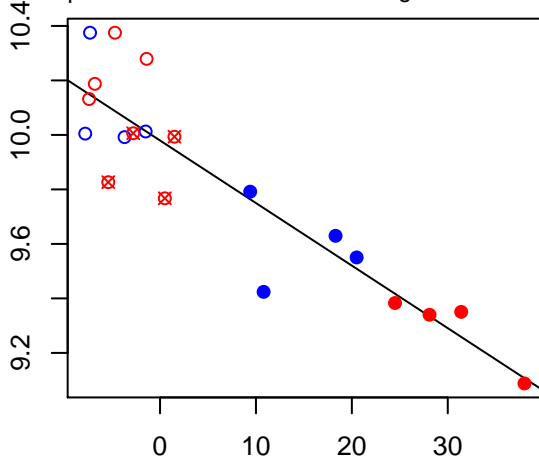

Faah

p-value = 0.00059529

logFC = -0.023

Log2Expression

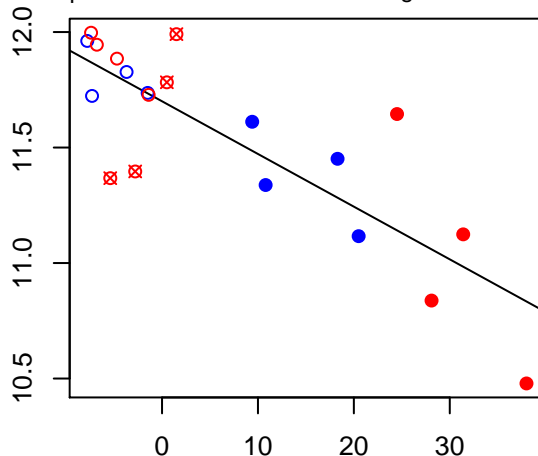

Tmem55a

p-value = 0.0010518

logFC = 0.023

Log2Expression

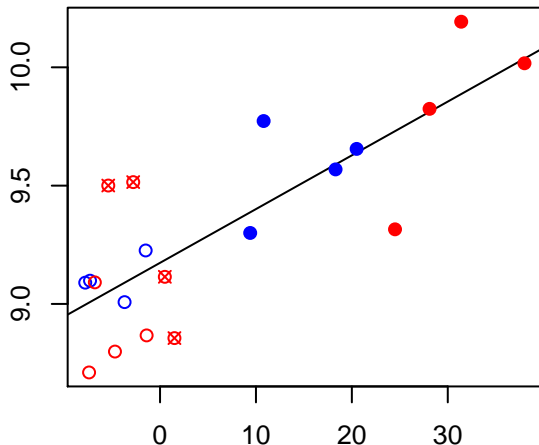

Manba

p-value = 0.0003434

logFC = 0.023

Log2Expression

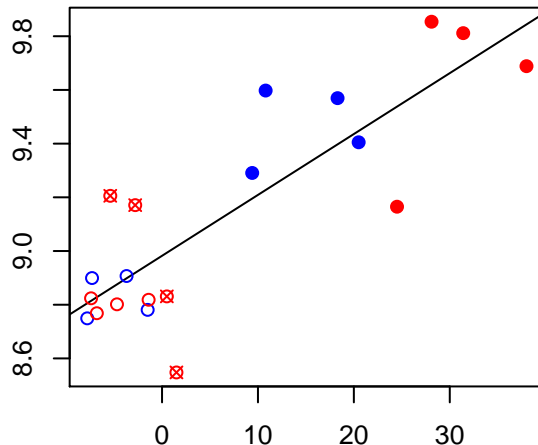

Dbi

p-value = 0.00029249

logFC = -0.023

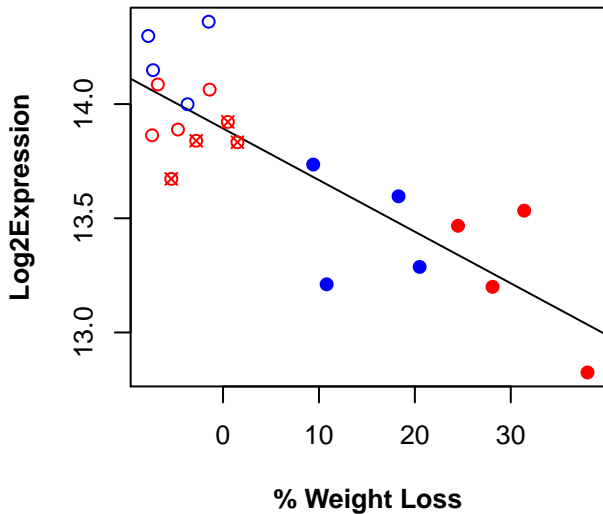

Sap30

p-value = 0.00058951

logFC = 0.022

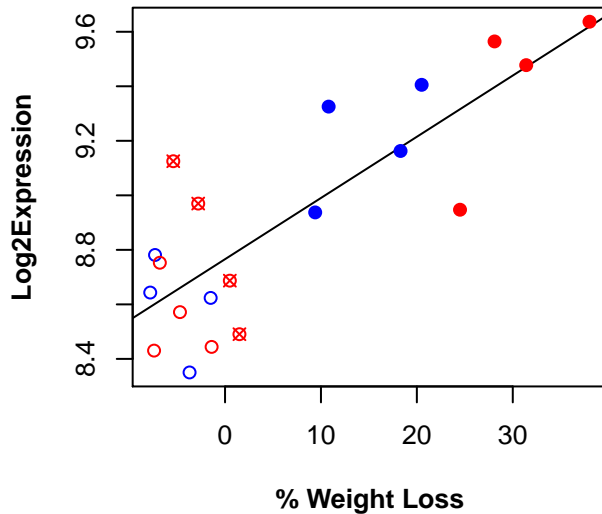

Lman2l

p-value = 1.35e-05

logFC = 0.022

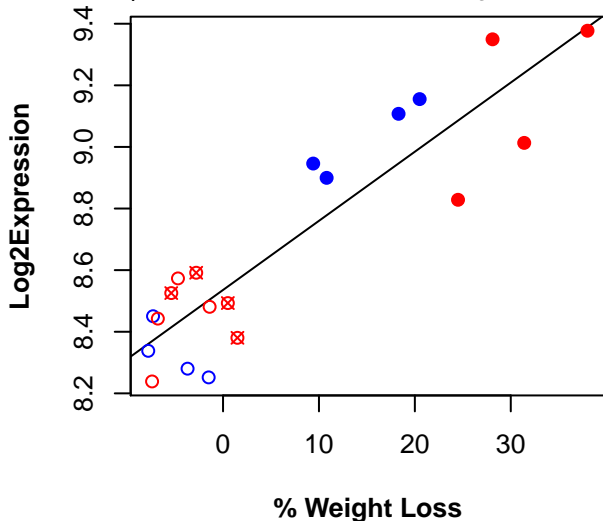

AW555464

p-value = 3.55e-05

logFC = 0.022

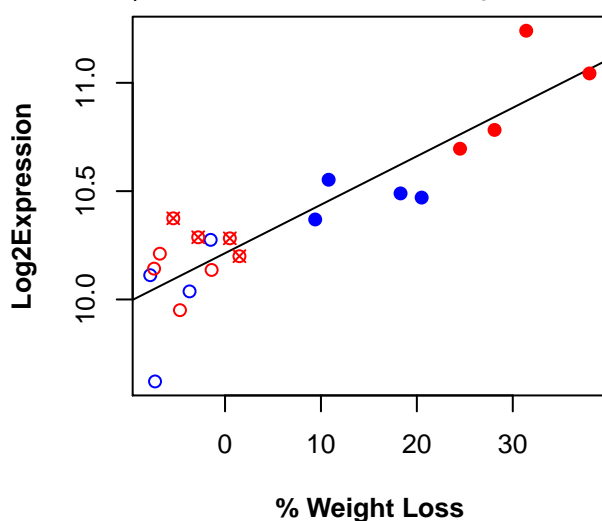

Nckap1l

p - value = 0.00021912

logFC = 0.022

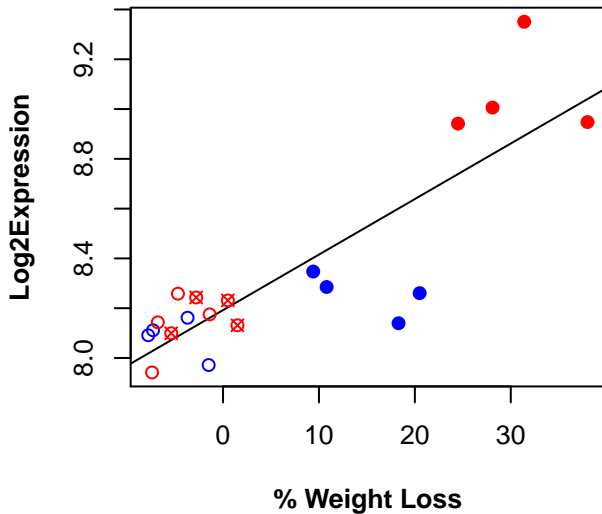

Rps21

p - value = 0.00252547

logFC = 0.022

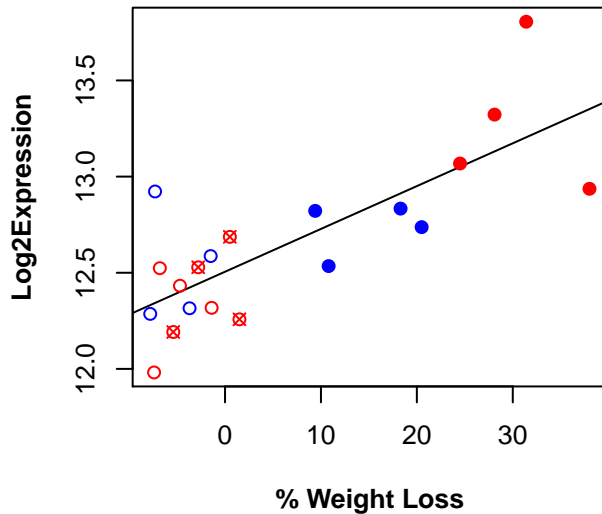

Gna14

p - value = 0.00034435

logFC = -0.022

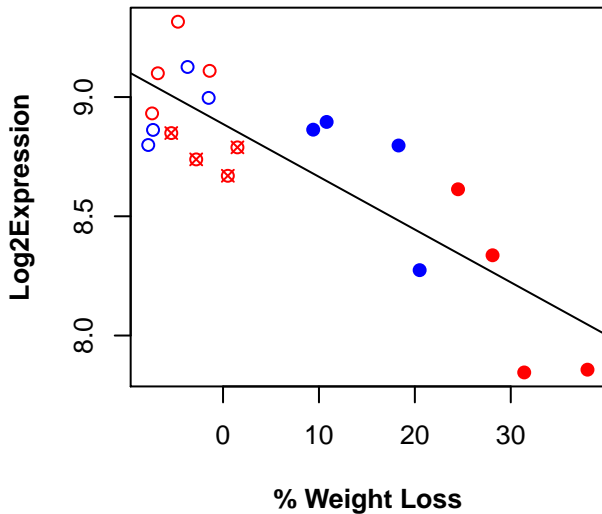

Xbp1

p - value = 6.46e-05

logFC = 0.022

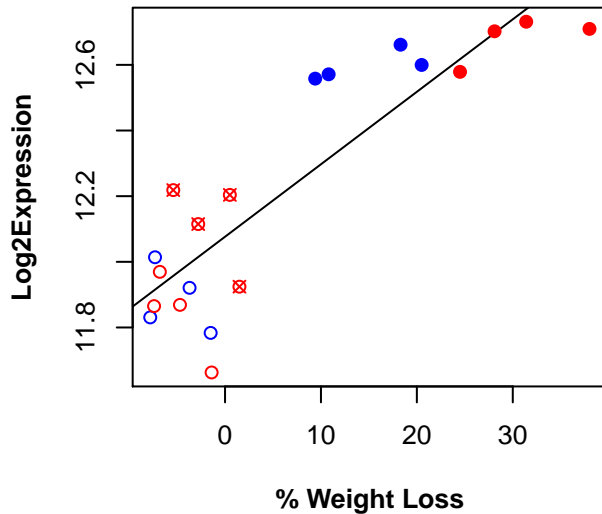

Sat2

p - value = 3.19×10^{-5}

logFC = -0.022

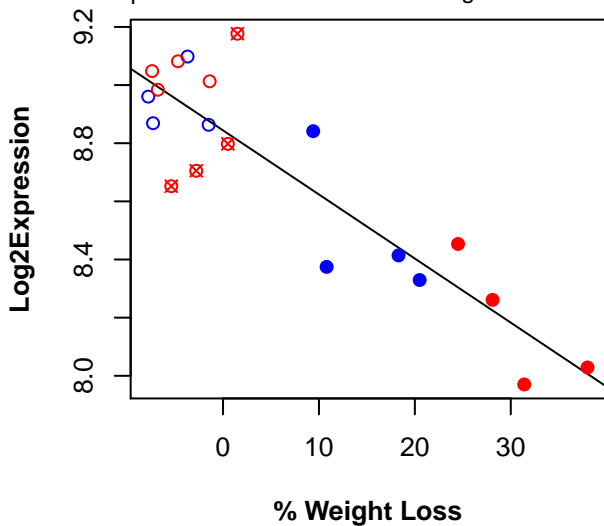

Rilp

p - value = 0.00030038

logFC = -0.022

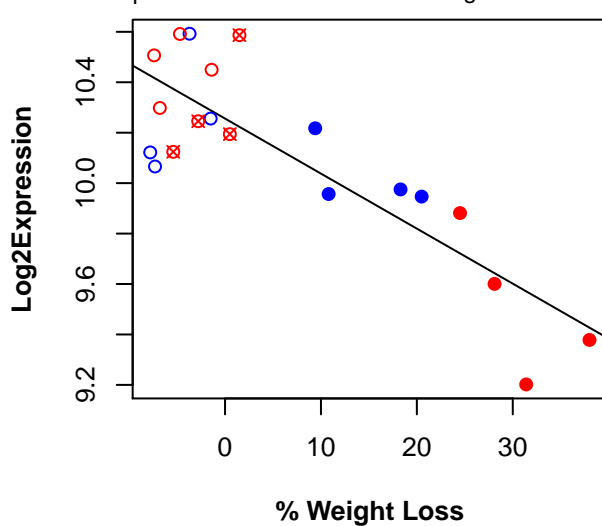

Chi3l1

p - value = 0.00031959

logFC = -0.022

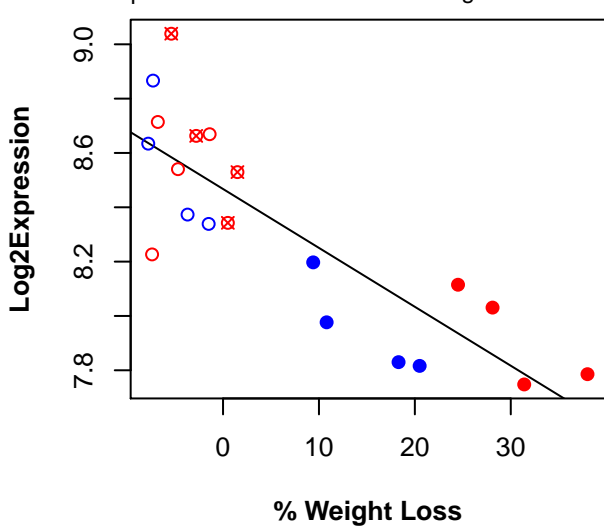

Ctnnb1

p - value = 0.00225639

logFC = 0.022

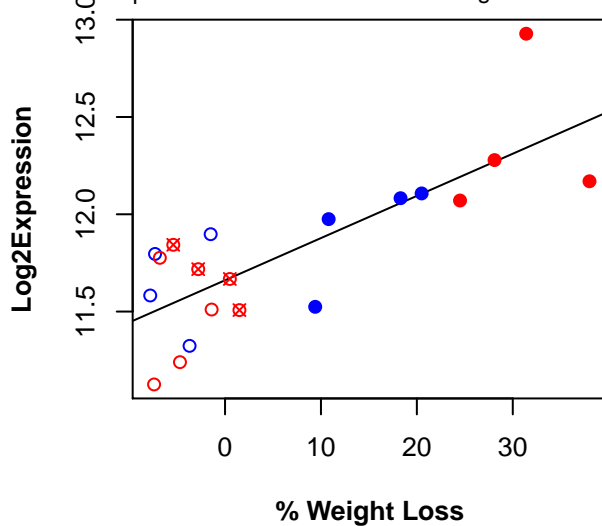

Wdr51b

p - value = 0.00066287

logFC = 0.022

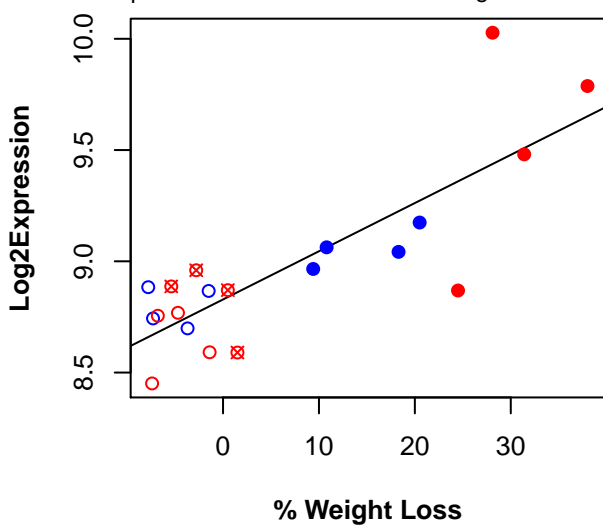

Rab8b

p - value = 0.00153469

logFC = 0.022

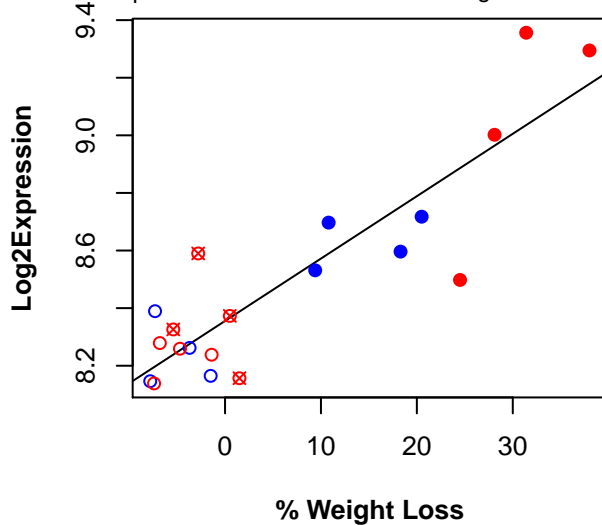

Lmo2

p - value = 2.53e-05

logFC = 0.022

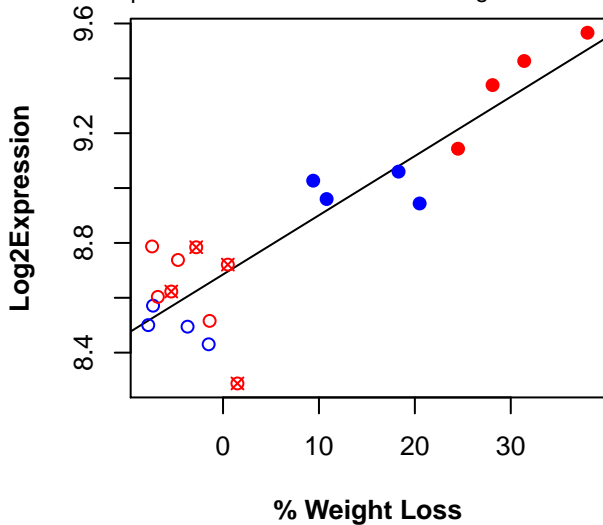

Hsd3b2

p - value = 0.00050194

logFC = -0.022

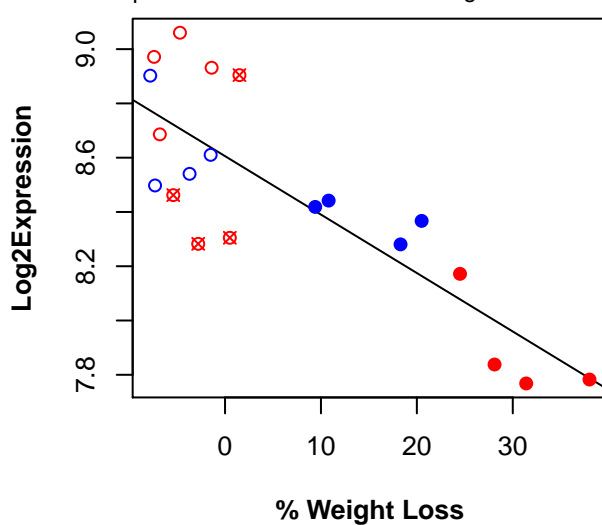

Plscr1

p-value = 6.3×10^{-5}

logFC = 0.021

Log2Expression

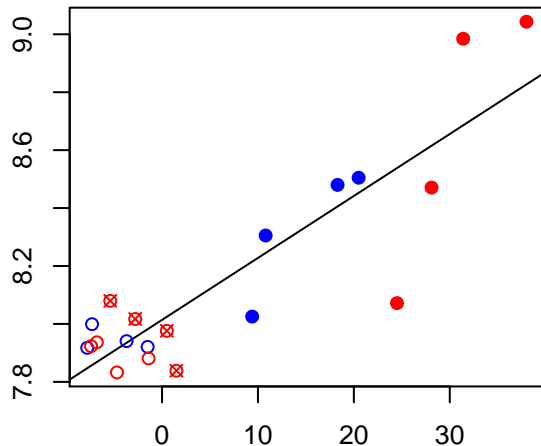

Atg5

p-value = 0.00012523

logFC = -0.021

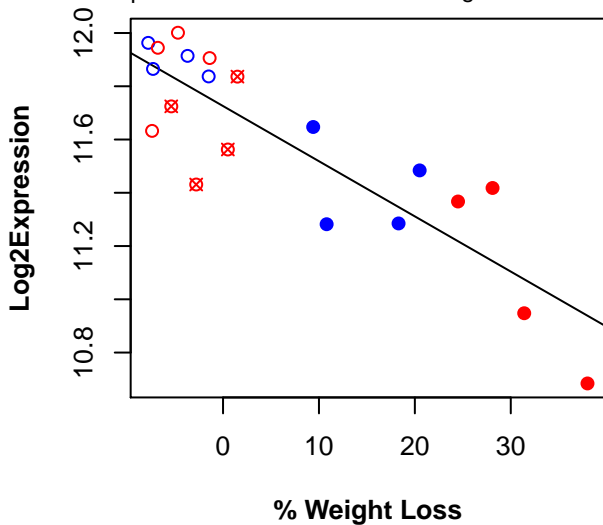

Slc15a3

p-value = 5.78e-05

logFC = 0.021

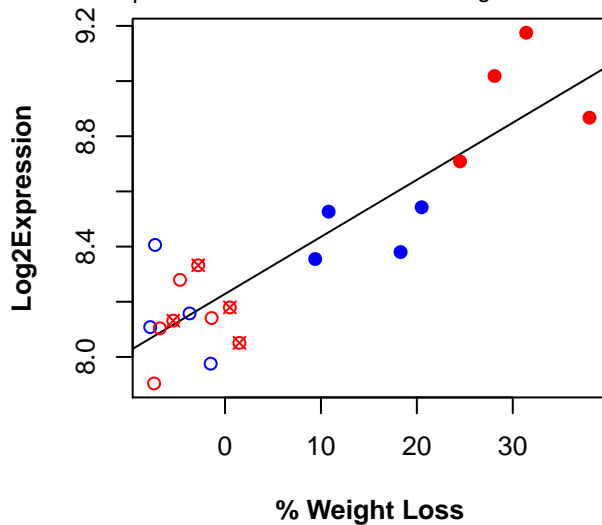

Nedd9

p-value = 0.000645

logFC = 0.021

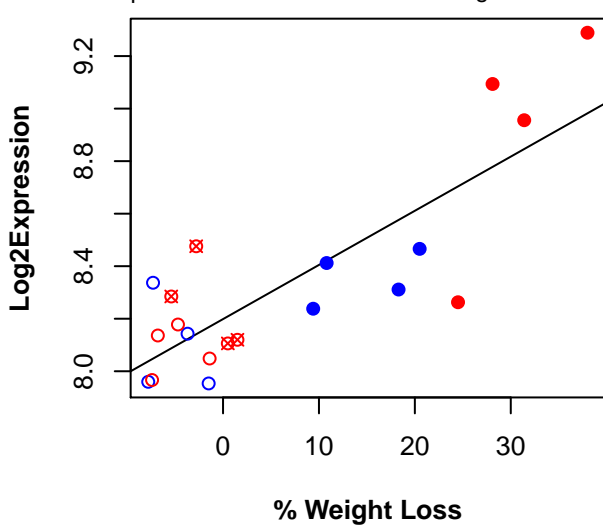

Fbxo36

p-value = 0.00020558

logFC = -0.02

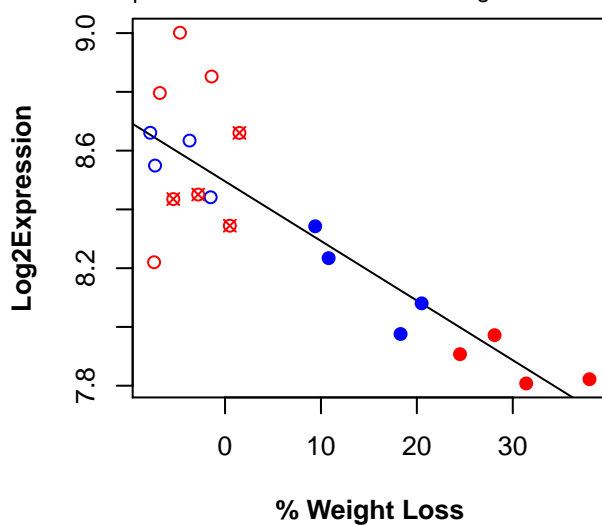

Ccl4

p - value = 0.00058951

logFC = 0.02

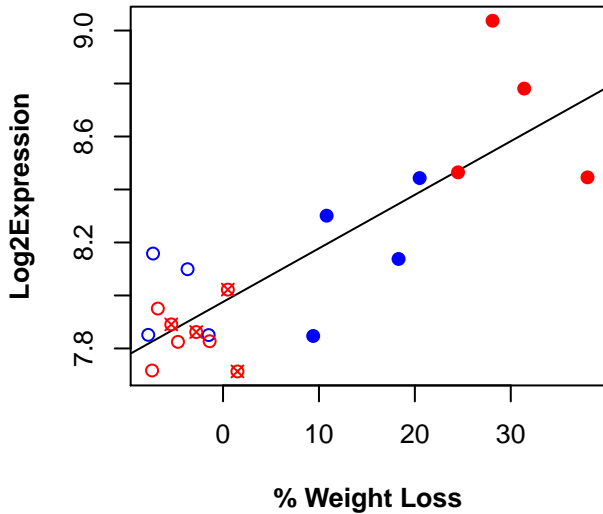

Uqcrc1

p - value = 0.0009025

logFC = -0.02

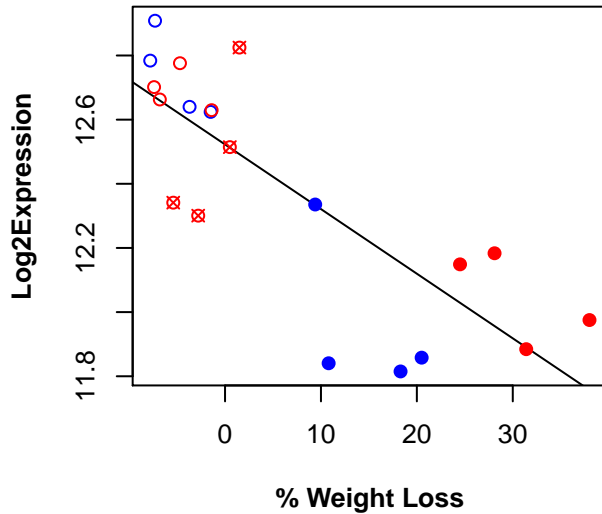

**Supplement:** File S1 — Top-214 Correlation plots.pdf. Regression plots of 214 genes significantly associated with leptin mediated weight loss. We used LIMMA to test for a linear association between gene expression levels and amount of weight loss (grams). (0.93 MB PDF)

# Supplementary material for: Hepatic Gene Expression Profiling Reveals Key Pathways Involved in Leptin-Mediated Weight Loss in ob/ob Mice
**Source:** PLoS One. 2010 Aug 16;5(8):e12147. doi: 10.1371/journal.pone.0012147
**Supplement:** Table S1 — Differentially expressed genes could be sub-divided into two major groups: 116 genes of Cluster-1 and Cluster-2 (group-A), and 98 genes of Cluster-3 and Cluster-4 (group-B). These two groups of genes were separately analyzed and were mapped to cellular compartments and biological functions. (0.08 MB DOC)

**Table S1: Comparison of 116 genes of Cluster-1 & Cluster-2, with 98 genes of Cluster-3 & Cluster-4.**

How the deposited data were processed for this re-analysis (not part of the article)

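Liver RNA of 26 mice was hybridised to Illumina MouseRef-8 v2.0 arrays, 1 array per mouse. There were 6 baseline B6 mice and 4 ob/ob mice in each of VEH-SQ, LEP-SQ, VEH-ICV, LEP-ICV and LEP-ICV*. Groups were taken from the sample labels and the paper. Nothing in the labels or the paper gives the arrays' chips or dates. Single mice are named as in the deposited table, for example LEP_ICV_1017.

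The authors deposited a table of probe intensities, which BeadStudio 2.0 summarised from the beads, with no background correction apparent. It holds 25697 probes. Beside each intensity the authors deposited a detection score, which lies between 0 and 1 and rises with the signal, so 1 minus the score was used as the detection p-value. The authors also deposited log2 values, made with lumi by a variance-stabilizing transformation and robust spline normalization. The version of lumi is not given in the sources used here. The deposited and raw values of each array had the same order of probes (lowest rank correlation 1).

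From the intensities, background was corrected and arrays were quantile normalized with the neqc function of limma 3.58.1 in R 4.3.3, which estimates background from the detection p-values, with an offset of 16 before log2. Probes with a detection p-value under 0.01 on at least 4 arrays were tested, which left 11001 probes. 23978 of all probes had 1 gene symbol, 0 several and 1719 none in the platform annotation, and 23962 matched a RefSeq gene, which updated 8 symbols. A further 19 probes, of 18 genes, took their name from File S2 because their deposited values equal a row there within 0.001. A gene with several tested probes was represented by the one with the highest mean, which gave 7969 genes. Counts and medians by cluster do not all follow this rule. 643 tested probes have no name here. Among the genes called in LEP-SQ, LEP-ICV or ob/ob against B6 and named in the text, the tested probes of Aass, Insig1, Mup5, Slc25a1 and Tecr disagree in direction in at least 1 of those comparisons. Where the gene was not called, the probes of Aqp1, Ctnnb1, Dbi, Ednrb, Gls2, Hsd3b2, Lman2l and Nnmt do. Neither Lep nor Lepr had a tested probe.

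Groups were compared with limma's moderated test in 1 model of all 6 groups, with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. The regression on weight loss used the ob/ob mice and the group means that the paper states, and the paper's limits of B above 0 and an absolute slope above 0.02. The paper calls the means percent weight loss, gives the ranges of the ICV groups in percent and labels the axes of its regression plots in percent, but prints the means in grams and names grams as the unit of the regression. They were taken as percent here, so the unit of the slopes, and how the LEP-ICV* range compares with the means, rest on that reading. The weight of single mice was not used here. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. Of 40 lists, 38 had at least 3 tested members. A fold against a group in which the probe was not detected on any array is given as a lower bound.

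The genes named in the text are those the paper names in its text or in Tables 1 to 3, the 10 largest increases and decreases without overlap between groups in LEP-SQ, LEP-ICV and ob/ob against B6, and the 4 called members with the largest change of each list described. The values in the paper's tables had been seen when this rule was written. A few genes that fall under it are not reported here.

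The steps were tested on simulated data with 200 changed probes. For LEP-SQ against VEH-SQ, over 11001 probes, 3.33% of the probes changed by 0.5 on the log2 scale were recovered, 30.4% of those changed by 1 and 83.1% of those changed by 2, and 4 of 86 calls were on unchanged probes. With the array background as a block the shares were 0%, 7.25% and 59.2%, and 3 of 50 calls were on unchanged probes. The simulated probes varied independently and carried no effect of background class, so these shares do not cover that confounding.

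The intensities carry no counts, and the number of arrays limits the precision. The background signal of an array lay between 105.5 and 122.3 on 12 arrays and between 160.8 and 198.2 on 14. The first principal component held 61.2% of the variance, and background class accounted for a share of 0.805 of it, the number of detected probes for 0.837 and group for 0.73. All 8 vehicle arrays are in the low class and all LEP-SQ and B6 arrays in the high class, while LEP-ICV and LEP-ICV* have 2 in each. The class was therefore fitted as a block and comparisons were repeated within classes, which was decided after the data were seen. No class holds both groups of LEP-SQ against VEH-SQ or of vehicle-treated ob/ob against B6, so the block estimates class from the other groups there. No background correction, median scaling, the authors' log2 values, other probe filters, only the groups compared in the model, array weights, the mean of a gene's probes, and subsets of the B6 mice were other settings, fixed in advance. Leaving out each mouse was fixed in advance for LEP-SQ, LEP-ICV, LEP-ICV*, ob/ob against B6, the route difference, the slope and the LEP-ICV* mice of the leptin score, and was chosen for the others after the data were seen.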

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

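The tests of array background, of acute-phase and clock genes and of the B6 arrays' background were chosen after the results were seen, and the tests of peripheral leptin and of a leptin response in LEP-ICV* were set down before their own values but after related values had been seen. Dixon's ratio of the gap to the nearest mouse over the group's range was above its critical value for the number of mice, at the 0.05 level, in 7 of 60 groups tested, where chance gives about 1 in 20. These were the background signal in VEH-ICV (gap over range 0.832, VEH_ICV_1011 at 109.3 against a median of 118.5), the number of detected probes in VEH-SQ (gap over range 0.909, VEH_SQ_1034 at 6786 against a median of 8437), the leptin score over the genes called in LEP-SQ in B6 (gap over range 0.897, B6_2021 at 1.25 against a median of 1.55), that score with the authors' values in B6 (gap over range 0.894, B6_2021 at 0.76 against a median of 0.96), the log2 level of Hamp2 in LEP-ICV* (gap over range 0.918, LEP_ICVN_1004 at 13.83 against a median of 15.18), the log2 level of Scd1 in B6 (gap over range 0.679, B6_5543 at 12.98 against a median of 13.71) and the log2 level of Scd1 in VEH-SQ (gap over range 1, VEH_SQ_1035 at 15.75 against a median of 15.79). On the VEH-SQ arrays the Scd1 signal was 68.1% to 96.4% of the array's highest signal. A gap over range of 1 means that the other VEH-SQ mice had the same normalized value, which quantile normalization gives to probes of equal rank. That ratio therefore does not measure a spread between mice.

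The leptin change differed between routes for 137 genes by limma's test of the difference itself (56 larger and 43 smaller in LEP-ICV with array background as a block). Dose differs between the routes too, and only LEP-ICV was restricted to mice that lost weight. Among the genes named in the text, LEP-ICV minus LEP-SQ on the log2 scale was above 0 for Atf3 (3.05), Mmp12 (4.16), Trem2 (2.97), Asns (3.27), Gpnmb (4.28), Cd63 (2.86), Nupr1 (3.10), Ets2 (1.32) and Fgf21 (3.30). It was below 0 for Gstt3 (-1.94), Gstt1 (-1.31), Srebf1 (-4.47), Acss2 (-2.35), Prodh (-1.98), Hamp2 (-3.47) and Lrtm1 (-3.34).

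Outside the 214 genes that the paper lists in File S2, limma called 3075 genes in LEP-SQ, 1808 in LEP-ICV and 5216 between ob/ob and B6. With array background as a block these were 19, 823 and 576. The paper does not compare its B6 mice with each other, and limma called 47 genes between the 3 labelled B6_aCSF in File S2 and the other 3.

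LEP-SQ had more called genes (3202) than LEP-ICV (2011), while all LEP-SQ arrays have a high background signal, all vehicle arrays a low one and LEP-ICV both. A candidate explanation is the array background, since 22 LEP-SQ genes were called with it as a block, where the median size of the 3202 changes went from 1.15 to 0.35 on the log2 scale and their median standard error from 0.33 to 0.39, and since the LEP-SQ change correlated across genes (which are not independent replicates) with the difference between high- and low-background LEP-ICV* arrays (r = 0.83). Leptin acting outside the brain was tested on LEP-SQ against the 2 high-background LEP-ICV* mice, which differed in 14 genes. That count met the bound set for no such action, but the bound took those mice as free of a leptin response. The LEP-ICV* mice were assigned leptin, and the paper could not establish the placement of the cannula in 2 of the 4 according to its text and in all 4 according to a legend, without naming them. The ratio of 0.373 given for them next compares arrays of different class, so it does not settle whether they responded. Array background and subcutaneous leptin therefore cannot be told apart for the 3202 genes as a whole, and the low count with the block does not show that subcutaneous leptin had no effect. In the same comparison, camera had fatty acid synthesis genes lower in LEP-SQ (false discovery rate 1.2e-21, adjusted p = 0.0023 with an estimated correlation). JAK-STAT feedback genes were higher (2.9e-07 and 0.0032). With an estimated correlation, glycolysis (0.0084, downward), male-biased genes (0.022, upward) and no other list also passed. All those arrays share a class, but their background signals do not overlap, at 163.8 to 178 in LEP-SQ against 180 and 187.9 in these LEP-ICV* arrays. Array background therefore stays open for these list differences too.

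The 4 LEP-ICV* mice fell into pairs, with a leptin score over the LEP-SQ genes of 1.29 above VEH-ICV for the high-background LEP_ICVN_1001 and LEP_ICVN_1008 and 0.11 for the low-background LEP_ICVN_1004 and LEP_ICVN_1016. A leptin response in 2 of the 4 mice would place the first pair apart on genes called among low-background arrays alone, and there the pairs differed by 0.373 of the distance to LEP-ICV, between the bounds for a response and for none. The pairs differ in class on these genes too, so the ratio cannot tell a response from array background. Array background is consistent with the split, since the difference between the pairs correlated across genes with that between high- and low-background LEP-ICV arrays (r = 0.66). That correlation was 0.86 for LEP_ICV_1017 minus LEP_ICV_1003 and 0.24 for LEP_ICV_1019 minus LEP_ICV_1003. A partial response to leptin in 2 mice stays open beside the background.

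The 3 B6_aCSF mice differed from the other 3 B6 mice in 47 genes, with Saa1 3.56 (adjusted p = 0.0059) and Arntl 2.02 (adjusted p = 0.0057) higher and Ciart -4.56 (adjusted p = 0.0045) and Dbp -3.72 (adjusted p = 0.040) lower on the log2 scale. Array background as the whole cause was argued against, since the background signals of the subsets overlap, at 180.5 to 195.1 and 187 to 198.2 (lowest of the higher subset minus highest of the other -8.1). An acute-phase response to infusion or surgery may contribute, with a camera false discovery rate of 3.0e-04 for acute-phase genes but adjusted p = 0.24 with an estimated correlation. The time of day at dissection might contribute too, since the clock genes that peak apart differed by 3.35 on the log2 scale between their arms, although Nr1d1 (0.01) did not move with the others. Both stay open, and the 10 splits of 3 against 3 are too few for a share under 0.05 (real count 47, highest other 0).

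Other splits of the same mice into groups of the same sizes were counted for each comparison. The share of splits as large, the real one included, was under 0.05 for LEP-SQ (3202 genes, 1 of 35, highest other 0). There the real split is itself the one that follows the background classes, with 22 genes in the blocked model. With 35 splits no share can lie below 1 in 35, and the shares were not adjusted over comparisons. The share was also under 0.05 for LEP-SQ against B6 (580, 1 of 100, highest other 25) and the weight-loss slope (473, 1 of 100, highest other 46). For LEP-ICV it was too (2011, 1 of 35), but another split called 1601 genes, which points to a structure of the samples. In ob/ob against B6 the real count was again the largest (5365, 1 of 100), but another split called 3156 genes. There too the real split follows the background classes, with 408 genes higher and 218 lower in the blocked model. For LEP-ICV against B6 the share was under 0.05 (3408, 2 of 100), but another split called 3505 genes, which points to a structure of the samples. For the route difference the share was also under 0.05 (137, 4 of 100), but another split called 2825 genes, several times the real count, which points to a structure of the samples. Chance cannot be excluded for LEP-ICV against LEP-ICV* (653, 8 of 35, highest other 4090). The split of those mice by background class called 2562 genes, which also points to a structure of the samples, while the blocked model of the real groups called 570 higher and 378 lower, and 175 and 621 genes were called within the low and the high class. Limma called 0 genes for LEP-ICV* against VEH-ICV (2053 at an unadjusted p under 0.05; 35 of 35 splits as large, highest other 1599) and 0 for VEH-ICV against VEH-SQ (342 at an unadjusted p under 0.05; 35 of 35, highest other 11). With a real count of 0 every split is as large by construction, so the splits test nothing for this pair of comparisons.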

How the results depend on the processing

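Settings with array background or detected probes, those within background classes, and leaving out mice in LEP-ICV against LEP-ICV*, the vehicle groups, the comparisons of leptin groups with B6, the B6 subsets and the correlation of leptin and baseline changes were chosen after the data were seen. Under the planned settings, 3533 values of named genes kept their direction and side of the threshold, 256 calls were lost, 36 gained and 0 reversed, and under the later settings 885 were kept, 324 lost, 12 gained and 15 reversed. Of the list tests, 331 were kept and 49 lost under planned settings, and 161 kept, 1 lost, 27 gained and 1 reversed under the block. Of the counts and other values, 202 stayed within 1.5 times or on their side under planned settings and 118 under later ones. The numbers of genes higher and lower were 1525 and 1677 for LEP-SQ, 1083 and 928 for LEP-ICV, 2823 and 2542 for ob/ob against B6, 0 and 0 for LEP-ICV*, 395 and 258 for LEP-ICV against LEP-ICV*, 73 and 64 for the route difference, 401 and 179 for LEP-SQ against B6, 1940 and 1468 for LEP-ICV against B6, 249 and 224 for the weight-loss slope, 871 and 757 for the slope at an adjusted p alone and 23 and 24 for the B6 subsets, and those that moved by over 1.5 times follow as the same pairs. For LEP-ICV*, limma gave 2053 genes at an unadjusted p under 0.05. Under median scaling they were 2507 and 357 for LEP-SQ, 1074 and 4221 for ob/ob against B6, 12 and 8 for the route difference, 375 and 86 for the weight-loss slope, 1504 and 249 for the slope at an adjusted p alone and 1483 and 282 for LEP-ICV. With only the groups compared in the model they were 278 and 239 for LEP-ICV and 36 and 40 for the route difference. With array weights they were 2603 and 3020 for LEP-SQ, 1699 and 1638 for LEP-ICV, 2725 and 3114 for LEP-ICV*, 867 and 593 for the route difference and 1142 and 1196 for the slope at an adjusted p alone. With the authors' values they were 109 and 128 for the weight-loss slope, 54 and 43 for the B6 subsets, 0 and 1 for LEP-ICV* and 335 and 277 for LEP-SQ against B6. With no filter on dim probes they were 59 and 41 for the route difference. With array background as a block they were 8 and 14 for LEP-SQ, 583 and 434 for LEP-ICV, 408 and 218 for ob/ob against B6, 673 and 336 for LEP-SQ against B6 and 1238 and 751 for LEP-ICV against B6. With the authors' values and the block they were 13 and 18 for LEP-SQ, 679 and 484 for LEP-ICV, 693 and 368 for LEP-ICV against LEP-ICV*, 389 and 270 for ob/ob against B6, 116 and 54 for the route difference, 1157 and 774 for LEP-ICV against B6, 136 and 139 for the weight-loss slope and 567 and 445 for LEP-SQ against B6. With the number of detected probes as a covariate they were 56 and 69 for LEP-SQ, 860 and 620 for LEP-ICV against LEP-ICV*, 1432 and 1284 for ob/ob against B6, 216 and 201 for the route difference, 778 and 495 for LEP-SQ against B6 and 823 and 578 for LEP-ICV. With the block and without mouse LEP_ICV_1019 they were 6 and 15 for LEP-SQ, 305 and 187 for ob/ob against B6, 863 and 526 for LEP-SQ against B6, 701 and 548 for LEP-ICV against B6 and 487 and 449 for LEP-ICV against LEP-ICV*. Among low-background arrays they were 513 and 408 for LEP-ICV and 92 and 83 for LEP-ICV against LEP-ICV*. Among high-background arrays, with LEP-ICV* mice in place of the vehicle mice, they were 6 and 8 for LEP-SQ and 297 and 150 for ob/ob against B6. Among high-background arrays they were 1266 and 889 for LEP-ICV against B6. Of the 38 lists, camera called 7 for LEP-SQ, 14 for LEP-ICV, 18 for LEP-ICV against LEP-ICV*, 2 for ob/ob against B6 and 14 for the route difference. With array background as a block it called 19 for LEP-SQ and 10 for ob/ob against B6. With an estimated correlation it called 0 for LEP-SQ, 0 for LEP-ICV, 9 for LEP-ICV against LEP-ICV*, 0 for ob/ob against B6 and 0 for the route difference. With the authors' values it called 1 for ob/ob against B6. With both the block and an estimated correlation it called 4 for LEP-SQ, 7 for LEP-ICV, 5 for LEP-ICV against LEP-ICV*, 0 for ob/ob against B6 and 0 for the route difference. For LEP-ICV* against VEH-ICV camera called 1 list, 9 with the block, 2 with the authors' values and 0 with an estimated correlation, with or without the block. With the block, LEP-SQ calls among the genes of the paper's clusters were 1 of 54 for cluster 1, 1 of 42 for cluster 2, 1 of 20 for cluster 3, 0 of 13 for cluster 4 and 3 for all clusters. The leptin score over the 214 genes of File S2 put LEP-ICV* -1.48 from LEP-ICV, a difference with no test of its own because these genes were chosen on the same arrays by weight loss, and that over the LEP-SQ genes -0.08 (exact p = 0.89). The LEP-SQ genes come from a comparison confounded with background class, so their score does not isolate leptin. Without 1 mouse the total counts ran from 2120 (without LEP_SQ_1041) to 3074 (without LEP_SQ_1032) for LEP-SQ, 1220 (without LEP_ICV_1017) to 2905 (without LEP_ICV_1003) for LEP-ICV, 0 (without VEH_ICV_1010) to 1884 (without LEP_ICVN_1016) for LEP-ICV*, 387 (without LEP_ICV_1014) to 944 (without LEP_ICV_1003) for LEP-ICV against LEP-ICV*, 5098 (without B6_5542) to 5356 (without B6_2021) for ob/ob against B6 and 0 (without VEH_SQ_1007) to 1 (without VEH_ICV_1002) for the vehicle groups. They ran from 49 (without LEP_ICV_1014) to 411 (without LEP_ICV_1017) for the route difference, 263 (without LEP_SQ_1041) to 535 (without B6_5541) for LEP-SQ against B6, 2598 (without LEP_ICV_1019) to 4312 (without LEP_ICV_1017) for LEP-ICV against B6, 315 (without LEP_ICV_1017) to 715 (without LEP_ICV_1003) for the weight-loss slope, 905 (without LEP_ICV_1017) to 2722 (without LEP_ICV_1003) for the slope at an adjusted p alone and 14 (without B6_2029) to 42 (without B6_2035) for the B6 subsets. Also over 1.5 times away were 1 without VEH_ICV_1002 for LEP-ICV*, 56 without VEH_SQ_1034, 80 without VEH_SQ_1035, 76 without VEH_SQ_1040, 65 without LEP_SQ_1032, 74 without LEP_SQ_1039, 76 without LEP_SQ_1041, 58 without VEH_ICV_1011, 306 without LEP_ICV_1003 and 90 without LEP_ICV_1019 for the route difference, 330 without LEP_SQ_1029 and 332 without LEP_SQ_1039 for LEP-SQ against B6 and 15 without B6_5541, 28 without B6_5542 and 25 without B6_2021 for the B6 subsets. The ranges without 1 mouse were -0.62 to -0.39 for the correlation across genes of the LEP-ICV change with ob/ob minus B6, -0.89 to -0.86 for that of the LEP-SQ change, 0.49 to 0.93 for the leptin score of LEP-ICV* minus VEH-ICV and -0.28 to 0.16 for that of LEP-ICV* minus LEP-ICV, and without LEP_ICVN_1016 the score of LEP-ICV* lay 0.93 above VEH-ICV (exact p = 0.029, the smallest these group sizes allow, against 0.057 with all mice). The log2 fold change reversed with array background as a block in LEP-SQ for Hnf4a (0.0646), Jak2 (-0.21) and Map2k1 (0.20), with the authors' values and the block in LEP-SQ for Jak2 (-0.0775) and Map2k1 (0.0333), with the block and without mouse LEP_ICV_1019 in LEP-SQ for Hnf4a (0.29), Jak2 (-0.51), Map2k1 (0.51) and Mat2b (-0.16), with the block and without mouse LEP_ICV_1019 in ob/ob against B6 for Hnf4a (-0.16), among high-background arrays, with LEP-ICV* mice in place of the vehicle mice in LEP-SQ for Hnf4a (0.0869), Jak2 (-0.0622) and Map2k1 (0.26), among high-background arrays, with LEP-ICV* mice in place of the vehicle mice in ob/ob against B6 for Akr1c12 (0.0846) and Hnf4a (-0.0660). The cholesterol synthesis list, not called in LEP-SQ (camera false discovery rate 0.86, upward), turned downward with the block (0.0466, or adjusted p = 0.57 with an estimated correlation). Within a background class fewer arrays enter, and for the other changes the cause was not tested. No paired analysis was possible because the groups share no animal numbers. A chip as a block was not run because no chip is named, and for the slope a model of only the groups compared is the model used. Signal over background limits the dim probes: a change of a probe that is not above background on the arrays of a group is only a bound, and the background signal of up to 198.2 on the high arrays against up to 122.3 on the low ones sets that bound.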

Differences from the paper's values

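The model of every probe and the values with array background as a block were chosen after the results were seen. For Gsta1, the paper's value in ob/ob over B6 is 41-fold, and 106-fold was found here. Of the other settings fixed in advance, it was apart from the paper by less than the larger of 1.5 times and the SD between mice with no background correction (51.6-fold), under median scaling (79.6-fold), with the authors' values (41.3-fold), without B6_5542 (78.9-fold) and with the B6_aCSF mice alone (80.0-fold), and not in the others (98.9-fold to 141-fold). For Gsta2, the paper's value in ob/ob over B6 is 8-fold, and 15.9-fold was found here. Of the other settings fixed in advance, it came that near to the paper with no background correction (9.32-fold), under median scaling (9.58-fold), with the authors' values (8.24-fold), without B6_5542 (13.9-fold), without B6_2021 (14.3-fold), without B6_2029 (14.6-fold) and without VEH_SQ_1035 (14.6-fold), and not in the others (14.8-fold to 18.4-fold). At the paper's limits of B and slope, the paper reports 214 genes and 473 passed here. The paper regressed on amount of weight loss with animals plotted singly, while here each mouse carried the mean or mid-range of its group. The counts of genes and probes below therefore differ from the paper's in predictor as well as in normalization. The count was within 1.5 times the paper's with the authors' values (237) and without LEP_ICV_1017 (315), and outside in the others (347 to 715). The paper's number of downregulated genes is 126, against 224 here. The count was within 1.5 times the paper's with no background correction (182), under median scaling (86), with the authors' values (128), without VEH_SQ_1007 (188), without VEH_SQ_1035 (186), without VEH_SQ_1040 (187), without VEH_ICV_1002 (188), without VEH_ICV_1011 (189), without LEP_ICV_1014 (178) and without LEP_ICV_1017 (148), and outside in the others (191 to 338). The paper's number of upregulated genes is 88, against 249. The count was within 1.5 times the paper's with the authors' values (109), and outside in the others (167 to 377). The paper's number of probes is 221, against 578 here and 268 with the authors' values, which is within 1.5 times. With the authors' values and every probe on the array in the model, a choice made after seeing the values, 216 probes of 195 genes passed, 87 up and 108 down, with 174 of the 204 File S2 genes whose values equal 1 probe among them.

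Over the 204 genes of File S2 whose values equal 1 probe, the sign of the slope was the paper's for 204 probes. Their folds were over 1.5 times from the paper's for 17 in LEP-SQ, 45 in LEP-ICV and 23 in ob/ob against B6, and for 0 in each with the authors' values. The change was the larger here for 180 in LEP-SQ, 194 in LEP-ICV and 173 in ob/ob against B6. Among the lipid genes that the paper names as downregulated, 3 of 5 fell in LEP-ICV, 1 rose and 1 did not pass. The increase was that of Acot1, which rose by 2.61 (adjusted p = 0.0044) and 1.72 (adjusted p = 0.030) on the log2 scale in LEP-ICV and LEP-SQ, or 0.49 (adjusted p = 0.92) in LEP-SQ with array background as a block, and which the paper's Table 1 lists as upregulated. Faah, also named there, had -0.46 (adjusted p = 0.098) in LEP-ICV and -0.26 (adjusted p = 0.29) in LEP-SQ and did not pass. Of the glutathione transferases that the paper states fell after leptin, Gsta3 had -0.47 (adjusted p = 0.14) in LEP-ICV and -0.03 (adjusted p = 0.93) in LEP-SQ. Of the immune genes that the paper lists as upregulated, 12 of 13 tested rose in LEP-ICV, and Hpx had 1.61 (adjusted p = 0.093) there and 2.26 (adjusted p = 0.015) in LEP-SQ, or 1.84 (adjusted p = 0.70) in LEP-SQ with the block. Its signal was 63.1% to 94.2% of the array's highest signal in LEP-SQ and 3.40% to 87.8% in LEP-ICV, which reaches toward the end of the scale. Of the mitochondrial genes of the paper's Table 3, 6 of 32 rose, 24 fell and 2 did not pass in LEP-ICV, which were Dbi (-0.09, adjusted p = 0.69) and Hsd3b2 (-0.92, adjusted p = 0.34). Lman2l of Table S1 had 0.31 (adjusted p = 0.56) in LEP-ICV, and Mat2b 1.08 (adjusted p = 0.20). The Dbi signal was 61.3% to 90.2% of the array's highest signal in VEH-ICV and 55.9% to 87.3% in LEP-ICV, toward the end of the scale. The probes of Dbi, Hsd3b2 and Lman2l had the same direction in LEP-ICV but not in LEP-SQ. Values of single genes here are those of the brightest probe, which need not be the probe whose values the paper lists. For Faah, Gsta3, Dbi, Hsd3b2 and Lman2l a miss therefore does not show that the paper's probe missed. On the probes matched to File S2, all 204 slopes had an adjusted p under 0.05 by limma, though these genes were chosen on the same arrays. Hnf4a, which the paper reports as not significantly changed, fell in LEP-SQ (-1.73, adjusted p = 0.0055), though not with array background as a block (0.06, adjusted p = 0.98), and in LEP-ICV it had -1.12 (adjusted p = 0.060). The paper states that the kinases of its network did not change, and of 19 signalling kinases, 2 rose, 4 fell and 13 did not pass in LEP-ICV. The kinases of that list were not taken from the paper's network. Of the genes of clusters 3 and 4, which the paper describes as similar in ob/ob and B6, 16 of 56 were higher in ob/ob, 4 lower and 36 not called in cluster 3, and 6 of 42 higher, 7 lower and 29 not called in cluster 4, so the greater part of each was not called. In the blocked model, 2 and 0 were higher and 0 and 0 lower by limma (6 and 4 at an unadjusted p under 0.05). Other settings ended the call in LEP-SQ for Acot1 (with no filter on dim probes or without any 1 of VEH_SQ_1035, VEH_SQ_1040, LEP_SQ_1039 and LEP_SQ_1041, adjusted p = 0.062 to 0.077) and Hpx (without mouse VEH_SQ_1034, adjusted p = 0.055). A call was gained for Faah (with array weights, with the mean of its probes or without any 1 of LEP_ICV_1003 and LEP_ICV_1019, adjusted p = 0.0090 to 0.043), Gsta3 (with array weights and with the mean of its probes, adjusted p = 1.6e-04 to 0.015), Hpx (with array weights, with the mean of its probes or without any 1 of VEH_ICV_1002 and LEP_ICV_1019, adjusted p = 0.0013 to 0.039), Dbi (under median scaling and with the mean of its probes, adjusted p = 0.032 to 0.043), Hsd3b2 (with the mean of its probes, adjusted p = 0.0056), Lman2l (under median scaling and with the mean of its probes, adjusted p = 0.024 to 0.048) and Hnf4a (under median scaling, with array weights and without mouse LEP_ICV_1003, adjusted p = 0.0055 to 0.049) in LEP-ICV, and Faah (with the mean of its probes, adjusted p = 0.011) in LEP-SQ.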

Other observations

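The values of lists and genes with array background as a block were computed after the data were seen. Of 54 tested genes of cytosolic ribosomal proteins in LEP-ICV, 28 rose, 0 fell and 26 did not pass the test (37 and 1 when adjusted over the list alone). Its false discovery rate in camera was 2.7e-09, and adjusted p = 0.16 with an estimated correlation. Rps4x had a log2 fold change of 2.43 (SE 0.62, adjusted p = 0.0073), Rplp1 2.36 (SE 0.48, adjusted p = 0.0014) and Rps12 2.03 (SE 0.38, adjusted p = 6.9e-04). Of 23 tested genes of endoplasmic reticulum chaperones and stress in LEP-ICV, 8 rose, 0 fell and 15 did not pass the test (10 and 0 when adjusted over the list alone). By camera, the false discovery rate was 7.7e-05, and adjusted p = 0.11 with an estimated correlation. Besides Asns, its members Atf3, a stress-induced transcription factor (log2 fold change 2.81, adjusted p = 1.2e-05), Chac1, which degrades glutathione (1.34, adjusted p = 0.043), and Creld2, an endoplasmic reticulum protein (1.21, adjusted p = 0.0085), changed most. Of 9 tested markers of proliferation in LEP-ICV, 2 rose, 0 fell and 7 did not pass the test (7 and 0 when adjusted over the list alone). For the list, camera had a false discovery rate of 0.0064, and adjusted p = 0.28 with an estimated correlation. They were the mitotic kinase Aurka (log2 fold change 1.60, adjusted p = 0.031) and the replication clamp Pcna (1.31, adjusted p = 0.0062). In LEP-ICV, 11 of 17 Kupffer cell and macrophage markers also rose. Whole liver was measured, so the ribosomal and proliferation increases are not assigned to a cell type. Of 19 tested genes of bile acid and sterol excretion in LEP-ICV, 1 rose, 6 fell and 12 did not pass the test (1 and 6 when adjusted over the list alone). Camera set the false discovery rate at 0.056. The bile acid importer Slc10a1 (log2 fold change -2.76, adjusted p = 4.6e-05) and the organic anion importer Slco1b2 (-2.14, adjusted p = 0.037) were among the decreases. With the block the increases and decreases were 20 and 0 for ribosomal proteins, 5 and 0 for chaperones, 1 and 0 for proliferation and 1 and 7 for bile acid genes. The camera false discovery rates in that model were 2.8e-12 (adjusted p = 0.13 with an estimated correlation) for ribosomal proteins, 2.6e-05 (adjusted p = 0.048 with an estimated correlation) for chaperones, 0.030 (adjusted p = 0.40 with an estimated correlation) for proliferation and 0.0016 (adjusted p = 0.16 with an estimated correlation), downward, for bile acid genes. With the background block, the LEP-ICV values were 1.40 for Rps4x (adjusted p = 0.081), 1.53 for Chac1 (adjusted p = 0.063), 1.05 for Creld2 (adjusted p = 0.051), 1.06 for Aurka (adjusted p = 0.23) and -1.65 for Slco1b2 (adjusted p = 0.21). The calls of Rplp1, Rps12, Atf3, Pcna and Slc10a1 held in it. The call was lost in LEP-ICV for Rps4x (with only the groups compared in the model, adjusted p = 0.061), Chac1 (with no filter on dim probes, with array weights or without any 1 of the VEH-ICV mice and the LEP-ICV mice other than LEP_ICV_1003, adjusted p = 0.055 to 0.11), Creld2 (with only the groups compared in the model, adjusted p = 0.071), Aurka (with no filter on dim probes, with only the groups compared in the model or without any 1 of VEH_ICV_1010, VEH_ICV_1011 and the LEP-ICV mice other than LEP_ICV_1003, adjusted p = 0.064 to 0.13), Pcna (with only the groups compared in the model, adjusted p = 0.051) and Slco1b2 (under median scaling, with no filter on dim probes, with only the groups compared in the model or without any 1 of LEP_ICV_1014, LEP_ICV_1019 and the VEH-ICV mice other than VEH_ICV_1012, adjusted p = 0.061 to 0.20).

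After subcutaneous leptin, interferon-induced genes and genes of male-biased expression were higher. Of 23 tested genes of the interferon response in LEP-SQ, 11 rose, 1 fell and 11 did not pass the test (11 and 1 when adjusted over the list alone). The camera false discovery rate was 0.025, and adjusted p = 0.74 with an estimated correlation. With the block, limma called 0 of them (10 at an unadjusted p under 0.05), with a camera false discovery rate of 9.1e-11, upward (adjusted p = 0.032 with an estimated correlation). The guanylate-binding protein Gbp2 had a log2 fold change of 2.39 (SE 0.56, adjusted p = 0.0044) and the antiviral protein Rsad2 1.44 (SE 0.28, adjusted p = 0.0019). Of 11 tested genes of male-biased liver expression in LEP-SQ, 6 rose, 1 fell and 4 did not pass the test (6 and 1 when adjusted over the list alone). Camera gave a false discovery rate of 0.025, and adjusted p = 0.54 with an estimated correlation. When blocked on background, 1 rose and 0 fell, with a camera false discovery rate of 0.0013, upward (adjusted p = 0.14 with an estimated correlation). The mice were female. Mup5, a major urinary protein whose probes disagree in direction, had a log2 fold change of 2.30 (SE 0.33, adjusted p = 1.8e-04), Cyp7b1, an oxysterol hydroxylase, 2.11 (SE 0.36, adjusted p = 7.9e-04), and the serpin Serpina1e 2.50 (SE 0.94, adjusted p = 0.037). In LEP-ICV the male-biased list had 2 increases and 3 decreases (camera 0.69), and the test of the route difference over the list gave a camera false discovery rate of 1.2e-04 (adjusted p = 0.086 with an estimated correlation). Of 23 tested genes of endoplasmic reticulum chaperones and stress in LEP-SQ, 8 rose, 2 fell and 13 did not pass the test (9 and 2 when adjusted over the list alone). Its false discovery rate in camera was 0.025, and adjusted p = 0.54 with an estimated correlation. On blocking background class, limma called 0 of them (5 at an unadjusted p under 0.05), with a camera false discovery rate of 0.0015, upward (adjusted p = 0.14 with an estimated correlation). The disulfide isomerases Pdia3 (log2 fold change 2.57, adjusted p = 0.0069) and Pdia4 (2.16, adjusted p = 0.0092) were among the increases. In the model with array background as a block, the LEP-SQ values were 1.29 for Gbp2 (adjusted p = 0.72), 1.10 for Rsad2 (adjusted p = 0.37), 0.72 for Cyp7b1 (adjusted p = 0.57), 3.26 for Serpina1e (adjusted p = 0.52), 1.68 for Pdia3 (adjusted p = 0.71) and 1.68 for Pdia4 (adjusted p = 0.69). The call of Mup5 held in it. A call was lost in LEP-SQ for Serpina1e (with the authors' values, with no filter on dim probes or without any 1 of LEP_SQ_1039, LEP_SQ_1041 and the VEH-SQ mice, adjusted p = 0.052 to 0.15).

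Between the vehicle groups, VEH-ICV against VEH-SQ, limma called 0 genes, with 342 at an unadjusted p under 0.05. Without mouse VEH_ICV_1002 the count was 1.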
